# Upfront admixing antibodies and EGFR inhibitors preempts sequential treatments in lung cancer models

**DOI:** 10.15252/emmm.202013144

**Published:** 2021-03-04

**Authors:** Ilaria Marrocco, Donatella Romaniello, Itay Vaknin, Diana Drago‐Garcia, Roni Oren, Mary Luz Uribe, Nishanth Belugali Nataraj, Soma Ghosh, Raya Eilam, Tomer‐Meir Salame, Moshit Lindzen, Yosef Yarden

**Keywords:** EGFR TKIs, first‐line therapy, mAbs, NSCLC, resistance, Cancer, Respiratory System

## Abstract

Some antibacterial therapies entail sequential treatments with different antibiotics, but whether this approach is optimal for anti‐cancer tyrosine kinase inhibitors (TKIs) remains open. EGFR mutations identify lung cancer patients who can derive benefit from TKIs, but most patients develop resistance to the first‐, second‐, and third‐generation drugs. To explore alternatives to such whack‐a‐mole strategies, we simulated in patient‐derived xenograft models the situation of patients receiving first‐line TKIs. Monotherapies comprising approved first‐line TKIs were compared to combinations with antibodies specific to EGFR and HER2. We observed uniform and strong superiority of all drug combinations over the respective monotherapies. Prolonged treatments, high TKI dose, and specificity were essential for drug–drug cooperation. Blocking pathways essential for mitosis (e.g., FOXM1), along with downregulation of resistance‐conferring receptors (e.g., AXL), might underlie drug cooperation. Thus, upfront treatments using combinations of TKIs and antibodies can prevent emergence of resistance and hence might replace the widely applied sequential treatments utilizing next‐generation TKIs.

**The paper explained**

**Problem**

EGFR‐driven lung tumors initially respond very well to drugs specific to EGFR (called: tyrosine kinase inhibitors; TKIs). However, within approximately one year, most patients acquire resistance to the drugs. Unfortunately, this cycle recurs with all next‐generation TKIs, such that patients eventually succumb to their disease.

**Results**

In an attempt to establish pharmacological scenarios potentially able to replace sequential treatments with the first‐, second‐, and third‐generation TKIs, we simulated in animals harboring human tumors the situation of TKI‐naïve patients receiving first‐line drugs. To prevent emergence of resistance, we admixed individual TKIs from all three generations and two clinically approved antibodies, to EGFR and to its kin, HER2. The results clearly showed that the combination of a TKI, either erlotinib or osimertinib, and the pair of antibodies prevented emergence of resistance and preempted sequential treatments with next‐generation TKIs. We further report that the efficacies of upfront treatments are due to blocking biochemical pathways essential for specific steps of the cell cycle, such as mitosis and cytokinesis.

**Impact**

Patients with EGFR^+^ lung cancer, who progress after sequential treatments with next‐generation EGFR TKIs, have no viable treatment options, but our observations in mice offer a potential alternative. The upfront strategy proposed herein employs a combination of three drugs, all are already approved for clinical application.

## Introduction

Lung cancer is one of the most common malignancies and the leading cause of oncology‐related death worldwide. More than 75% of all lung cancer cases are classified as non‐small cell lung cancer (NSCLC) (Sun *et al,* 2007). A variable fraction (12‐30%) of NSCLC patients presents activating mutations in the epidermal growth factor receptor gene (*EGFR*) (Lynch *et al,* 2004; Paez *et al,* 2004; Pao *et al,* 2004; Wang *et al,* 2011; Zhang *et al,* 2016). The presence of these mutations confers sensitivity to EGFR‐specific tyrosine kinase inhibitors (TKIs). Erlotinib and gefitinib, the first‐generation TKIs, achieved clear superiority, in comparison with chemotherapy, in terms of progression‐free survival (PFS) (Mitsudomi *et al,* 2010; Zhou *et al,* 2011; Rosell *et al,* 2012). Despite initial good responses to the first‐generation TKIs, patients inevitably become resistant within 10–14 months. The most common mechanisms of resistance involve a secondary EGFR mutation (T790M) (Pao *et al,* 2005), overexpression of AXL (Zhang *et al,* 2012), and amplification of *MET* (Engelman *et al,* 2007) or *HER2* (Takezawa *et al,* 2012).

Second‐generation EGFR‐specific TKIs, afatinib and dacomitinib, irreversibly bind with the ATP‐binding cleft of EGFR. A third‐generation irreversible inhibitor, osimertinib, targets not only *EGFR* exon 19 deletions and L858R, but also the major resistance mutation, T790M. The results of the AURA3 trial, which compared osimertinib with chemotherapy in T790M‐positive patients, led to the approval, in 2015, of osimertinib as a second‐line treatment (Mok *et al,* 2017). Three years later, osimertinib was approved as a first‐line treatment based on improved PFS compared with patients who received gefitinib or erlotinib (Soria *et al,* 2018). Recent data showed that the most common mechanisms of resistance to osimertinib in first‐line settings are *MET* amplification, the C797S mutation, *HER2* amplification, and mutations in downstream signaling proteins (Ramalingam *et al,* 2018). Thus, despite the availability of five EGFR‐specific TKIs, the long‐term efficacy of these drugs is limited by inevitable emergence of resistance.

In cancer therapy, monoclonal antibodies (mAbs) are largely used in combination with other treatments (Marrocco *et al,* 2019). Hence, combinations of TKIs and mAbs might offer strategies to overcome recurring resistance. For example, a fourth‐generation EGFR inhibitor showed synergy in mouse models when combined with cetuximab, a clinically approved anti‐EGFR mAb (Jia *et al,* 2016). A combination of erlotinib and cetuximab, which was tested in a phase I/II clinical trial in erlotinib‐resistant patients, showed no improvement in terms of PFS (Janjigian *et al,* 2011), and, likewise, disappointing results were observed when cetuximab was combined with afatinib (Janjigian *et al,* 2014). Our previous studies showed that treatments of erlotinib‐resistant models with an anti‐EGFR antibody evoke a compensatory response that up‐regulates two EGFR family members, HER2 and HER3 (Mancini *et al,* 2015). Hence, we combined a TKI and mAbs against EGFR/HER‐family members and observed effective inhibition of erlotinib‐resistant tumors in cell line xenografts (Mancini *et al,* 2015; Mancini *et al,* 2018; Romaniello *et al,* 2018; Romaniello *et al,* 2020).

The studies presented herein assumed that upfront treatments of early tumors, harboring only one EGFR mutation, will prevent secondary resistance, thereby preempt sequential therapies using next‐generation TKIs (aka, whack a mole protocols (Costa & Kobayashi, 2015)). To test this prediction, we applied combinations of two clinically approved mAbs, cetuximab and trastuzumab (an anti‐HER2 mAb), together with one of the three TKIs approved for first‐line treatment (e.g., erlotinib, afatinib, or osimertinib). In line with our prediction, when each TKI was applied on animal models harboring single‐site EGFR mutants, all tumors were initially inhibited but rapidly relapsed. In contrast, therapeutic efficacy was strongly enhanced when each of the three TKIs was combined with the pair of antibodies. Aiming at the underlying molecular mechanisms, we found that TKI‐mAbs combinations effectively block M phase, including cytokinesis, by inhibiting FOXM1, as well as instigate downregulation of several receptors for survival factors. Importantly, the TKI + mAbs combinations showed strong activity in two patient‐derived xenograft (PDX) models, one carrying the prevalent exon 19 deletion and the other harboring the L858R‐EGFR mutation. Taken together, the observations we made offer a potential first‐line treatment strategy capable of preempting the recurring emergence of resistance to TKIs.

## Results

### In the 1st‐line scenario, combining mAbs and TKIs decreases abundance of EGFR and other survival receptors, as well as elevates HER3 and blocks ERK and AKT

Because resistance to TKIs frequently associates with emergence of new mutations, whereas resistance to mAbs seldom engages mutations, combining TKIs and mAbs might delay resistance. To examine this prediction in the context of TKI‐naïve tumors and upfront treatment strategies, we adopted two NSCLC models: PC9 cells, which express EGFRs harboring a short deletion in exon 19, and H3255 cells expressing the L858R mutation. As a prelude to animal studies, we separately combined *in vitro* mAbs against EGFR and HER2 (cetuximab and trastuzumab, respectively) and three different EGFR‐specific TKIs, erlotinib, afatinib, and osimertinib, which respectively represent the first‐, second‐, and third‐generation inhibitors. In both models, treatment with each TKI strongly inhibited phosphorylation of EGFR and HER2, as well as inactivated ERK and AKT (Fig 1A). By contrast, the mixture of two mAbs only moderately inhibited phosphorylation of EGFR, ERK, and AKT, but the mAbs downregulated both EGFR and HER2, especially when combined with TKIs. This is in accordance with the ability of the mAbs to induce receptor internalization and degradation (Ben‐Kasus *et al,* 2009; Spangler *et al,* 2010). Next, we asked if clearance of receptor tyrosine kinases (RTKs) extends to additional receptors for survival factors, which have previously been implicated in resistance to TKIs (Bean *et al,* 2007; Engelman *et al,* 2007). A clear reduction in the abundance of the receptors for the hepatocyte growth factor (MET), GAS6 (AXL) and the insulin‐like growth factor 1 (IGF1R) was observed when either cell line was exposed to TKI + 2XmAbs. Although the mechanisms underlying trans‐downregulation of other RTKs remain unclear, they might explain drug interactions. For instance, suppression of non‐targeted RTKs may be mediated by heterodimer formation between EGFR and either MET, IGF1R or AXL (Jo *et al,* 2000; Balana *et al,* 2001; Brand *et al,* 2017). Interestingly, all drugs elevated abundance of un‐phosphorylated HER3 molecules. Flow cytometry enabled us to focus on the surface‐localized HER3. This confirmed downregulation of EGFR by all treatments that used 2XmAbs, and indicated that at least a fraction of the up‐regulated HER3 molecules localized to the cell surface (Fig 1B). As a complementary assay, we used confocal microscopy (Fig 1C), which validated that EGFR and HER2 were downregulated following treatment with 2XmAbs and the TKIs. Notably, the immunofluorescence analysis confirmed drug‐induced up‐regulation of surface HER3, as well as revealed an increased intracellular pool, in line with a previous report (Sergina *et al,* 2007). In conclusion, concurrent treatments with three versions of TKI + 2XmAbs suppressed EGFR, HER2, and downstream signaling pathways. Along with the targeted receptors, we observed downregulation of additional RTKs, but all treatments associated with increased levels of HER3.

**Figure 1:**
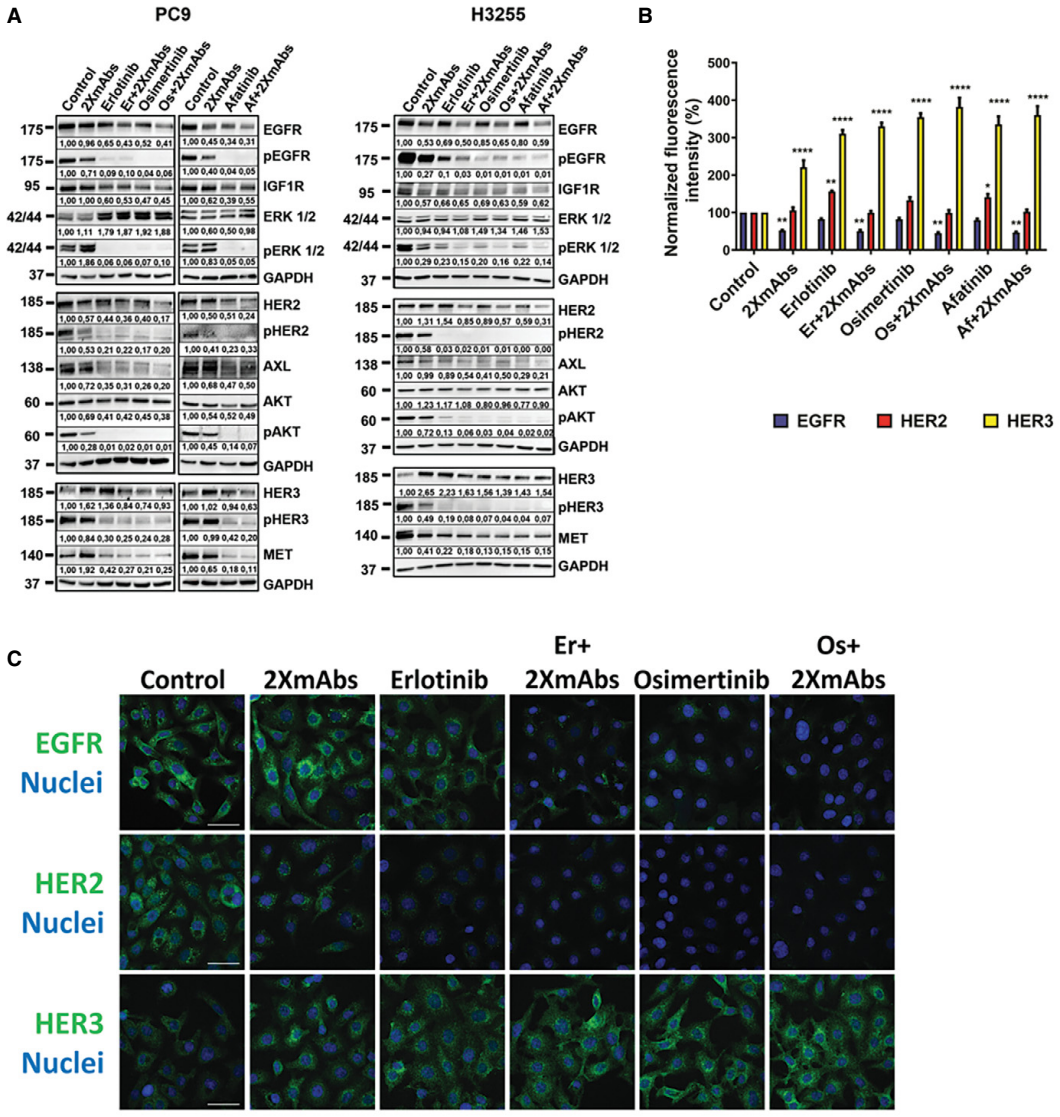
Combinations of mAbs and EGFR‐specific TKIs downregulate *in vitro* several receptors for survival factors and effectively block the ERK and AKT pathways NSCLC expressing single‐site mutants of EGFR, PC9 (3 × 10^6^) or H3255 (8 × 10^6^), were seeded in 10‐cm dishes. On the next day, complete media were replaced with media containing serum (1%) and the cells were treated for 24 h with different EGFR‐specific TKIs (erlotinib, 50 nM; osimertinib, 50 nM, or afatinib, 10 nM), either alone or in combination with 2XmAbs (cetuximab and trastuzumab, 5 μg/ml each). Thereafter, cells were washed with cold saline and extracted. Proteins were separated using gel electrophoresis and transferred onto nitrocellulose membranes. After blocking, membranes were incubated overnight with the indicated primary antibodies, followed by incubation with horseradish peroxidase‐conjugated secondary antibodies (60 min), and treatment with Clarity™ Western ECL Blotting Substrates (Bio‐Rad). ECL signals were detected using the ChemiDoc™ Imaging System (Bio‐Rad) and images were acquired using the ImageLab software. Signals (relative to Control) were quantified and normalized to the signals of GAPDH (numbers shown below each lane).PC9 cells (1 × 10^6^) were seeded in 6‐well plates and treated as in (A). After washing with acidic buffer (glycine 100 mM, pH 3.0), cells were incubated with fluorescently labeled antibodies against EGFR, HER2, and HER3, and surface expression levels of each receptor were analyzed using flow cytometry. The normalized fluorescence intensity is shown as averages + SEM of four experiments. Significance was assessed using two‐way ANOVA followed by Dunnett’s multiple comparisons test. Note that non‐significant comparisons are not shown. See *P*‐values in Appendix Table S2.PC9 cells were seeded on coverslips and treated for 24 h as in (A). Cells were washed in acidic buffer, fixed in paraformaldehyde (4%), and incubated with specific primary antibodies, followed by an Alexa Fluor 555‐conjugated secondary antibody (pseudo colored in green). DAPI (blue) was used to stain nuclei. Images were captured using a confocal microscope (40× magnification). Scale bars, 40 μm. Source data are available online for this figure.

### Combinations of 2XmAbs and TKIs reduce cell viability, arrest cell cycle progression, and increase apoptosis

To examine effects on viability, we treated PC9 cells for 72 h with 2XmAbs in combination with low or high concentrations of EGFR‐specific TKIs and assayed the conversion by live cells of MTT (3‐(4,5‐dimethylthiazol‐2‐yl)‐2,5‐diphenyltetrazolium bromide) to an insoluble formazan (Fig EV1A). When combined with 2XmAbs and used at lower concentrations, all three TKIs cooperatively inhibited cell viability, relative to the respective monotherapies. However, this effect disappeared when we used higher TKI concentrations. Similar effects were observed when we applied the same assay on H3255 cells (L858R‐EGFR: Fig EV2A). Remarkably, however, when singly applied on H3255 cells, 2XmAbs achieved a much stronger inhibitory effect, 40%, as compared to < 10% in PC9 cells.

**Figure EV1:**
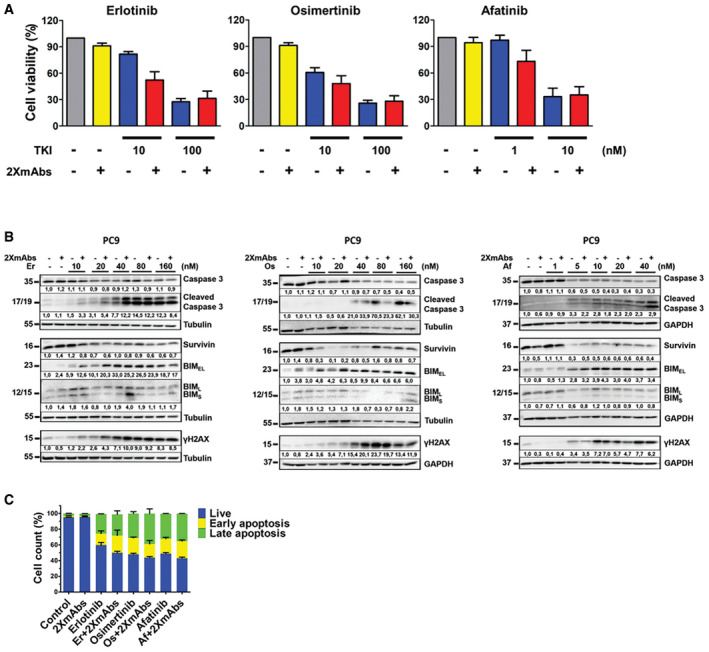
The addition of antibodies reduces viability and enhances TKI‐induced apoptosis PC9 cells (5 × 10^3^) were seeded in 96‐well plates and later treated for 72 h with two different concentrations of EGFR‐specific TKIs (erlotinib or osimertinib, at 10 or 100 nM; afatinib, at 1 or 10 nM), either alone or combined with 2XmAbs (cetuximab and trastuzumab, each at 5 μg/ml). Cell viability was assessed using the MTT (3‐(4,5‐dimethylthiazol‐2‐yl)‐2,5‐diphenyltetrazolium bromide) assay. Results are presented as mean + SEM of two independent experiments.PC9 cells were treated for 48 h with increasing concentrations of EGFR‐specific TKIs (erlotinib or osimertinib at 10, 20, 40, 80, and 160 nM; afatinib at 1, 5, 10, 20 and 40 nM), either alone or in combination with 2XmAbs (cetuximab plus trastuzumab, each at 5 μg/ml). Protein extracts were resolved, blotted, and probed with antibodies specific to the indicated apoptosis markers. Tubulin (or GAPDH) was used as loading control. Signals (relative to control) were quantified and normalized to the signals of GAPDH or tubulin (numbers shown below each lane).PC9 cells were treated for 48 h with erlotinib (40 nM), osimertinib (40 nM), afatinib (10 nM), 2XmAbs (cetuximab and trastuzumab, each at 5 μg/ml), or combinations of mAbs and TKIs. Apoptosis was assayed using cytometry and the Annexin V/7‐AAD kit (from BioLegend, Inc). The histogram shows the means + SEM of two experiments. Source data are available online for this figure.

**Figure EV2:**
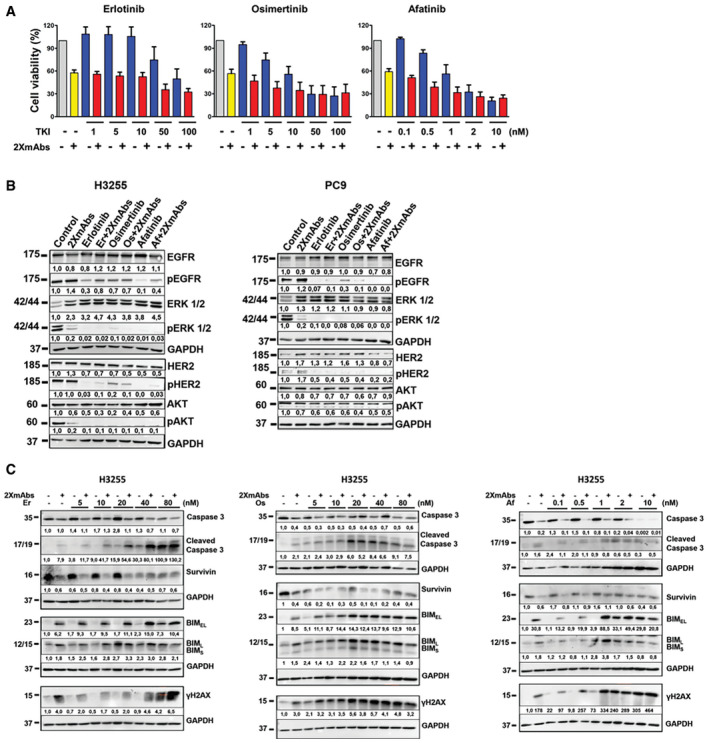
Combinations of 2XmAbs and EGFR‐specific TKIs reduce viability and enhance apoptosis of cells expressing L858R‐EGFR H3255 cells (3 × 10^4^) were seeded in 96‐well plates and treated for 72 h with increasing concentrations of TKIs (erlotinib or osimertinib at 1, 5, 10, 50, and 100 nM; afatinib at 0.1, 0.5, 1, 2, and 10 nM), either alone or in combination with 2XmAbs (cetuximab and trastuzumab, each at 5 μg/ml). Cell viability was assessed using the MTT assay. Results are shown as mean of four experiments + standard error.H3255 and PC9 cells were treated for 60 min with 2XmAbs (cetuximab and trastuzumab, each at 5 μg/ml), either alone or in combination with the following TKIs: erlotinib or osimertinib (each at 50 nM) or afatinib (10 nM). Protein extracts were immunoblotted using the indicated antibodies. Signals (relative to control) were quantified and normalized to the signals of GAPDH (numbers shown below each lane).H3255 cells were treated for 48 h with increasing concentrations of EGFR‐specific TKIs (erlotinib or osimertinib at 5, 10, 20, 40, and 80 nM, or afatinib at 0.1, 0.5, 1, 2, and 10 nM), either alone or in combination with 2XmAbs (cetuximab and trastuzumab, each at 5 μg/ml). Protein extracts were resolved using electrophoresis, transferred to nitrocellulose membranes, and blotted with the indicated antibodies. GAPDH was used as a loading control. Signals (relative to control) were quantified and normalized to the signals of GAPDH (numbers shown below each lane). Source data are available online for this figure.

Probing cell extracts revealed that 2XmAbs strongly inhibited pERK in both cell lines, but the antibodies almost completely erased the pAKT signal only in H3255 cells (Fig EV2B). These observations explain the stronger effect of 2XmAbs on viability of H3255 cells. Interestingly, although we observed reduced phosphorylation of EGFR and HER2 in response to TKIs, 2XmAbs weakly enhanced phosphorylation signals, probably due to short‐term agonistic effects of bivalent antibodies. Next, we assayed apoptosis in PC9 (Fig EV1B) and H3255 cells (Fig EV2C). Combining 2XmAbs with either erlotinib or osimertinib, at relatively low concentrations (10–40 nM), resulted in elevated expression of two markers of cell death, BIM and cleaved caspase‐3 (CC3), along with downregulation of survivin, an anti‐apoptosis protein. In addition, we observed up‐regulation of γH2AX in cells treated with the drug combinations. Notably, when applied alone all three TKIs induced relatively strong apoptosis, whereas 2XmAbs only weakly regulated the four markers of apoptosis. In line with this, flow cytometry (Fig EV1C) and CC3 immunofluorescence of both PC9 and H3255 cells (Appendix Figs. S1A‐S1D) hardly detected mAb‐induced apoptosis, but all three TKIs increased the fractions of cells undergoing apoptosis. These fractions were further increased when each TKI was combined with 2XmAbs.

To further evaluate the ability of the drug combinations to regulate cell cycle progression, we applied mass cytometry (CyTOF), a technique permitting simultaneous probing with 5‐iodo‐2‐deoxyuridine, which marks cells in S phase, and antibodies against cyclin B1, phosphorylated retinoblastoma protein, and phosphorylated histone H3 (Behbehani *et al,* 2012). When singly applied, 2XmAbs weakly arrested cells at G0/G1, but much larger effects were caused by the TKIs, which increased and decreased the G0 and M fractions, respectively, as well as reduced the numbers of Ki67‐positive cells (Appendix Figs. S2A‐S2E). Taken together, our results portray 2XmAbs as an enhancer of the effects induced by various TKIs on viability, apoptosis, and growth arrest of NSCLC cells expressing single‐site EGFR mutants (T790WT).

### Neither erlotinib nor 2XmAbs can prevent tumor regrowth, but the combination prevents relapses of a T790WT animal model

Since combinations of 2XmAbs and TKIs displayed cooperativity *in vitro*, we predicted pharmacological cooperation in animal models. Hence, we implanted PC9 cells (E746_A750 del‐EGFR) in the flanks of immunocompromised mice and once tumors became palpable, mice were randomized to groups that were treated with TKIs (daily, oral gavage), 2XmAbs (twice weekly, intraperitoneal injections), or different combinations of the two treatments. All treatments were stopped after 54 days (or earlier), but we kept monitoring animals for 4 additional months. Appendix Figure S3A presents the averages of tumor volumes, and Appendix Figure S3B presents animal survival. The final measurements of tumor volumes are shown in Appendix Fig S3C. Curves corresponding to individual mice are shown in Appendix Fig S3D. All mice treated with afatinib or erlotinib monotherapy displayed short regressions followed by rapid progressions. The majority of mice treated with osimertinib or 2XmAbs initially regressed but relapsed later. In line with drug cooperation, both erlotinib + 2XmAbs and osimertinib + 2XmAbs fully inhibited tumors as long as treatment continued. Furthermore, following cessation of treatment we observed slow relapses in only 3 of 9 mice (33%) of the erlotinib + 2XmAbs group and in all but one animal (89%) of the osimertinib + 2XmAbs group. In conclusion, combining 2XmAbs and a TKI completely prevented relapse of a T790WT xenograft model, as long as mice were under treatment. This contrasted with the mostly short‐term inhibitory effects achieved by either 2XmAbs or the TKIs.

We noted that afatinib showed no effect, probably because of the low dose we applied (2.5 mg/kg) due to the relatively high toxicity of this inhibitor (Ninomiya *et al,* 2013; Yu *et al,* 2018). Hence, we next examined TKI dosage effects. In addition, the new experiment applied longer treatments (90 instead of 54 days). Note, however, that for technical reasons we reduced the frequency of TKI administration in the last month. The results presented in Fig 2AandB indicated that almost all mice treated with either erlotinib (50 mg/kg) or 2XmAbs experienced initial tumor regression followed by rapid progression. This was also the case when 2XmAbs was combined with relatively low doses of erlotinib. In stark contrast, all mice treated with the combination of 2XmAbs and high‐dose erlotinib were apparently cured (note that one animal was lost in the course of this long experiment). Specifically, no relapses were observed during the three months of continuous treatment and > 110 days after treatment ending (see statistical analyses of tumor volumes in Fig 2C and tumor growth curves per each animal in Fig 2D). In addition, all treatments were associated with no apparent toxicity, as revealed by following animal body weight (Appendix Fig S7). In conclusion, the 1st‐line treatment scenario revealed striking drug cooperation that depends on a critical threshold dose of the TKI, as well as the length of continual treatment with drug combinations.

**Figure 2:**
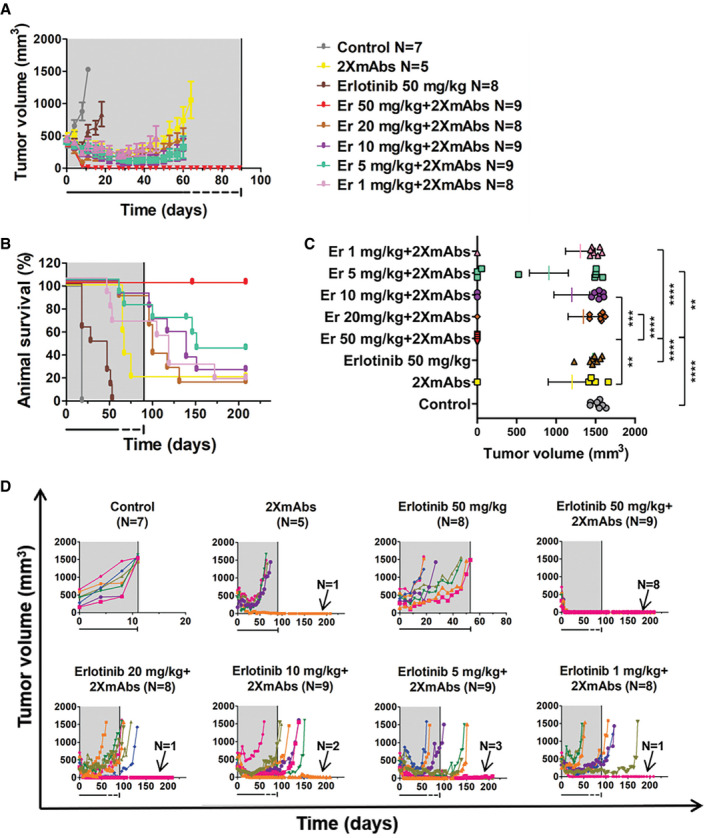
Neither erlotinib nor 2XmAbs are effective, but the combination cures a xenograft model driven by a single‐mutation EGFR PC9 cells (3 × 10^6^/mouse) were subcutaneously implanted in the flanks of CD1‐nu/nu mice. When tumors became palpable, mice were randomized in groups of 5–9 animals and treated for 90 days (gray areas) with 2XmAbs (cetuximab plus trastuzumab, 0.2 mg/mouse/injection), once every three days, or with erlotinib (50 mg/kg/day), once per day. Alternatively, mice were treated with combinations of erlotinib (50, 20, 10, 5, or 1 mg/kg) and the two monoclonal antibodies. Following 60 days of treatment, we reduced the frequency of erlotinib administration to once every other day (underneath dotted line).
A, BTumor volumes (A) and animal survival (B) are shown. Mice were euthanized when tumor size reached 1,500 mm^3^. Data are means ± SEM from 5–9 mice per group.CStatistical analysis of tumor volumes corresponding to the last measurement for each mouse was performed using one‐way ANOVA followed by Tukey’s multiple comparison test. Results are shown as mean ± SEM. See *P*‐values and number of mice per group (N) in Appendix Table S2. Note that only the significant comparisons are shown.DShown are tumor volumes of individual mice of each group. Note that each animal is represented by a different color. The respective numbers of tumor‐free mice are indicated. The gray areas represent treatment phases, and they are followed by drug holidays (blank).

### Along with treatment duration and TKI dose, high specificity to EGFR is critical for cooperation with antibodies

The above‐described setting of animal experiments, 90 days of treatment followed by 120 days of drug holiday, was employed when testing additional TKIs: osimertinib, afatinib, and a negative control TKI, imatinib, which is specific to BCR‐ABL. Consistent with lack of specificity to EGFR, imatinib showed no effects on tumor growth and no synergy when combined with 2XmAbs (Fig 3A and B). In contrast, the same figures show that osimertinib and afatinib displayed strong cooperativity and no detectable toxicity (Appendix Fig S7) when combined with 2XmAbs. Note that Fig 3C presents the final tumor volumes, whereas Fig 3D shows growth curves corresponding to individual tumors and mice. Because both osimertinib and erlotinib were superior to afatinib, we performed a head‐to‐head comparative study that examined combinations with 2XmAbs and relatively short treatments (30 days; Fig EV3A and B). Note that final tumor volumes are presented in Fig EV3C, and tumor growth curves corresponding to individual mice are shown in Fig EV3D. Interestingly, similar rates of cure were observed, but the rates were lower than the scores achieved when mice were treated for longer time (90 days). In conclusion, combining mAbs and a TKI can achieve strong drug cooperativity, which requires high TKI dose and specificity, along with prolonged duration of treatment.

**Figure 3:**
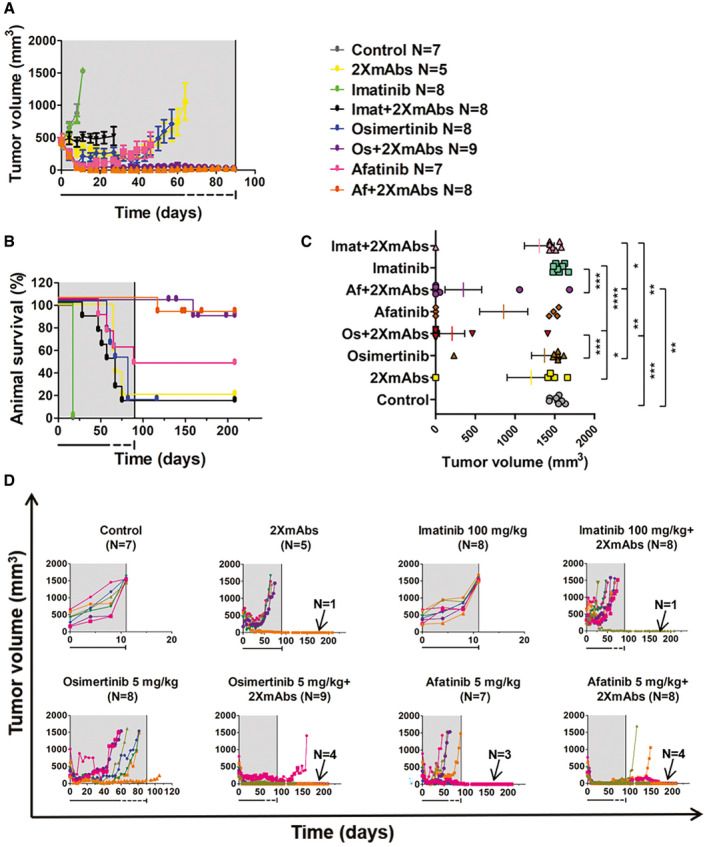
A combination of mAbs specific to EGFR and to HER2 collaborates with both second‐ and third‐generation EGFR TKIs, but a BCR‐ABL TKI displays no cooperative effects PC9 cells (exon 19 deletion) were subcutaneously implanted in the flank of CD1‐nu/nu mice (3 × 10^6^/mouse). When tumors became palpable, mice were randomized in groups of 5–9 animals and treated for 90 days (gray areas) with 2XmAbs (cetuximab plus trastuzumab, each at 0.1 mg/mouse/injection) once every three days, or daily with different TKIs: osimertinib (5 mg/kg), afatinib (5 mg/kg), or imatinib (100 mg/kg), either alone or in combination with the two antibodies. Following 60 days of treatment, the frequency of TKI administration was reduced to once every other day (underneath dotted lines), while mAb treatment remained unaltered.
A, BTumor growth (A) and animal survival (B) are shown. Mice were euthanized when tumor size reached 1,500 mm^3^. Data are means ± SEM from 5–9 mice of each group.CStatistical analysis of tumor volumes corresponding to the last measurement for each mouse was performed using one‐way ANOVA followed by Tukey’s multiple comparison test. Results are shown as mean ± SEM. See *P*‐values and number of mice per group (N) in Appendix Table S2. Note that only the significant comparisons are shown.DShown are tumor volumes corresponding to individual animals of each group. The numbers of mice with undetectable tumors are indicated. Note that the control and 2XmAbs arms are shared with Fig 2. The gray areas represent treatment phases, and they are followed by drug holidays (blank).

**Figure EV3:**
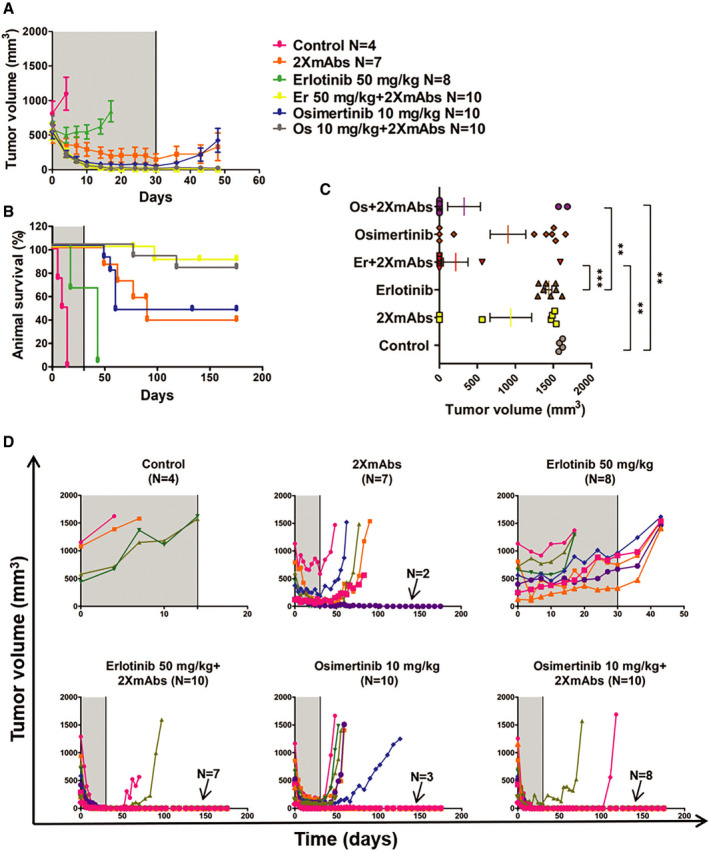
Short‐term treatments of xenografts with combinations of monoclonal antibodies and either erlotinib or osimertinib achieve similar anti‐tumor efficacies A, BPC9 cells (exon 19 deletion) were subcutaneously implanted in the flanks of CD1‐nu/nu mice (3 × 10^6^/mouse). When tumors became palpable, mice were randomized into groups of 4–10 animals, which were treated for 30 days with 2XmAbs (cetuximab and trastuzumab, each at 0.1 mg/mouse/injection) once every three days, or daily with the indicated TKIs, osimertinib (10 mg/kg) or erlotinib (50 mg/kg). A third group was treated with the respective combinations of a TKI and the two mAbs. Tumor growth (A) and animal survival (B) are shown. Mice were euthanized when tumor size reached 1,500 mm3. Data are means ± SEM from 4–10 mice per group. Note that the gray areas mark time windows of animal treatment.CStatistical analysis of tumor volumes corresponding to the last measurement for each mouse was performed using one‐way ANOVA followed by Tukey’s multiple comparison test. Results are shown as mean ± SEM. See *P*‐values and number of mice per group (N) in Appendix Table S2. Note that only the significant comparisons are shown.DShown are tumor volumes corresponding to individual mice. The days of treatment are indicated by the gray area.

### Animal treatment with different TKI + 2XmAbs combinations induces downregulation of survivin and reduces abundance of several receptors for survival factors

Next, we addressed in animals the mechanisms underlying the cooperative effects of antibodies and TKIs. PC9 cells were implanted in the flanks of immunocompromised mice (2–3 animals per group). Treatment lasted only one week and included 2XmAbs, TKIs, or the corresponding drug combinations. Note that we applied afatinib and erlotinib at the commonly used doses (5 and 50 mg/kg, respectively). However, due to its higher efficacy and relatively low toxicity in our models, osimertinib was applied at 5 mg/kg (or 10 mg/kg in other experiments). Tumor volumes were measured and presented in Fig 4A. Thereafter, all mice were sacrificed and tumor extracts were analyzed using immunoblotting (Fig 4B). As expected, we observed some variation among the three mice of each group. Hence, we performed a reference animal study that combined imatinib, a BCR‐ABL inhibitor, with 2XmAbs (Fig EV4). In addition, we confirmed, using immunoblotting of extracts derived from PC9 cells that imatinib was unable to inhibit EGFR phosphorylation (Fig EV4C).

**Figure 4:**
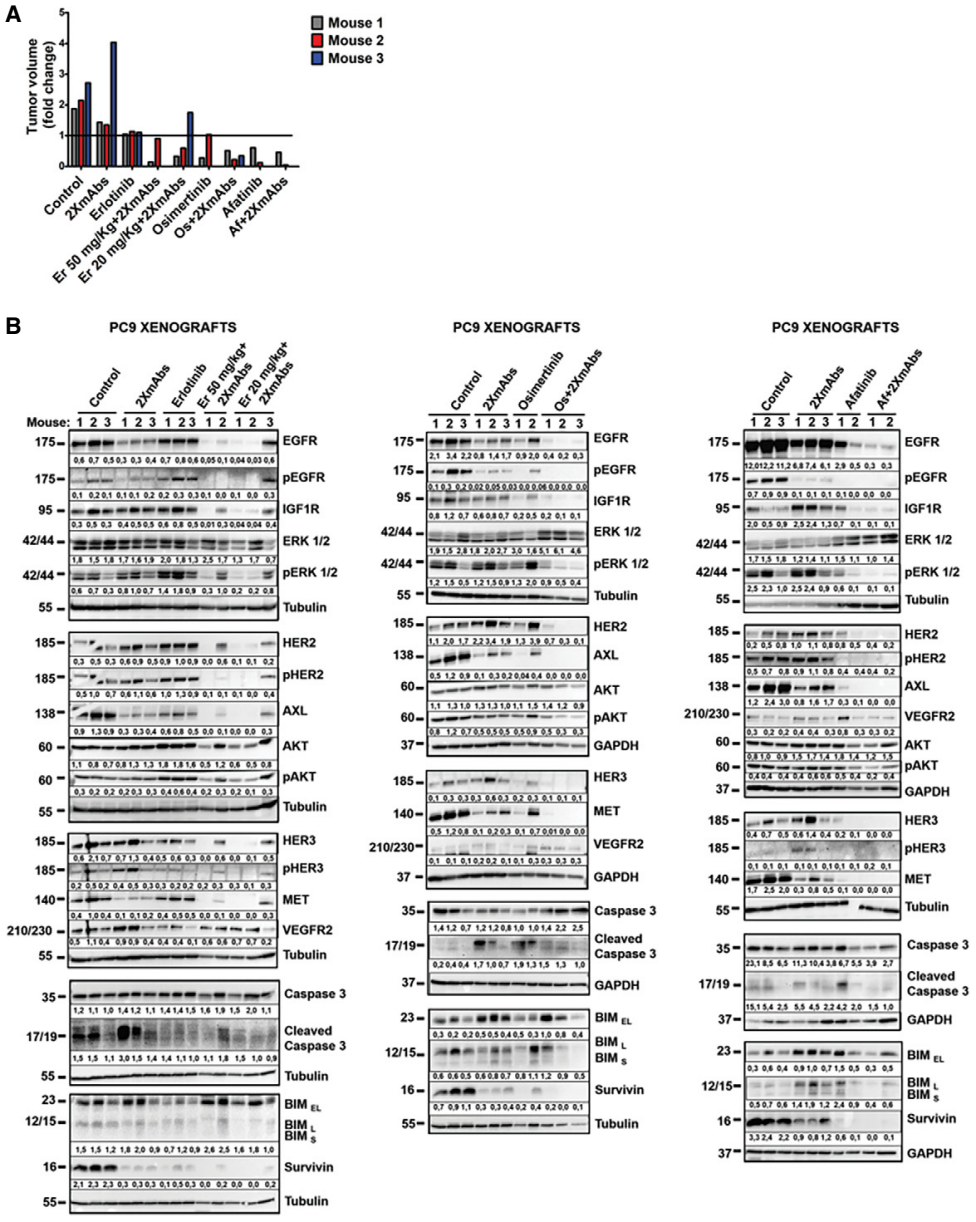
Animal treatments with combinations of 2XmAbs plus EGFR‐specific TKIs induce downregulation of survivin and several receptors for growth/survival factors CD1‐nu/nu mice carrying PC9 xenografts were divided in groups (2–3 mice/group) and treated for seven days with different TKIs: erlotinib (50 mg/kg or 20 mg/kg), osimertinib (5 mg/kg), or afatinib (5 mg/kg), either alone or in combination with 2XmAbs (cetuximab and trastuzumab, each at 0.1 mg/mouse/injection). Note that when singly applied, we used erlotinib at 50 mg/kg.
Shown are fold changes in tumor volume at day 7 of treatment. The horizontal line indicates no change in tumor volume (fold change) between days 0 and 7 of treatment.After treatment, all mice were sacrificed and tumors extracted. Protein extracts were resolved by means of electrophoresis and transfer to nitrocellulose membranes, which were later incubated overnight with the indicated antibodies. This was followed by incubation with peroxidase‐conjugated secondary antibodies. Signals were detected using Chemidoc^TM^ (from Bio‐Rad), quantified and normalized to the signals of GAPDH or tubulin (numbers shown below each lane).
Source data are available online for this figure.

**Figure EV4:**
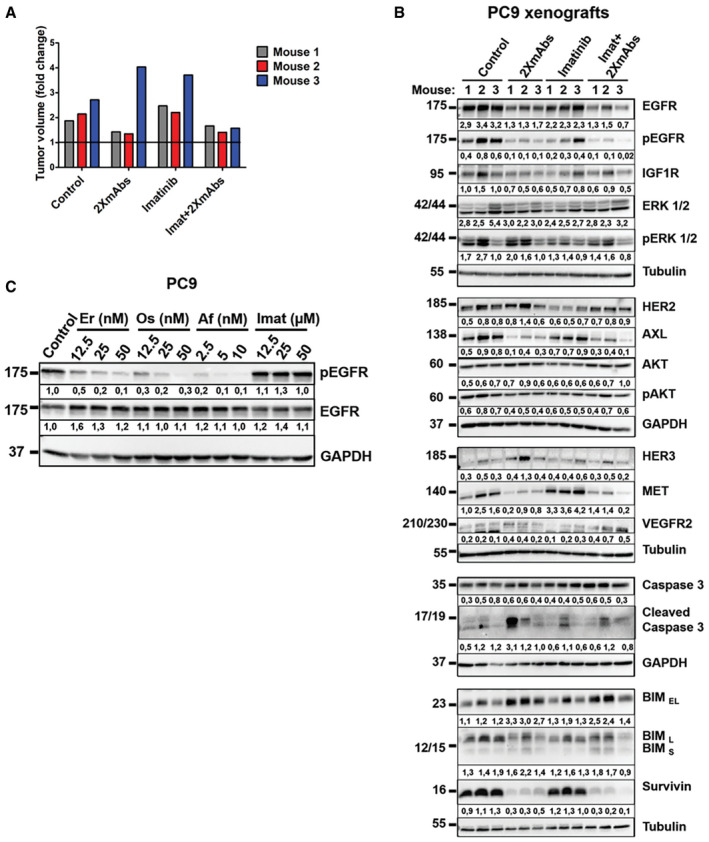
When tested in vivo, the BCR‐ABL‐specific inhibitor, imatinib, only weakly affects the abundance of survivin and RTKs, or levels of activation of downstream pathways Nude mice bearing PC9 xenografts (3 per group) were treated for one week with 2XmAbs (each at 0.1 mg/injection/mouse), imatinib (100 mg/kg/day), or the respective drug combination. The fold change in tumor volume after 7 days of treatment is shown. The horizontal line indicates no change in tumor volume (fold change) between day 0 and day 7 of treatment.Immunoblots of extracts prepared from the animals and tumors presented in A are shown. GAPDH and tubulin were used as measures of total protein loaded. Note that mice in the control and 2XmAbs groups are presented in Fig 4. Signals were quantified and normalized to the signals of GAPDH or tubulin (numbers shown below each lane).PC9 cells were treated for 4 h with increasing concentrations of different TKIs (erlotinib or osimertinib, at 12.5, 25, and 50 nM; afatinib, at 2.5, 5, and 10 nM; imatinib, at 12.5, 25, and 50 μM). Protein extracts were resolved and immunoblotted for the indicated proteins. Signals (relative to Control) were quantified and normalized to the signals of GAPDH (numbers shown below each lane). Source data are available online for this figure.

Despite inter‐animal variation, we concluded that the following biochemical features characterized tumors treated with all three variants of TKI + 2XmAbs, as compared to the respective monotherapies, or the 4^th^ combination, imatinib + 2XmAbs:

1. Downregulation of EGFR and inhibition of EGFR phosphorylation were observed in mice treated with 2XmAbs or TKIs, respectively. These effects, however, were strongly enhanced in mice treated with each of the three TKI + 2XmAbs combinations.
2. In addition to HER2 and pHER2, all drug combinations associated with downregulation of IGF1R, AXL, and MET, but VEGFR2 remained almost unchanged. Similar alterations were detected *in vitro* (Fig 1A). However, unlike the *in vitro* observations, after one week of treatment with TKI + 2XmAbs, HER3 was also downregulated.
3. In line with downregulation of mutant EGFRs and several other RTKs, the combinations of 2XmAbs with either erlotinib, osimertinib, or afatinib led to inactivation of ERK and AKT. No similarly uniform inactivation of downstream signals was observed in mice treated with imatinib + 2XmAbs (Fig EV4B).
4. An antiapoptotic protein, survivin, was strongly expressed in the control tumors. This protein underwent downregulation following treatment with either 2XmAbs or TKIs, and it was completely absent in tumors treated with the three drug combinations (Fig 4B). Importantly, imatinib alone exerted no effect on survivin levels (Fig EV4B) or on tumor volume (Fig EV4A). Notably, due to relatively high abundance of BIM and cleaved caspase‐3 in the control mice, we were unable to detect alterations in these markers of apoptosis.

To complement the analyses shown in Fig 4, we assessed both apoptosis (Appendix Figs. S4A and S4B) and proliferation (Appendix Figs. S4C and S4D) within tumors. In line with the *in vitro* assays, imatinib was inactive, erlotinib clearly induced apoptosis, and 2XmAbs arrested proliferation, while erlotinib + 2XmAbs enhanced both apoptosis and growth arrest. In conclusion, short‐term animal treatments with combinations of antibodies and EGFR‐specific TKIs enhanced apoptosis, reduced cell proliferation, and caused downregulation of the antiapoptotic protein survivin, along with several receptors for growth factors. These observations might explain the drug cooperation we observed in mice engrafted with models of early EGFR‐positive NSCLC.

### TKI plus mAb mixtures overcome in animals the commonly observed acquired resistance to first‐line kinase inhibitors

Although several EGFR‐specific TKIs have been approved as first‐line treatments, osimertinib showed superior efficacy with a similar safety profile, relative to erlotinib and gefitinib (Soria *et al,* 2018). However, resistance to upfront osimertinib is inevitable and might involve amplification of *MET* or *EGFR*, mutations in *KRAS*, *MEK1*, and *PIK3CA*, along with the EGFR‐C797S mutation (Ramalingam *et al,* 2018). Currently, it is unclear how to treat tumors that evolved resistance to first‐line osimertinib. Similarly, it is still debated which is the TKI of choice, and whether sequential regimens would be beneficial. In light of the strong anti‐tumor activity displayed by combinations comprising TKIs and 2XmAbs, we simulated in animals the evolvement of resistance to 1st‐line treatments. PC9 cells were injected into the flanks of CD1 nude mice, and when the tumors reached 500 mm^3^, mice were daily treated with either erlotinib (50 mg/kg; Fig 5A) or osimertinib (5 mg/kg; Fig 5B). Under these conditions, most tumors exhibited regression, followed by rapid regrowth. Once each relapsing tumor reached 800 mm^3^, we administered the mixture of cetuximab and trastuzumab, and continued oral delivery of the respective TKI. Remarkably, all tumors treated with the combination of TKIs plus 2XmAbs rapidly regressed. Furthermore, in the majority of animals we observed complete tumor disappearance. In marked contrast, when mice with TKI‐resistant tumors were sequentially treated with only 2XmAbs, after tumors became resistant to erlotinib (Appendix Fig S5A), or to osimertinib (Appendix Fig S5B), the responses to the antibodies widely varied: a few tumors responded well and eventually disappeared, while others kept progressing under treatment. In conclusion, the results presented in Fig 5 and Appendix Figure S5 reinforce the strongly cooperative mode of interactions between 2XmAbs and TKIs, and they validate that relatively aggressive tumors, which acquired resistance to TKIs, are still controllable by two different TKI + 2XmAbs combinations.

**Figure 5:**
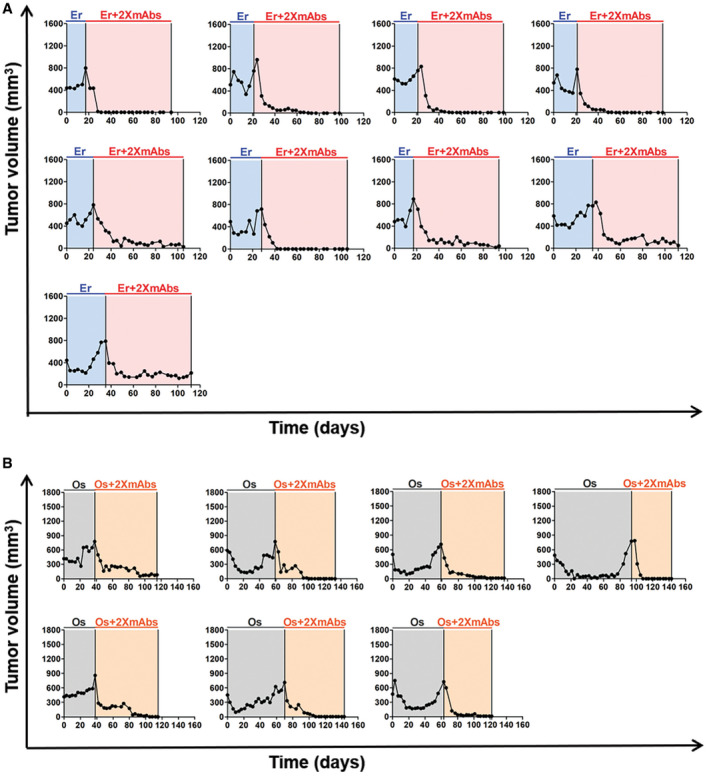
Combination treatments comprising a mixture of two antibodies (cetuximab and trastuzumab) and either erlotinib or osimertinib overcome resistance to TKI in an animal model A, BPC9 cells (3 × 10^6^/mouse) were subcutaneously injected in the flanks of CD1‐nu/nu mice. When tumors reached a volume of approximately 500 mm^3^, mice were treated daily with erlotinib (50 mg/kg, blue area; panel A) or with osimertinib (5 mg/kg, gray area; panel B) using oral gavage. Initially, all tumors displayed stable disease or they regressed, but eventually all started relapsing. Once relapsing tumors reached 800 mm^3^, while under erlotinib or osimertinib treatment, we supplemented the treatment with a combination of 2XmAbs (cetuximab and trastuzumab, each at 0.1 mg/mouse/injection; twice a week) plus either erlotinib (50 mg/kg; A, red area) or osimertinib (5 mg/kg; B, orange area). Tumor volumes of individual mice are shown.

### Complete responses of patient‐derived xenografts corresponding to prevalent EGFR mutations can be achieved by upfront combination treatments

Patient‐derived tumor xenografts (PDX) have emerged as a powerful technology, capable of retaining the clonal and mutational heterogeneity of the original specimens. To test the efficacy of combining EGFR‐specific TKIs and 2XmAbs (cetuximab and trastuzumab) in such genetically more heterogeneous model systems, we made use of two PDX models of NSCLC, both from the Jackson Laboratory: TM00199, expressing L858R‐EGFR, and TM00193, expressing E746_A750 del‐EGFR. Immunocompromised mice bearing tumors expressing either the L858R mutation (Fig 6A) or the exon 19 deletion (Fig 6B) were treated for 32 or 42 days, respectively, with an EGFR‐TKI, either erlotinib (50 mg/kg) or osimertinib (10 mg/kg). Alternatively, mice were treated with 2XmAbs (cetuximab + trastuzumab, each at 100 μg/injection), or with a combination of the two mAbs and a TKI. Although the TM00199 model displayed high responsiveness to TKIs, tumor growth rapidly resumed after treatment cessation (Fig 6A). Surprisingly, this model responded extremely well to the mixture of two antibodies: pre‐established tumors rapidly regressed after initiation of treatment with 2XmAbs, and no relapses occurred for at least 2 additional months of drug holiday. Accordingly, mice treated with either combination of mAbs and TKIs displayed durable suppression of relapses following a short treatment (32 days). In fact, only one of 16 animals pre‐treated with TKI + 2XmAbs relapsed during a long (>70 days) drug holiday.

**Figure 6:**
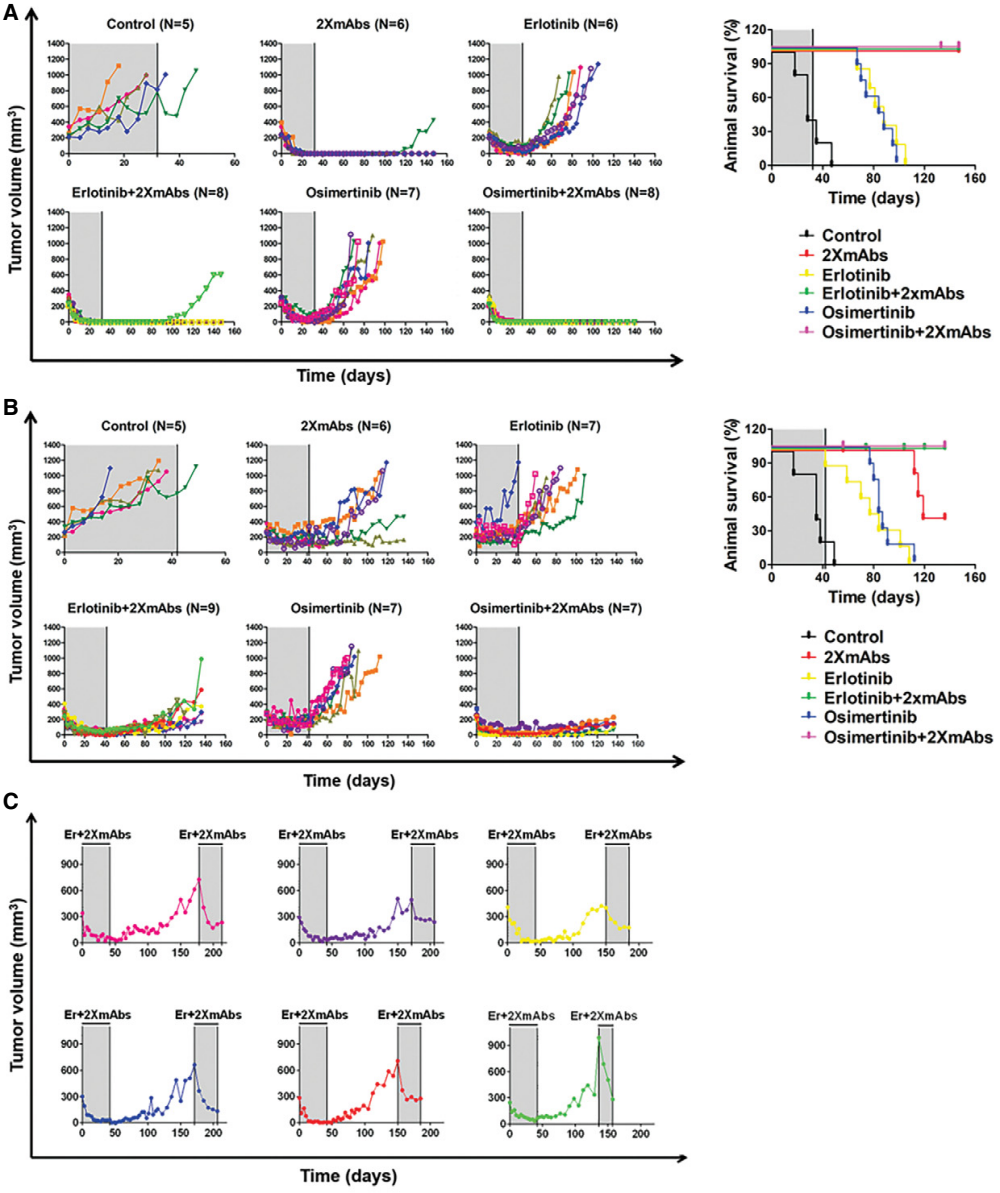
PDX models corresponding to the most frequent founder EGFR mutations can be effectively inhibited by combinations of antibodies and TKIs; relapsing tumors remain sensitive to erlotinib + 2XmAbs even after a long drug holiday (> 3 months) A, BNSG mice were pre‐implanted with tumor fragments derived from two different PDX models: (A) TM00199 (L858R‐EGFR; from The Jackson Laboratory) or (B) TM00193 (E746_A750 del‐EGFR; from The Jackson Laboratory). Once tumors reached approximately 300 mm^3^, mice were treated with monoclonal antibodies (2XmAbs, cetuximab plus trastuzumab, 200 μg/injection) twice a week, or with EGFR TKIs, erlotinib (50 mg/kg) or osimertinib (10 mg/kg) daily. Alternatively, mice were treated with a combination of 2XmAbs and either erlotinib or osimertinib, for either 32 days (A) or 42 days (B). Tumor growth was monitored twice a week. Notice that the antibodies were injected into the peritoneum and the TKIs were delivered orally. The figure shows tumor volumes of individual mice and the respective survival curves (right hand panels). The gray areas mark time windows of animal treatment.CMice presented in the erlotinib + 2XmAbs group in B (left panel, bottom row) were re‐treated with the same drug combination (2XmAbs plus erlotinib) after a holiday period (> 136 days), during which they received no treatment. Note that different colors identify individual mice from the corresponding panel of B.

Similar to observations made with cell line xenografts, the TM00193 model (expressing E746_A750 del‐EGFR) initially responded to the monotherapies we applied (osimertinib, erlotinib, or 2XmAbs). However, relapses initiated thereafter and their growth rate accelerated after we stopped all treatments (Fig 6B). Importantly, both drug combinations (2XmAbs + erlotinib and 2XmAbs + osimertinib) achieved nearly complete tumor inhibition and no relapses were observed in the groups of 7–9 mice, for at least 25 days after treatment ending. In summary, by employing PDX models that retain the natural heterogeneity of lung cancer and represent the two most prevalent EGFR mutations, we validated the cooperative interactions between TKIs and mAbs, as well as demonstrated that this treatment scenario is able to durably control tumors expressing mutant forms of EGFR.

### Residual disease remaining after treatment of a PDX model with mAbs + TKIs displays sensitivity to re‐application of the drug combination

Currently available data propose that drug‐resistant cells may both pre‐exist and evolve from drug‐tolerant cells. For example, acquired resistance caused by the T790M mutation may occur either by selection of pre‐existing T790M‐positive clones or via evolution of initially T790WT clones (Hata *et al,* 2016). By focusing on erlotinib‐resistant colonies that arose from a single, EGFR‐addicted lung cancer cell, another study concluded that drug‐tolerant “persisters” may serve as latent reservoirs for the emergence of resistance mechanisms (Ramirez *et al,* 2016). Dissimilar routes might underlie emergence of resistance to TKI monotherapy and resistance to the combinations of mAbs and TKIs. The availability of PDX tumors (TM00193) that regressed after 42 days of treatment with erlotinib + 2XmAbs and re‐emerged following a long drug holiday (3–4 months; see Fig 6B) permitted us to address dependence of the relapsing tumors on EGFR and HER2. To this end, we selected six of the relapsing animals and re‐treated them with erlotinib + 2XmAbs. As shown in Fig 6C, all six relapsing tumors exhibited rapid regression, although none completely disappeared. These observations indicate that the residual disease that seeded them remained addicted, at least in part, to EGFR and/or HER2. Conceivably, in addition to rapid inhibition of pre‐established tumors and prevention of relapses, strategies admixing TKIs and mAbs may confer long‐term protection from relapses and, if re‐applied after a prolonged drug holiday, they might control any remaining disease.

### Blocking pathways controlling the cell cycle underlies the ability of TKI + 2XmAbs to overcome drug resistance

In light of the ability of TKI + 2XmAbs to overcome drug resistance in animal models, the underlying mechanisms are of interest. Mice harboring pre‐established PC9 xenografts were initially treated with erlotinib, until onset of resistance (gray area; see scheme in Fig 7A). Afterward, mice were switched to a combination of the TKI and two mAbs (cetuximab and trastuzumab; pink area in Fig 7A). Four groups of animals were sequentially sacrificed: Control group (pre‐treatment; orange star, *N* = 5), Erlotinib‐responding group (green, *N* = 3); Erlotinib‐resistant group (blue, *N* = 3), and an Erlotinib + 2XmAbs‐responding group (purple, *N* = 2). Comparison of pre‐treatment tumor volumes and sizes at the time each mouse was sacrificed is shown in Fig EV5A. Next, RNA was extracted from each tumor. One portion was used for sequencing of the region corresponding to exons 19 and 20. While this analysis confirmed the del746‐750 mutation, it detected no secondary mutations, such as T790M or C797S. The other portion of RNA underwent full sequencing. 

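Expression values were analysed for all 13 tumors. PC9 is a human lung adenocarcinoma cell line with an activating deletion in EGFR, grown here as subcutaneous xenografts in immunodeficient mice. The Control group held 5 untreated tumors, taken at about 500 mm3. The Er-responding group held 3 tumors taken after 1 week of erlotinib at 50 mg/kg, and the Er-resistant group 3 tumors that had relapsed under erlotinib and reached 800 mm3. The Er+2XmAbs-responding group held 2 tumors that had relapsed in the same way and then received erlotinib together with cetuximab and trastuzumab, each at 0.1 mg per injection, for 1 week. The groups therefore differed in tumor volume and treatment history as well as in the drugs given. The libraries were made by bulk MARS-seq, which sequences the 3′ ends of transcripts and tags each molecule with a barcode, and the authors aligned and counted the reads with the UTAP pipeline. The values they deposited are regularized log2 (rlog) values of DESeq2 for 13141 genes, already scaled for library size. The rlog step pulls each tumor's value toward the mean of the gene, most strongly for genes with few reads, so differences between groups on this scale understate fold changes. Read or molecule counts were not used here, so the depth of each library is unknown and no detection limit could be set for weakly expressed genes. The values ran from −1.16 to 15.41, and the median of a tumor lay between 4.67 and 4.76. Across genes, which are not independent replicates, tumors of the same group correlated with Pearson's r between 0.991 and 0.996, and 0 of the 78 pairs of tumors had identical values. The first principal component, with 34.5% of the variance, ran from −18.3 to −12.2 in Control tumors, from −6.83 to −0.378 in Er-responding tumors, from 6.38 to 12.5 in Er-resistant tumors and from 23.9 to 30.8 in the Er+2XmAbs-responding tumors. Differences between groups were tested with limma on the rlog values, in one fit of 4 groups over the 13 tumors, so that the group of 2 tumors shared the spread estimated over all groups. Genes were called by the threshold of the paper's methods, a p-value of at most 5e-06 and a log2 difference of at least 1, taken as an unadjusted p-value. A second count used a Benjamini-Hochberg adjusted p-value under 0.05 with the same minimum difference. Per-tumor means of gene lists were compared by two-sided exact permutation tests, which cannot give a p below 0.0357 for 5 tumors against 3, 0.0952 for 5 against 2, 0.1 for 3 against 3 or 0.2 for 3 against 2.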

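Between the Er+2XmAbs-responding tumors (n = 2) and the Control tumors (n = 5), 128 genes were lower and 113 were higher at the threshold of the paper's methods. With an adjusted p-value under 0.05 and the same minimum difference, 152 genes were lower and 144 higher, and without a minimum difference 1240 were lower and 1354 higher. The choice that moved the first pair of counts most was the kind of p-value: with the Benjamini-Hochberg adjusted p-value held to 5e-06, 56 genes were lower and 53 higher. The largest fall was that of TNC, the gene of tenascin C, on chromosome 9 from 115019578 to 115118257 in GENCODE release 29. Its rlog value was 7.50 ± 0.12 (SD, n = 5) in Control tumors and 5.27 ± 0.10 (SD, n = 2) under erlotinib + 2XmAbs, a log2 difference of −2.22 (standard error 0.13, adjusted p = 2.6e-10 from limma with Benjamini-Hochberg adjustment). MMP9, UBE2C, PRR11 and LAPTM5 followed, with log2 differences between −2.01 and −1.89. The largest rise was that of ATP6V1B1, which encodes a subunit of the vacuolar proton pump and lies on chromosome 2 from 70935868 to 70965431. It went from 4.39 ± 0.11 (SD, n = 5) to 7.92 ± 0.13 (SD, n = 2), a log2 difference of 3.53 (standard error 0.18, adjusted p = 2.2e-11 from limma). MSLN, CTSH, FOLR1 and GGT6 rose by between 2.50 and 2.95. The 2 treated tumors lay further apart for FOLR1 (SD 0.95) and GGT6 (SD 0.59) than for the other genes named here. In each of these genes both treated tumors lay on the same side of every Control tumor, as the rule that chose them required. Over all genes that held for 35.5%, against 9.52% by chance. Of the 74 genes drawn in Fig 7B, 25 as higher and 49 as lower, 74 had the direction shown with an adjusted p-value under 0.05 over all genes, and 74 when adjusted over the list alone. The study chose this list on the same tumors, so these counts are not independent evidence. The log2 differences had a median of 1.33 (0.89 to 3.53) for the genes drawn higher and of −1.34 (−2.22 to −0.70) for those drawn lower. The threshold of the paper's methods was met by 64 of the 74 genes. Of the other 10, 4 missed it on the p-value and 8 on the difference, and 177 genes outside the heat map met it. The paper's threshold was set for DESeq2 results, while here it was applied to limma p-values and rlog differences, which understate fold changes. A gene that missed it here may therefore have met it in the paper.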

The heat map presented in Fig 7B lists genes that were differentially expressed (DE) between the Erlotinib + 2XmAb group and the Control group. 

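Genes with a peak in G2/M (52 of a list of 54 were among the genes tested) and in S phase (39 of 43) were set against the genes that fell under erlotinib + 2XmAbs. Of the 128 genes lower than in Control tumors, 27 (21.1%) belonged to these 91 cell cycle genes, which made up 0.692% of the 13141 genes tested (odds ratio 53.9, one-sided Fisher's exact test, p = 1.6e-33). The G2/M list gave 23 of the 27 and the S-phase list 4, namely CDC45, CDCA7, FEN1 and GMNN, which are named because they are the only ones. Among the 49 genes drawn lower in Fig 7B, 11 (22.4%) were cell cycle genes by these lists. The lists leave out FOXM1, CCNB1, PRC1 and KIF4A, which were also lower, so neither share is an estimate of all cell cycle genes. Across the alternative fits and thresholds the odds ratio lay between 42.3 and 86.6. As a group, the G2/M genes had a median log2 difference of −0.90 and 51 of 52 were lower, UBE2C (−1.95) and CDC20 (−1.75) by the most. The S-phase genes had a median of −0.59 and 38 of 39 were lower. Camera, limma's competitive set test with a preset correlation of 0.01 between genes, gave an adjusted p of 5.9e-37 for the G2/M list and 1.1e-15 for the S-phase list. Fry gave adjusted p-values of 1.4e-07 and 2.6e-05 for the same lists, and camera with an estimated correlation 0.0016 and 0.014. In this comparison 10 of the 14 lists tested passed an adjusted p-value of 0.05 with camera, and all 10 also did so under fry and with the estimated correlation. Among the 10 are the lists of Fig 7B, Fig 7C, Fig 7D and Fig EV5C. The study chose those on these tumors, so their passing is not independent evidence. The others that passed were the G2/M, S-phase, MHC class I, sterol synthesis and mitochondrial lists. The per-tumor mean of each cell cycle list was lower in both treated tumors than in all 5 Control tumors (exact permutation test, p = 0.0952, the smallest p these tumors allow).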

Pathway enrichment analysis (Fig EV5B) linked the majority of genes downregulated by the drug combination to the cell cycle. This included processes controlled by FOXM1, polo‐like kinase 1, oncostatin M, and aurora B. Using RT–PCR, we validated up‐regulation of some of the altered genes (Fig EV5C). 

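In the RNA-seq values, PLK1, the gene of polo-like kinase 1 (chromosome 16, from 23677656 to 23690367), had a log2 difference of −1.38 between erlotinib + 2XmAbs and Control tumors (standard error 0.16, adjusted p = 2.2e-06 from limma). AURKB, the gene of aurora B (chromosome 17, from 8204733 to 8210600), had a difference of −1.18 (standard error 0.15, adjusted p = 8.5e-06). Erlotinib alone for 1 week gave differences from Control tumors of −1.28 for PLK1 (adjusted p = 3.2e-06) and −1.25 for AURKB (adjusted p = 1.9e-06), and between erlotinib + 2XmAbs and Er-responding tumors they differed by −0.11 (adjusted p = 0.75) and 0.07 (adjusted p = 0.83). OSMR, which encodes a receptor subunit of oncostatin M, differed by −0.63 between erlotinib + 2XmAbs and Control tumors (standard error 0.14, adjusted p = 0.0021). It differed by 0.23 between Er-responding and Control tumors (adjusted p = 0.30). Between erlotinib + 2XmAbs and Er-responding tumors the difference of OSMR was −0.86 (adjusted p = 7.6e-04). OSM itself was not analysed here. PLK1, AURKB and OSMR lie outside the rule by which genes were named, and were chosen after their values were seen because the paper names these processes. The genes of Fig EV5C are FOXM1, AURKA, TPX2, CENPA, CCNB1, BIRC5, PRC1 and KIF4A. By RNA-seq all 8 were lower in the erlotinib + 2XmAbs tumors than in the Control tumors, with a median log2 difference of −1.43, and 8 of 8 had an adjusted p-value under 0.05 over all genes. Against the same Control tumors, all 8 were also lower in the Er-responding tumors (median −1.03, 8 of 8 with an adjusted p-value under 0.05) and in the Er-resistant tumors (median −0.58, 6 of 8). Between Er-resistant and Er-responding tumors all 8 were higher in the resistant group, by a median of 0.45. For that comparison, 1 of 8 passed over all genes and 8 of 8 when adjusted over the list alone. The gene that passed over all genes was CENPA, whose call was lost under 1 alternative.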

Next, we extracted each tumor and subjected the extracts to immunoblotting (Fig 7C and Appendix Figure S6). The results confirmed inhibition of EGFR and HER2, along with partial or complete downregulation of IGF1R, AXL, HER3, and MET in tumors responding to erlotinib + 2XmAbs. 

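At the RNA level BIRC5, which encodes survivin and lies on chromosome 17 from 78214186 to 78225636, had an rlog value of 6.69 ± 0.10 (SD, n = 5) in Control tumors. It was 5.64 ± 0.21 (SD, n = 3) in Er-responding tumors, 6.09 ± 0.06 (SD, n = 3) in Er-resistant tumors and 5.06 ± 0.26 (SD, n = 2) in tumors responding to erlotinib + 2XmAbs. From the responding to the resistant tumors BIRC5 rose by 0.45 (standard error 0.13, adjusted p = 0.083 from limma). Its log2 difference from the resistant tumors to those given erlotinib + 2XmAbs was −1.03 (standard error 0.15, adjusted p = 7.8e-04). The list of Fig 7C transcripts used here held BIRC5, AURKA, TPX2, CCNB1, PRC1, KIF4A and FOXM1, and no receptors. These 7 transcripts had a median log2 difference of −1.51 between erlotinib + 2XmAbs and Control tumors. In the same comparison the receptor transcripts, as a list of 6, had a median of 0.14, with 3 of 6 higher. The transcripts of AURKA, TPX2, CCNB1, PRC1, KIF4A and FOXM1 moved in the same directions as BIRC5 in the comparisons above. Their rise from the responding to the resistant tumors lay between 0.32 for AURKA and 0.58 for CCNB1. With BIRC5 included, 0 of the 7 rises passed an adjusted p-value of 0.05 over all genes and 7 of 7 did so when adjusted over the list alone, a list the study drew up on these tumors. From the resistant tumors to those given erlotinib + 2XmAbs the log2 differences of the 6 other genes lay between −1.24 for CCNB1 and −0.74 for FOXM1. All but FOXM1 (adjusted p = 0.058) passed over all genes. The calls for TPX2, KIF4A and PRC1 were lost under at least 1 alternative, with adjusted p-values of up to 0.12, 0.10 and 0.050.

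**Figure D1:**
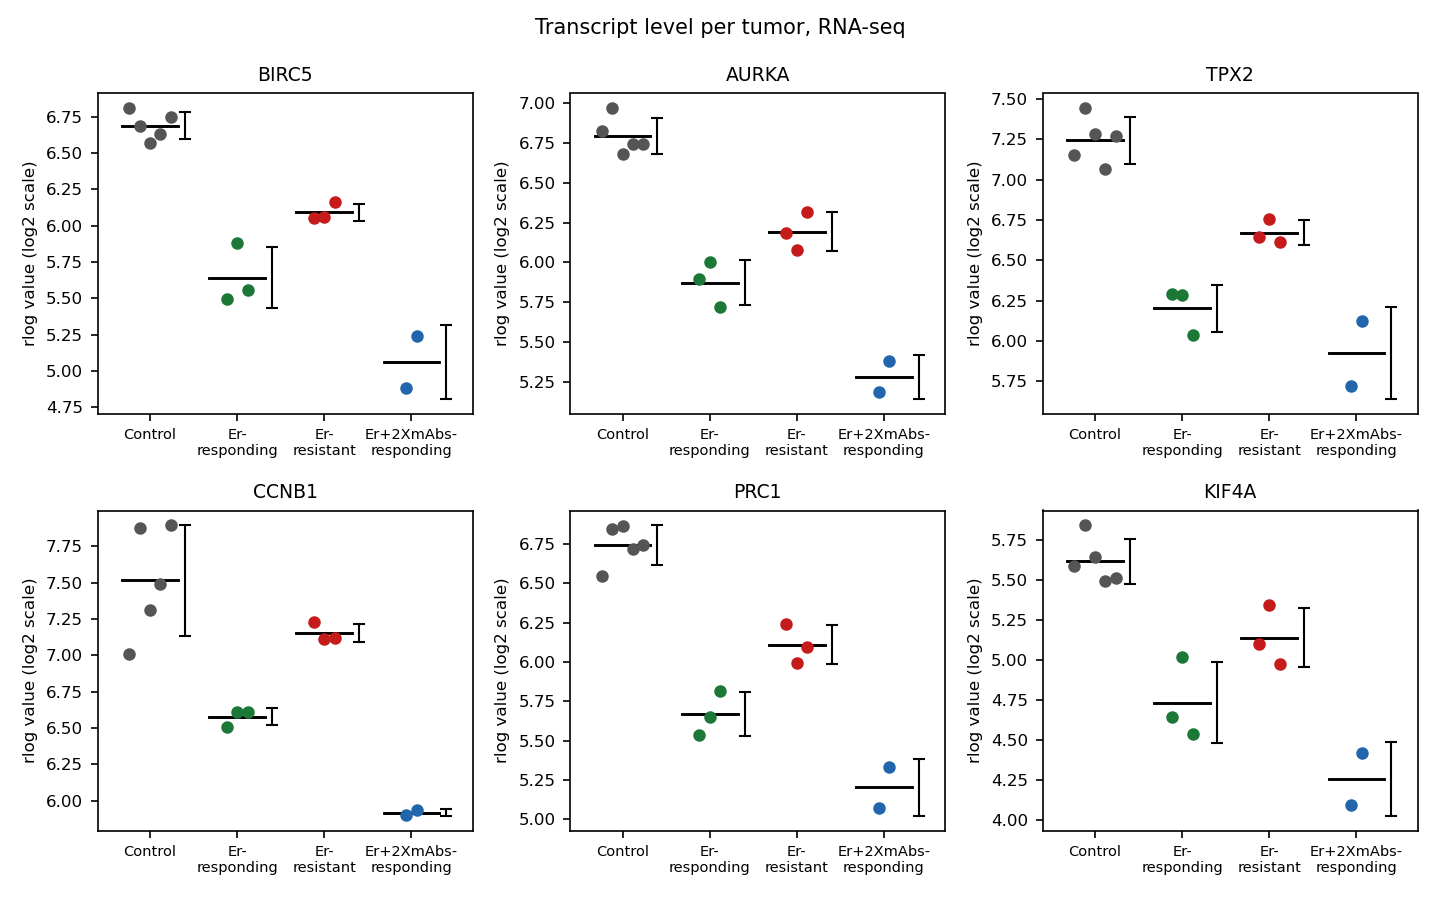
Transcript levels of BIRC5, AURKA, TPX2, CCNB1, PRC1 and KIF4A, with the rlog value (log2 scale) on the vertical axis and the 4 groups of tumors on the horizontal axis. Each point is 1 tumor, the horizontal line is the mean of the group and the bar beside it is ± 1 SD; the axes do not start at 0, and in each panel the Control tumors have the highest mean and the 2 tumors given erlotinib + 2XmAbs the lowest.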

Concordant with RNA‐seq and RT–PCR, several other proteins underwent collective up‐ or downregulation in all mice. For example, survivin (*BIRC5*), an inhibitor of apoptosis, was highly expressed in all five control tumors, downregulated in tumors responding to erlotinib, to be again up‐regulated in all three tumors that progressed (Fig 7C). Finally, treatment with TKI + 2XmAbs completely erased survivin expression. Likewise, aurora kinase A (*AURKA*), TPX2, cyclin B1 (*CCNB1*), PRC1 (protein regulating cytokinesis), and KIF4a displayed partial downregulation in mice treated with erlotinib and complete eradication in mice responding to the drug combination. Importantly, the majority of the respective genes are transcriptional targets of the forkhead transcription factor called FOXM1. Accordingly, both FOXM1 and its phosphorylated form were fully inhibited in tumors responding to the TKI + mAbs combination (Fig 7C).

**Figure 7:**
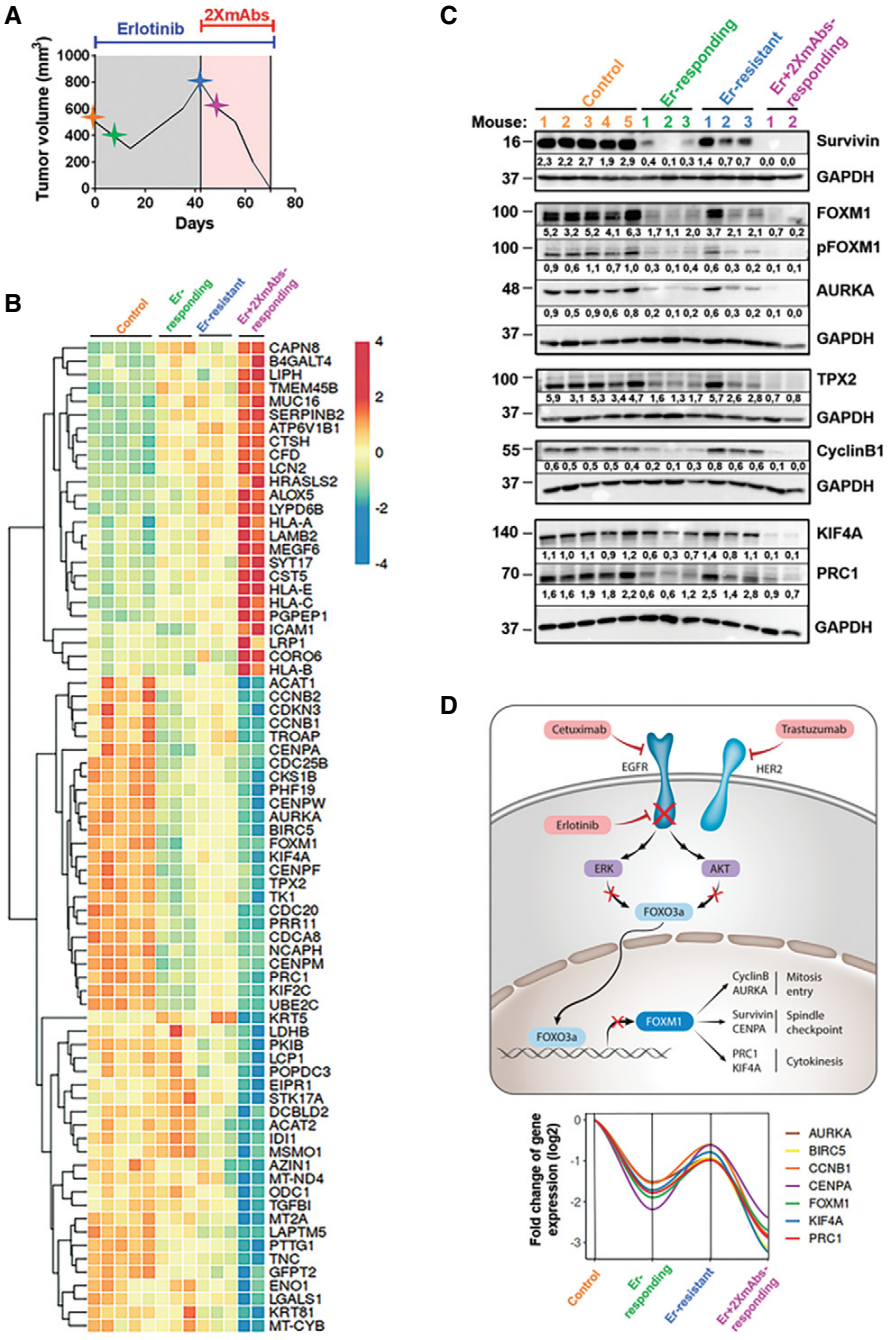
By blocking FOXM1 and pathways involved in mitosis and cytokinesis, a combination of two antibodies and erlotinib overcomes TKI resistance in an animal model Scheme depicting the experimental plan and longitudinal sampling.For RNA‐seq analyses, PC9 cells (3 × 10^6^/mouse) were subcutaneously injected in the flanks of 13 CD1‐nu/nu mice. When tumors reached 500 mm^3^, mice were treated daily with erlotinib (50 mg/kg). Once tumors that initially responded to erlotinib monotherapy started relapsing and reached 800 mm^3^, we switched to a combination of 2XmAbs plus erlotinib (50 mg/kg). The respective tumor volumes are presented in Fig EV5A. Control mice (*N* = 5) were sacrificed when tumor volumes reached approximately 500 mm^3^ (orange star in A). Mice responding to erlotinib (*N* = 3) were sacrificed after one week of treatment (green star in A). Mice resistant to erlotinib (*N* = 3) were sacrificed when tumor volumes reached 800 mm^3^ (blue star in A), whereas mice responding to erlotinib + 2XmAbs (*N* = 2) were sacrificed after one week of treatment (purple star in A). RNA was extracted from all 13 tumors and utilized for RNA‐seq analysis. Differentially expressed (DE) genes in the erlotinib (Er) + 2XmAbs arm compared with the Control group are presented in the heat map.Protein extracts were prepared from all tumors and analyzed using immunoblotting, as indicated. Signals were quantified and normalized to the signals of GAPDH (numbers shown below each lane).Summary model: ERK and AKT phosphorylate the transcription factor FOXO3a, thereby dampen its ability to downregulate FOXM1. The combination of erlotinib, cetuximab, and trastuzumab overcomes TKI resistance by inhibiting ERK, AKT, and FOXM1 transcription. This downregulates several FOXM1 target genes, such as cyclinB1, AURKA, CENPA, BIRC5, PRC1, and KIF4A. All these genes play an essential role in the late steps of the cell cycle, primarily mitosis and cytokinesis, and their downregulation results in inhibition of cell proliferation. The lower panel refers to the tumor samples analyzed in B and shows the calculated fold changes of a gene module repressed after treatment with erlotinib + 2XmAbs. Source data are available online for this figure.

**Figure EV5:**
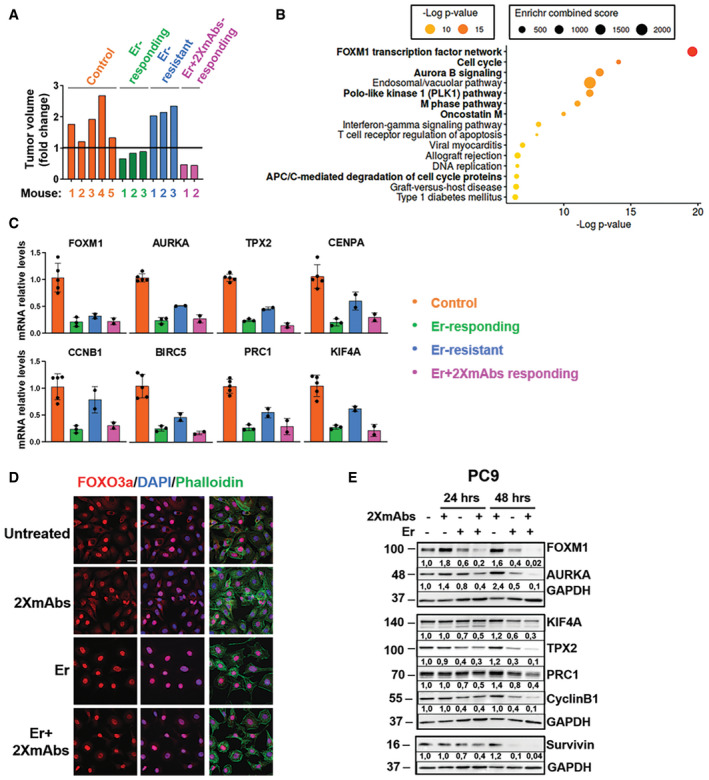
Combining two antibodies and erlotinib overcomes resistance to the TKI by modulating the FOXM1 transcription factor network PC9 xenografts were established and treated as described in Fig 7B.
Tumor volumes are presented as fold change relative to the size of each original tumor (untreated; day 0). The horizontal line indicates no change in tumor volume (fold change) between day 0 and the day the mice were sacrificed.RNA was extracted from the tumors shown in (A) and subjected to RNA‐seq analysis. Differentially expressed (DE) genes in the erlotinib (Er) + 2XmAbs compared with the control group are presented in the BioPlanet pathway enrichment analysis (over‐representation). The x‐axis shows the negative logarithm (‐Log *P*‐value) of the enrichment adjusted *P*‐value. Pathways relevant to the cell cycle are shown in bold.RNA extracted from the tumors shown in (A) was analyzed using qPCR and primers specific to the indicated transcripts. Averages ± SD of 2–5 mice are shown. GAPDH was used for normalization.PC9 cells were seeded on coverslips and treated for 24 h with 2XmAbs (cetuximab + trastuzumab, 10 µg/ml), erlotinib (20 nM), or a combination of all three drugs. Cells were fixed in paraformaldehyde (4%) and incubated with a FOXO3a primary antibody, followed by an Alexa Fluor 555‐conjugated secondary antibody (red). DAPI (blue) was used to stain nuclei. FITC‐conjugated phalloidin was used to stain actin filaments (green). Images were captured using a confocal microscope (40× magnification). Scale bar, 20 µm.PC9 cells were treated for 24 or 48 h as described in (D). Protein extracts were immunoblotted with the indicated antibodies. GAPDH was used to control the amount of loaded protein. Signals (relative to Control) were quantified and normalized to the signals of GAPDH (numbers shown below each lane). Source data are available online for this figure.

*FOXM1* is an oncogene involved in cancer progression (Borhani & Gartel, 2020), and its transcriptional targets directly control the cell cycle (Laoukili *et al,* 2007). FOXM1 is negatively regulated by FOXO3a and competes for the same target genes (Lam *et al,* 2013). In turn, FOXO3a is negatively regulated, via phosphorylation, by both AKT and ERK (Borhani & Gartel, 2020). This causes nuclear exclusion of FOXO3a and consequent up‐regulation of FOXM1. Consistently, immunofluorescence analysis of PC9 cells treated with either erlotinib or erlotinib + 2XmAbs detected nearly exclusive nuclear localization of FOXO3a (Fig EV5D). Parallel immunoblotting confirmed downregulation of FOXM1, along with several target proteins, especially in cells treated with erlotinib + 2XmAbs (Fig EV5E). 

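For the 7 genes plotted in Fig 7D, log2 differences from the Control tumors (n = 5) were taken from the rlog values. FOXM1 itself lies on chromosome 12 from 2857681 to 2877155, on the minus strand. Its difference was −1.04 (standard error 0.15, adjusted p = 9.2e-05 from limma) in Er-responding tumors (n = 3), −0.60 (standard error 0.15, adjusted p = 0.013) in Er-resistant tumors (n = 3) and −1.34 (standard error 0.17, adjusted p = 9.3e-06) under erlotinib + 2XmAbs (n = 2). Its values spread more among the 3 Er-responding tumors (SD 0.45) than in any other group. AURKA lies on chromosome 20 from 56369389 to 56392337, CCNB1 on chromosome 5 from 69167010 to 69178245 and CENPA on chromosome 2 from 26764289 to 26801067. PRC1 lies on chromosome 15 from 90966038 to 90995629 and KIF4A on chromosome X from 70290090 to 70420832. Under erlotinib + 2XmAbs, BIRC5 had a log2 difference of −1.63 from the Control tumors and CCNB1 one of −1.60. PRC1 had a log2 difference of −1.54, AURKA of −1.51, KIF4A of −1.36 and CENPA of −1.08, with standard errors of 0.13 to 0.18. In Er-responding tumors the 7 differences lay between −1.07 for PRC1 and −0.88 for KIF4A. All 7 had an adjusted p-value under 0.05 in both comparisons. In Er-resistant tumors they lay between −0.63 for PRC1 and −0.34 for CENPA, and 5 of 7 passed, CENPA (adjusted p = 0.12) and CCNB1 (adjusted p = 0.17) being the exceptions. The call for KIF4A in Er-resistant tumors was lost under 4 of the alternatives and that for FOXM1 under 2, with adjusted p-values of up to 0.16 and 0.079.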

A summary model is presented in Fig 7D, along with the calculated fold changes of relevant transcripts (lower panel). According to the model, active EGFRs stimulate both ERK and AKT; hence, FOXO3a is inactivated and FOXM1 and several targets involved in cell cycle regulation are up‐regulated. Once EGFR is inhibited, FOXO3a translocates to the nucleus and blocks FOXM1. 

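The mean rlog value of the 7 genes of Fig 7D was computed for each tumor. It was 6.40 ± 0.11 (SD, n = 5) in Control tumors, 5.40 ± 0.14 (SD, n = 3) in Er-responding tumors and 5.88 ± 0.02 (SD, n = 3) in Er-resistant tumors. The Er-responding tumors lay 0.99 below the Control tumors (log2 difference −0.99, two-sided exact permutation test, p = 0.0357), and the Er-resistant tumors had a difference of −0.51 from them (p = 0.0357 in the same exact test). All 3 Er-resistant tumors lay above all 3 Er-responding tumors, by a mean of 0.48 (exact permutation test, p = 0.1, the smallest these tumors allow). With each tumor left out in turn this rise lay between 0.42 and 0.56. Each of the 7 genes rose, with a median of 0.45. Camera gave the module an adjusted p of 7.0e-07 in this comparison, fry 0.0020 and camera with an estimated correlation 0.043. Taken singly, 1 of the 7 genes, CENPA, passed an adjusted p-value of 0.05 over all genes, and 7 of 7 did so when adjusted over the list alone, which the study chose on these tumors. The CENPA call was lost under 1 alternative, with an adjusted p-value of up to 0.060. The wider G2/M list rose from the responding to the resistant tumors by a median of 0.29, with 40 of 52 genes higher (adjusted p = 7.6e-11 with camera, 0.0029 with fry). The S-phase list did not rise, with a median of −0.06 and 13 of 39 genes higher (adjusted p = 0.20 with camera), and it had a median of 0.01 without the second Er-resistant tumor. In the paper's model these transcripts follow FOXM1, which nuclear FOXO3a blocks once EGFR no longer signals through ERK and AKT.

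**Figure D2:**
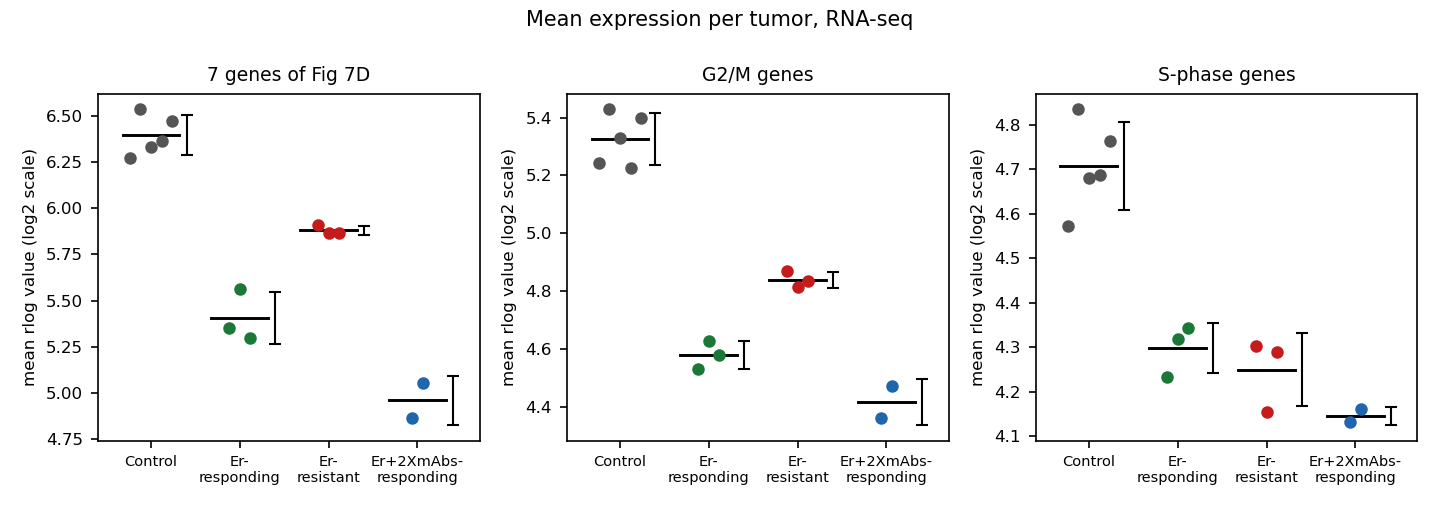
Mean rlog value (log2 scale, vertical axis) of the 7 genes of Fig 7D, of the G2/M genes and of the S-phase genes in each tumor, by group. Each point is 1 tumor, the horizontal line is the mean of the group and the bar beside it is ± 1 SD; the axes do not start at 0. The means of the 7 genes are 6.40 in Control, 5.40 in Er-responding, 5.88 in Er-resistant and 4.96 in Er+2XmAbs-responding tumors, and the S-phase means are 4.30 in Er-responding and 4.25 in Er-resistant tumors.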

As a consequence, a module of co‐regulated genes undergoes concerted up‐regulation in relapsing tumors and coordinated downregulation in tumors responding to treatment. The module simultaneously regulates mitosis entry, the spindle checkpoint and, through genes like PRC1 and KIF4A, assembly of the spindle midzone (Subramanian *et al,* 2013). 

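In the 2 tumors responding to erlotinib + 2XmAbs the mean of the 7 module genes was 4.87 and 5.05, below every tumor of the other groups. Against the Control tumors the log2 difference of the means was −1.44 (exact permutation test, p = 0.0952). It was −0.45 from the Er-responding tumors and −0.92 from the Er-resistant tumors (exact permutation test, p = 0.2 for each, the smallest that 3 tumors against 2 allow). Against the Er-responding tumors all 7 genes were lower, and AURKA, BIRC5, CCNB1 and PRC1 passed an adjusted p-value of 0.05 over all genes. The log2 difference of BIRC5 was −0.58 (standard error 0.15, adjusted p = 0.015 from limma) and that of CCNB1 −0.66 (standard error 0.19, adjusted p = 0.030). CENPA differed by only −0.06 (standard error 0.16, adjusted p = 0.87), and by 0.02 without the first Er-responding tumor. KIF4A (−0.48, adjusted p = 0.069) and FOXM1 (−0.29, adjusted p = 0.34) did not pass either. The difference of FOXM1 ranged from −0.49 to −0.05 over the alternatives. Each of the 4 calls was lost under at least 1 alternative, PRC1 under 7 of them. As a set, the module passed with camera (adjusted p = 3.8e-04) and fry (0.0024), but not with camera's estimated correlation (0.074). The G2/M list as a whole had a median difference of −0.12 from the Er-responding tumors, with 41 of 52 genes lower, which passed with camera (adjusted p = 0.0011) and fry (0.044) and not with the estimated correlation (0.24). Against the Er-resistant tumors, from which this group was taken further, all 7 genes were lower and 6 of 7 passed over all genes. The calls for CENPA, KIF4A and PRC1 in that comparison were lost under 4, 1 and 1 of the alternatives. Their adjusted p-values reached 0.10, 0.10 and 0.050. The module also passed there as a set with camera (adjusted p = 1.5e-17), with fry (1.9e-05) and with the estimated correlation (0.0012). Tumors given 2XmAbs without erlotinib are not among the 13 tumors.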

Because TKI + 2XmAbs more potently than either monotherapy represses this gene module, we raise the possibility that the cooperative effect of the drug combination (TKI + 2XmAbs) might be due to inhibition of cell cycle completion.

In summary, this study simulated in animals the situation of TKI‐naïve NSCLC patients, who are subjected to first‐line drug administration. The results of the simulations not only indicated superiority of all TKI + 2XmAbs combinations over the respective monotherapies, but also uncovered some features of the molecular mechanisms underlying the cooperative potency of admixing TKIs and antibodies: While antibody monotherapies only weakly inhibited cell proliferation, they critically enhanced the ability of TKIs to suppress transcriptional programs essential for cytokinesis and spindle assembly. Interestingly, this effect is complemented by the ability of TKI + 2XmAbs to downregulate several survival receptors. Hence, translation of the new lessons to clinical application might replace the widely used sequential treatments with next‐generation inhibitors.

## Discussion

Although five clinically approved TKIs are currently available for treatment of patients with EGFR^+^ NSCLC, almost all patients will eventually succumb to their disease. This is because the current clinical practice offers no solution beyond emergence of resistance to third‐generation TKIs (Takeda & Nakagawa, 2019). For example, treatment with osimertinib provides significantly greater efficacy than chemotherapy in patients with T790M‐positive tumors (Mok *et al,* 2017), but emergence of resistance is nearly inevitable and no solution is available also for the similarly large fraction of TKI‐resistant patients whose tumors are T790WT. Potentially, immune checkpoint inhibitors might provide a solution. However, EGFR mutant tumors generally display low responses to immune checkpoint inhibitors (Hastings *et al,* 2019). Herein, we investigated in animal models an alternative treatment strategy. Previously, we treated NSCLC models expressing T790M‐EGFR with anti‐EGFR antibodies and observed up‐regulation of HER2 (Mancini *et al,* 2015). Hence, we applied a combination with an anti‐HER2 antibody. When tested on cell line xenografts of TKI‐resistant models (T790M), we observed cooperative effects of the osimertinib + 2XmAbs combination (Romaniello *et al,* 2018). This prompted the current tests, which simulated *in vivo* treatments of TKI‐naïve, T790WT NSCLC patients who undergo first‐line drug administration.

Alongside regular xenografts and *in vitro* models, our study employed two patient‐derived xenograft models of the most frequent EGFR mutations. To pre‐clinically explore the full potential of combining antibodies and TKIs in the 1st‐line treatment setting, we applied three TKIs currently approved for upfront treatments, namely erlotinib, afatinib, and osimertinib. Head‐to‐head animal comparative studies, which tested the three TKI + 2XmAbs combinations, concluded that all three scenarios are markedly more effective than the respective monotherapies, and they can persistently prevent relapses, not only of cell line xenografts but also patient‐derived models. These observations, if confirmed and implemented in clinical practice of TKI‐naïve patients, might preempt whack‐a‐mole sequential strategies, such as sequential afatinib and osimertinib (Hochmair *et al,* 2018). Notably, although all TKIs we tested as components of the upfront combination treatment have shown efficacy, imatinib, which ineffectively inhibits EGFR, could not complement the action of the antibodies. In addition to TKI specificity to EGFR, high dose of the inhibitor and prolonged treatments with the triplet appear essential for high efficacy.

Mechanisms underlying cooperative mAb‐TKI interactions are of considerable importance. Pharmacological cooperation in terms of delaying onset of drug resistance might reflect the remarkably different mechanisms that confer resistance to the two classes of drugs: while both evoke compensatory bypass routes, genome‐based alterations versus immunological processes are the major drivers of resistance to TKIs and mAbs, respectively (Garraway & Janne, 2012; Mancini & Yarden, 2016; Marrocco *et al,* 2019). Only very few studies examined combinations of TKIs and mAbs. For example, a dual‐specificity TKI, lapatinib, showed synergistic inhibitory effects when combined with trastuzumab and applied on HER2‐overexspressing breast cancer cell lines (Xia *et al,* 2002). In addition to combinations of erlotinib or afatinib and cetuximab, which were tested in clinical trials (Janjigian *et al,* 2011; Janjigian *et al,* 2014), a fourth‐generation EGFR inhibitor showed synergy when combined with cetuximab in mouse models (Jia *et al,* 2016).

While attempting to resolve the mechanism of action of the drug triplet, we inferred two potential mechanisms of cooperation:

(i) The combination of two mAbs and a first‐line TKI depletes an oncogenic transcription factor, FOXM1, and several of its target genes (e.g., AURKA, BIRC5, CENPA, cyclinB1, PRC1, and KIF4A), thus suppressing key regulators of two critical steps of the cell cycle, mitosis, and cytokinesis. Interestingly, both AURKA (Shah *et al,* 2018) and FOXM1 (Wang *et al,* 2016) have previously been implicated in resistance to EGFR TKIs. Moreover, FOXM1 can bind directly to the promoter of MET, which establishes, together with AKT, a positive feedback loop relevant not only to NSCLC (Wang *et al,* 2016) but also to carcinomas of tongue (Yang *et al,* 2018) and pancreas (Cui *et al,* 2016).

(ii) TKI + 2XmAbs can downregulate several RTKs previously implicated in resistance to EGFR inhibitors. The list includes, in addition to EGFR and HER2, the hepatocyte growth factor receptor, MET, a major driver of drug resistance (Engelman *et al,* 2007), AXL (Zhang *et al,* 2012), and the receptor for IGF1, which associates with resistance to osimertinib (Hayakawa *et al,* 2019). While mechanisms permitting co‐endocytosis of several RTKs remain unknown, we assume that antibody bivalence, receptor heterodimerization, and components of the non‐clathrin dependent endocytosis route mediate concurrent internalization and degradation (Mosesson *et al,* 2008).

In conclusion, although several EGFR TKIs are available in clinical practice, no viable treatment options are available post‐emergence of resistance to third‐generation TKIs like osimertinib. The results of our study offer a potentially durable treatment alternative. This would entail re‐purposing of clinically approved drugs like cetuximab and trastuzumab. If applied upfront on TKI‐naïve patients, the TKI + 2XmAbs triplet is expected to inhibit all mutant forms of EGFR. Further, the high efficacy of the three triplets we tested in animals implies that TKIs of all three generations might be suitable. However, continuous treatment would be needed, or tumors will relapse. Thus, the strong TKI‐mAb cooperation we observed in animal models seems to warrant clinical tests for the ability to replace the current mainstay of sequential treatments making use of next‐generation TKIs.

## Materials and Methods

### Cell cultures and reagents

Human NSCLC cells were obtained from ATCC (PC9) and from NIH/NCI (H3255, Bethesda, MD; (Fujishita *et al,* 2003)), and maintained in RPMI1640 containing 10% FBS and antibiotics. All cell lines were tested for mycoplasma. Erlotinib was from LC Laboratories, afatinib and imatinib from MedChem Express, and osimertinib was a gift from AstraZeneca. All TKIs were dissolved in DMSO at a stock concentration of 10 mM. Cetuximab and trastuzumab were obtained from Merck and Roche, respectively. The antibodies used for immunoblotting were purchased from Cell Signaling (dilution 1:1000): anti‐EGFR (#4267S), pEGFR Y1068 (#2234S), HER2 (#4290S), pHER2 Y1221/1222 (#2249S), HER3 (#12708S), pHER3 (Y1289; #4791S), IGF1Rβ (#9750S), VEGFR2 (#2479S), AXL (#8661S), MET (#8198S), ERK1/2 (#4695S), pERK1/2 (#9101S), AKT1 (#2938S), pAKT (S473; #4060S), caspase3 (#9622S), cleaved caspase3 (#9661S), BIM (#2933S), Survivin (#2803S), γH2AX (#2577S), AURKA (#4718S), FOXM1 (#5436S), pFOXM1 T600 (#14655S), TPX2 (#12245S), and Cyclin B1 (#12231S). An anti‐GAPDH (#MAB374) antibody was obtained from Millipore (dilution 1:15000), and the anti‐α‐tubulin (#PA5‐58711) was obtained from Thermo Scientific (dilution 1:1000). PRC1 (#OAAN02101) and KIF4A (#OAGA05174) antibodies were obtained from Aviva Systems Biology. The FOXO3A (#2497S) antibody used for immunofluorescence was purchased from Cell Signaling (dilution 1:200). The fluorescent antibodies used for FACS were obtained from BioLegend (5 µl per million cells in 100 µl staining volume): anti‐EGFR‐Alexa Fluor 488 (#352908), HER2‐APC (#324408), and HER3‐PE (#324706).

### Cell cycle analysis

Cells were seeded in 10‐cm dishes and later treated for 48 h with the indicated drugs in media containing 1% serum. Cell cycle analyses were performed using the Maxpar® Cell Cycle Panel Kit (Fluidigm). Briefly, following incubation with drugs, cells were exposed to IdU for 2 h and then incubated with metal‐conjugated specific primary antibodies included in the Maxpar Cell Cycle Panel Kit. Samples were assayed using the CyTOF‐2 mass cytometer.

### Determination of receptor abundance on the cell surface

Cells were seeded in 6‐well plates (1.0 × 10^6^ per well). On the next day, media were replaced with media containing 1% serum and the cells were treated with drugs for additional 24 h. Thereafter, cells were washed in acidic buffer (glycine‐HCl 100 mM, pH 3.0) and incubated with fluorescent antibodies. Surface signals were analyzed using the BD FACS Aria Fusion instrument.

### Immunofluorescence analysis

Cells were grown on coverslips in 12‐well plates. Following 24‐h long treatments, cells were washed in acidic buffer (glycine‐HCl 100 mM, pH 3.0), followed by washes with saline, and fixation for 15 min at room temperature in paraformaldehyde (4%). Next, cells were washed and permeabilized for 10 min in saline containing Triton X‐100 (0.2%). Blocking was carried out for 60 min using bovine serum albumin (1%), followed by an overnight incubation at 4°C with a primary antibody. Thereafter, cells were washed, stained for 60 min in dark with an Alexa Fluor 555‐ or Alexa Fluor 488‐conjugated secondary antibody, and with DAPI. Images were captured using a Zeiss Spinning disk confocal microscope and processed using the Zeiss ZEN 3.1 software. To analyze tumor specimens, formalin‐fixed paraffin‐embedded specimens underwent deparaffinization in xylene and rehydration in graded ethanol, followed by antigen retrieval using a citric acid solution (pH 9.0; 10 min in a microwave). The slides were washed thrice with saline, blocked in buffer containing 20% normal horse serum, and treated with an avidin/biotin blocking solution (15 min). Thereafter, sections were incubated overnight at room temperature with the corresponding primary antibodies. The slides were washed and incubated with a biotinylated secondary antibody, for 90 min at room temperature, followed by Cy3‐conjugated streptavidin. After three washes, sections were incubated with DAPI to stain nuclei. Each slide was treated with mounting medium and examined on the next day using a fluorescence microscope. Positive cells were counted using Fiji.

### RNA isolation, real‐time PCR, and RNA‐seq analyses

Total RNA was extracted using the miRNeasy Mini Kit (QIAGEN). Complementary cDNA was synthetized using the qScript cDNA Synthesis Kit (Quantabio). Real‐time quantitative PCR (qPCR) analyses were performed using SYBR green (Applied Biosystem), along with specific primers (see complete list of primers in Appendix Table S1) designed using PrimerBank on the StepOne Plus Real‐Time PCR system (Applied Biosystems). qPCR signals (Ct) were normalized to GAPDH. Libraries for RNA‐Seq were prepared following the bulk MARS‐Seq protocol (Jaitin *et al,* 2014) and sequenced using the NextSeq500 system. Quality checks, pre‐processing, alignment, and differential expression analysis were performed using the "User‐friendly Transcriptome Analysis Pipeline" (UTAP) (Kohen *et al,* 2019). Differential expression analysis was performed using DESeq2 (Love *et al,* 2014). Genes were considered to be differentially expressed if their *P*‐value was smaller or equal to 5e‐06 and Log Fold Change threshold ± 1. The tool "Enrichr" (Chen *et al,* 2013; Kuleshov *et al,* 2016) was used to perform pathway enrichment analysis. A graph with all 15 most significantly enriched pathways from the "NCATS BioPlanet" integrative platform (Huang *et al,* 2019) was prepared. All plots and graphs related to RNA‐Seq data analysis were prepared using R version 3.6.2.

### Cell viability assays

Cell viability was assessed by using MTT (3‐(4,5‐dimethylthiazol‐2‐yl)‐2,5‐diphenyltetrazolium bromide). PC9 cells (5 × 10^3^/well) or H3255 cells (3 × 10^4^/well) were seeded in 96‐well plates. On the next day, cells were treated for 72 h with the indicated drugs. Afterward, cells were incubated for 3 h at 37°C with the MTT solution (0.5 mg/ml). The formazan crystals formed by metabolically active cells were dissolved in DMSO and the absorbance was read at 570 nm.

### Immunoblotting analyses

Protein extracts were prepared either from cell lines or from tumors extracted from mice. Tumors collected from mice were smashed using the gentleMACS™ Dissociator in RIPA buffer (50 mM Tris pH 7.5, 150 mM NaCl, 1% NP40, 0.5% sodium deoxycholate, 1 mM EDTA, 1 mM Na_3_VO_4_, and a protease inhibitor cocktail). Cells were washed in PBS and then extracted in RIPA buffer. Proteins were separated using gel electrophoresis and transferred to nitrocellulose membranes. After blocking, membranes were incubated overnight with the indicated primary antibodies, followed by incubation with horseradish peroxidase‐conjugated secondary antibodies (1 h), and treatment with Clarity™ Western ECL Blotting Substrates (Bio‐Rad). ECL signals were detected using the ChemiDoc™ Imaging System (Bio‐Rad) and images were acquired using the ImageLab Software.

### Apoptosis assays

Cells were seeded in 10‐cm dishes. On the next day, complete media were replaced with media containing fetal bovine serum (1%) and cells were treated for 48 h with the indicated drugs. Apoptosis was assessed using flow cytometry and the FITC Annexin V Apoptosis Detection Kit with 7‐AAD (from BioLegend). The analysis was performed on the BD LSR II cytometer (BD Biosciences).

### Animal experiments

CD1 nude and NSG mice were purchased from Envigo and The Jackson Laboratory, respectively. All animal studies were approved by our institutional board, and they were performed in accordance with the guidelines of the Institutional Animal Care and Use Committee (IACUC). Mice were housed and handled in a pathogen‐free, temperature‐controlled (22°C ± 1°C) mouse facility on a reverse 12/12 h light/dark cycle, with lights switched on at 10 p.m. Animals were fed a regular chow diet (2018 Teklad Global 18% Protein Rodent Diet). Animals were given ad libitum access to food and water. PC9 cells (3 × 10^6^ per mouse) were subcutaneously injected in the right flanks of 6‐week‐old female CD1 nude mice. Once tumors reached a volume of approximately 500 mm^3^, mice were randomized into different groups and treated as indicated. TKIs were daily administered using oral gavage. Antibodies were administered twice a week using intraperitoneal injection at a final dose of 200 μg/mouse/injection. The TM00193 (exon 19del) and TM00199 (L858R) PDX models were purchased from The Jackson Laboratory and implanted in 6‐week‐old female and male NSG mice. Following euthanasia, tumors were removed from donor mice and cut into small fragments. A small pouch was made in the lower back of the mouse, and one fragment was later inserted into the pouch. The wound was closed using a surgical clip. Clips were removed 4–5 days after surgery. Mice were labeled with RF identification chip (from Troven). Tumors were measured twice a week with a caliper, and body weight was measured once a week. Tumor volume was calculated by using the formula 3.14 × shortest diameter × (longest diameter)^2^ × 1/6. Mice were euthanized when tumors reached 1,500 mm^3^ (PC9 xenografts) or 1,000 mm^3^ (PDX models).

### Statistical analysis

Microsoft Excel, GraphPad Prism (version 8.0.2), and R (version 3.6.2) software packages were used to analyze the data. Sample numbers and other information (mean ± SEM or SD, number of replicates and specific statistical tests) are indicated in the main text or figure legends, as well as Appendix Table S2.

## Author contributions

Experiment design and manuscript writing: IM and YY; Experiments: IM, DR, IV, DD‐G, RO, MLU, NBN, SG, RE, TMS, and ML. Manuscript review: DR.

## Conflict of interest

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Source Data for Expanded View and Appendix Click here for additional data file.

Review Process File Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 7 Click here for additional data file.

## Data Availability

The RNA‐seq datasets generated in this study are available at Gene Expression Omnibus (GEO) under the accession number GSE161584 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE161584).

# Supplementary material for: Upfront admixing antibodies and EGFR inhibitors preempts sequential treatments in lung cancer models
**Source:** EMBO Mol Med. 2021 Mar 4;13(4):e13144. doi: 10.15252/emmm.202013144
**Supplement:** Supplementary file 1 — Appendix

## APPENDIX

### *Upfront admixing antibodies and EGFR inhibitors preempts sequential treatments in lung cancer models*

Ilaria Marrocco, Donatella Romaniello, Itay Vaknin, Diana Drago-Garcia, Roni Oren, Mary Luz Uribe, Nishanth Belugali Nataraj, Soma Ghosh, Raya Eilam, Tomer Meir Salame, Moshit Lindzen and Yosef Yarden

#### Table of contents:

- **Appendix Figure S1.** Combinations of antibodies and TKIs increase apoptosis of PC9 and H3255 NSCLC cells.
- **Appendix Figure S2.** Combinations of EGFR-specific TKIs and two monoclonal antibodies (cetuximab and trastuzumab) induce cell cycle arrest and strongly inhibit proliferation of PC9 cells.
- **Appendix Figure S3.** Adding two monoclonal antibodies (cetuximab and trastuzumab) to an EGFR-specific TKI either cures or significantly delays relapses of an EGFR-mutated xenograft model of NSCLC.
- **Appendix Figures S4.** Combinations of antibodies and TKIs increase apoptosis and decrease the levels of the proliferation marker Ki67 in vivo.
- **Appendix Figure S5.** Sequential treatments with a TKI, which is followed, after relapse, by two monoclonal antibodies, variably affect tumor growth in an animal model.
- **Appendix Figure S6.** By downregulating EGFR, HER2 and additional RTKs, a combination of two antibodies and erlotinib overcomes drug resistance in an animal model.
- **Appendix Figure S7.** Combining monoclonal antibodies (cetuximab and trastuzumab) with EGFR-TKIs induces no evident effects on body weight of treated animals.
- **Appendix Table S1:** List of primers used for RT-PCR.
- **Appendix Table S2:** Statistical parameters corresponding to individual figures.

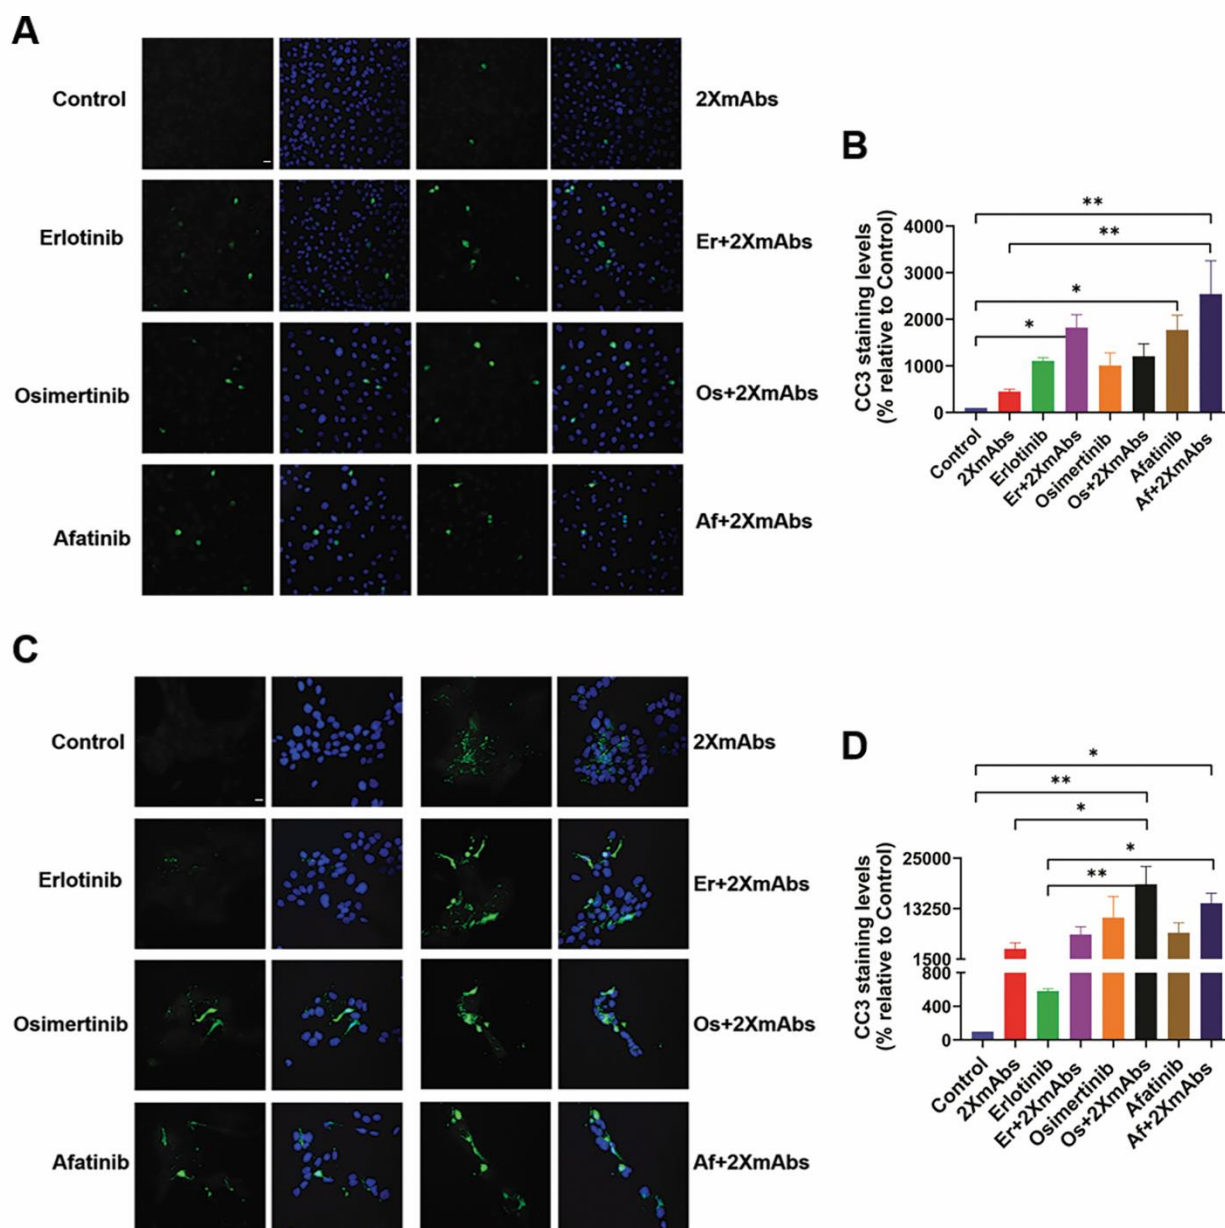

**Appendix Figure S1. Combinations of antibodies and TKIs increase apoptosis of PC9 and H3255 NSCLC cells.** PC9 (A, B) or H3255 (C, D) cells were seeded on coverslips and treated for 48 hours with different EGFR-specific TKIs (erlotinib, 40 nM; osimertinib, 40 nM, or afatinib, 10 nM), either alone or in combination with 2XmAbs (cetuximab and trastuzumab, 5 µg/ml, each). Cells were fixed in paraformaldehyde (4%) and incubated with an anti-cleaved caspase 3 antibody (CC3), followed by an Alexa Fluor 488-conjugated secondary antibody. DAPI (blue) was used to stain nuclei. Images were captured using confocal microscopy (20X magnification) (A and C). Bar, 20 µm. CC3 staining was quantified using Fiji and normalized to the nuclei, and results are

presented as means + SEM of three experiments. (**B** and **D**) Significance was assessed using one-way ANOVA followed by Tukey's multiple comparisons test. Note that non-significant comparisons are not shown. See a list of p-values in Appendix Table S2.

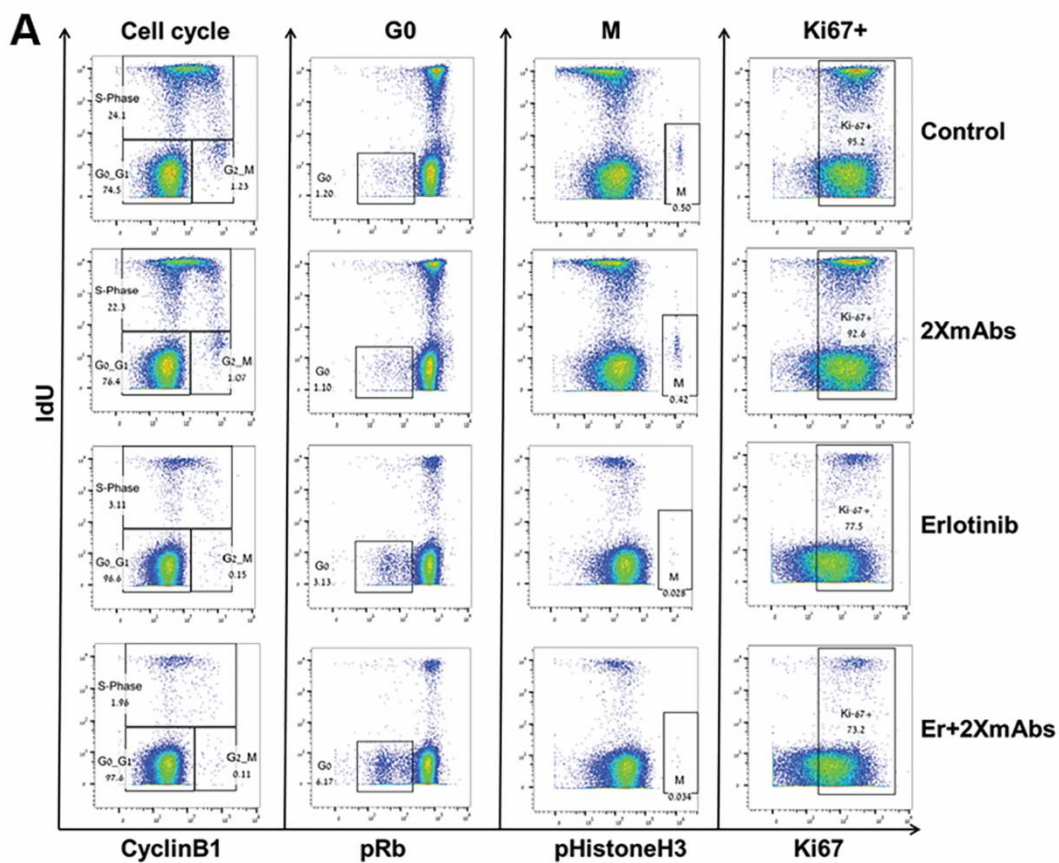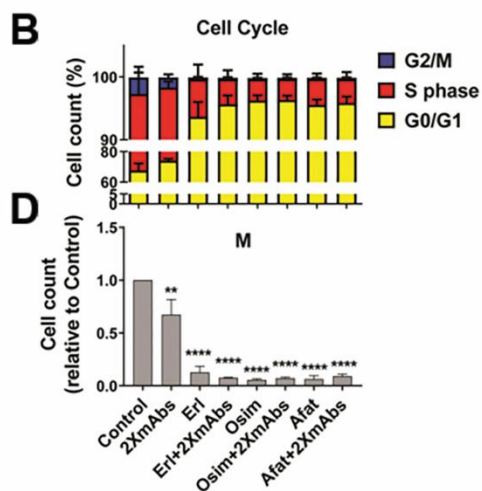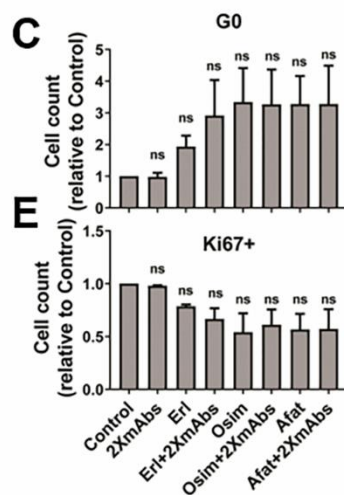

**Appendix Figure S2. Combinations of EGFR-specific TKIs and two monoclonal antibodies (cetuximab and trastuzumab) induce cell cycle arrest and strongly inhibit proliferation of PC9 cells.** (A) PC9 cells were seeded in 10-cm dishes and treated for 48 hours, in media containing 1% serum, with erlotinib (40 nM), osimertinib (40 nM) or afatinib (10 nM), either alone or in combination with 2XmAbs (cetuximab and trastuzumab, each at 5 µg/ml). Thereafter, the cells were exposed to IdU (5-Iodo-2'-deoxyuridine) for 2 hours, followed by incubation with metal-conjugated primary antibodies included in the Maxpar Cell Cycle Panel Kit (Fluidigm). Samples were analyzed using the CyTOF 2 mass cytometer (Fluidigm). The figure presents only the results we obtained with erlotinib and 2XmAbs. (B-E) The percentages of cells in G0/G1, S or G2/M phases of the cell cycle were estimated according to the levels of cyclinB1. Antibodies against pRB and phosphorylated histone H3 were used to assay the fractions of cells found in G0 and M phases, respectively. Signal quantification of the cells in each phase is presented. The fraction of cells found to be in the active proliferation state are presented as Ki67<sup>+</sup> cells. Data were analyzed using the FlowJo software and the results from three experiments are presented as mean + SEM. Significance was assessed using one-way ANOVA followed by Dunnett's multiple comparisons test. See a list of p-values in Appendix Table S2.

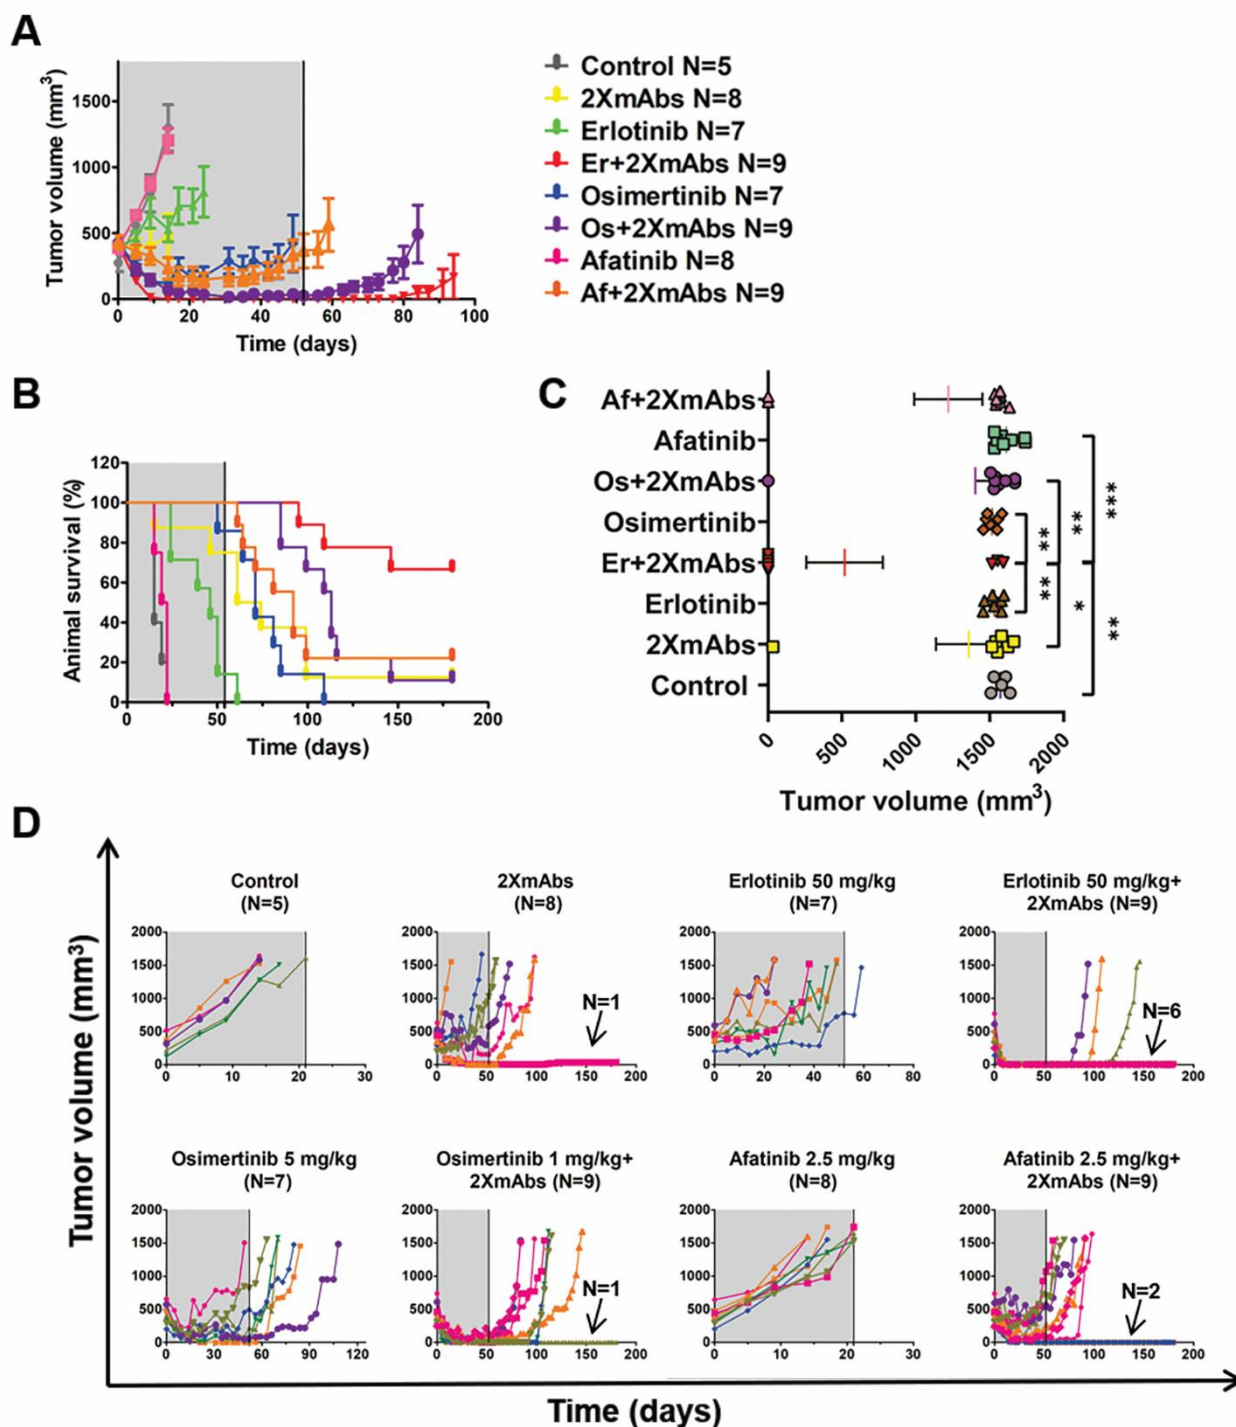

**Appendix Figure S3. Adding two monoclonal antibodies (cetuximab and trastuzumab) to an EGFR-specific TKI either cures or significantly delays relapses of an EGFR-mutated xenograft model of NSCLC.** (A and B) PC9 cells (exon 19 deletion) were subcutaneously implanted in the flanks of CD1-nu/nu mice ( $3 \times 10^6$ /mouse). Once tumors became palpable, mice were randomized to 8 groups of 5-9 animals and treated, once every three days, with 2XmAbs

(cetuximab and trastuzumab, each at 0.1 mg/mouse/injection), the following TKIs: erlotinib (50 mg/kg/day), afatinib (2.5 mg/kg) or osimertinib (5 mg/kg), or the respective combinations of TKIs and antibodies. Note that the dose of osimertinib in the combination group was reduced to 1 mg/kg/day. Treatments were stopped on day 54 (21 days for the afatinib group). Tumor volumes (panel A) were followed for 23 additional days, and animal survival (panel B) was followed for 126 additional days. Mice were euthanized when tumor size reached 1,500 mm<sup>3</sup>. Data are means  $\pm$  SEM from 5-9 mice per group. **(C)** Statistical analysis of tumor volumes corresponding to the last measurement for each mouse was performed using one-way ANOVA followed by Tukey's multiple comparison test. Note that only significant comparisons are shown. See a list of p-values in Appendix Table S2. **(D)** Tumor volumes of individual mice in each group are shown in different colors. The numbers (N) of tumor-free mice in each group are indicated.

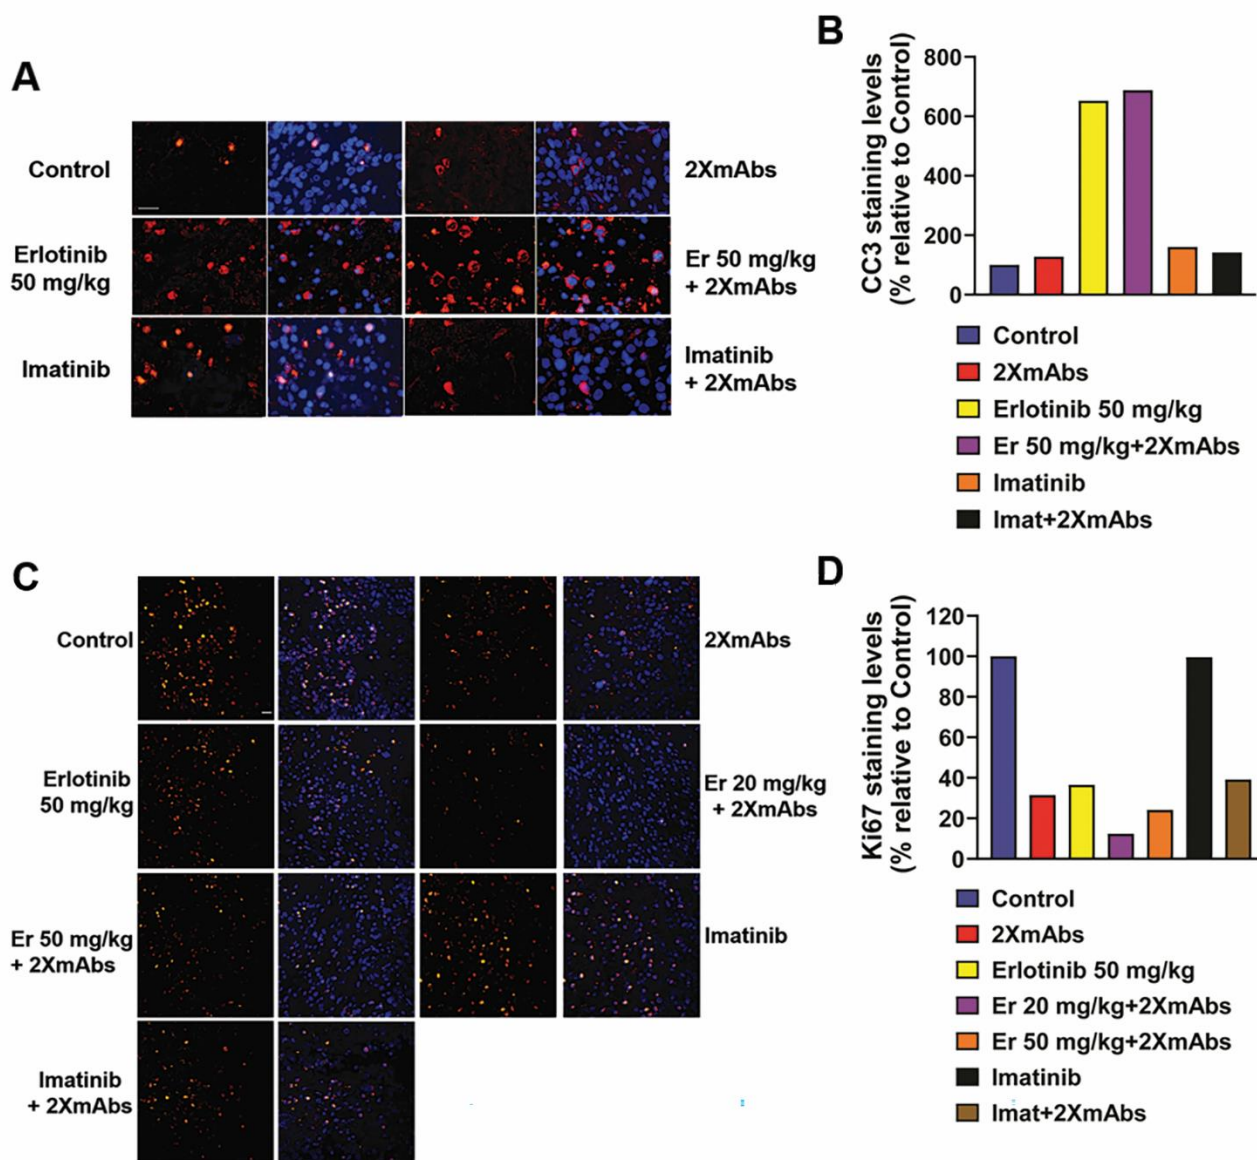

**Appendix Figures S4. Combinations of antibodies and TKIs increase apoptosis and decrease the levels of the proliferation marker Ki67 in vivo.** Mice were treated as in Figures 4 and EV4. Sections (4  $\mu$ m) were obtained from the following tumors shown in Figure 4 and EV4: Control - mouse 3, 2XmAbs - mouse 1, erlotinib - mouse 2, erlotinib 20+2XmAbs - mouse 2, erlotinib 50+2XmAbs - mouse 2 (all from Figure 4), and both imatinib - mouse 3 and imatinib+2XmAbs - mouse 1 (both from Figure EV4). Tumor sections were analyzed by means of immunofluorescence analysis, which utilized an anti-cleaved caspase 3 (CC3) antibody and a Cy3-secondary antibody (pseudo colored in red). Images were captured using a fluorescence microscope (24X magnification). Bar, 50  $\mu$ m (A). In (C), tumor sections were stained with an anti-Ki67 antibody

followed by a Cy3-secondary antibody. Images were captured using a fluorescence microscope (20X magnification). Bar, 20  $\mu\text{m}$ . DAPI was used to stain nuclei. CC3-positive or Ki67 positive cells were counted using the Fiji software, and the relative histograms are shown in (B) and (D), respectively.

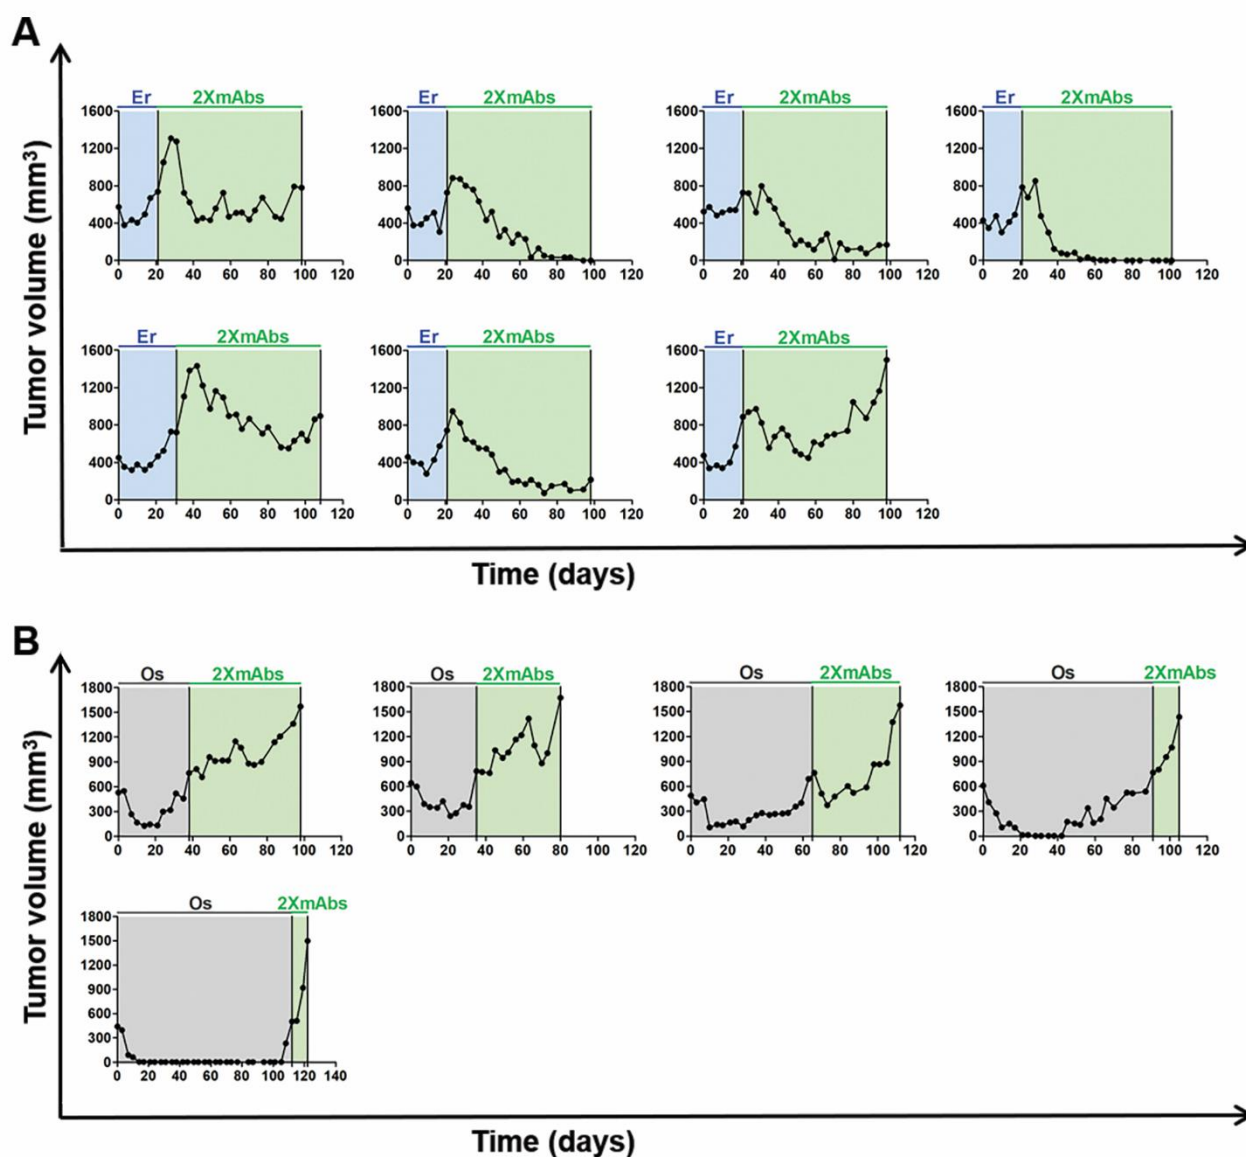

**Appendix Figure S5. Sequential treatments with a TKI, which is followed, after relapse, by two monoclonal antibodies, variably affect tumor growth in an animal model.** CD1-nu/nu mice bearing PC9 xenografts, were orally treated daily with erlotinib (50 mg/kg, blue area; panel A) or osimertinib (5 mg/kg, grey area; panel B). Once tumor relapsed under erlotinib or osimertinib

and reached 800 mm<sup>3</sup>, mice were treated twice a week with 2XmAbs (cetuximab and trastuzumab, each at 0.1 mg/mouse/injection; green area) in the absence of TKIs. Each panel corresponds to an individual animal.

## PC9 xenografts

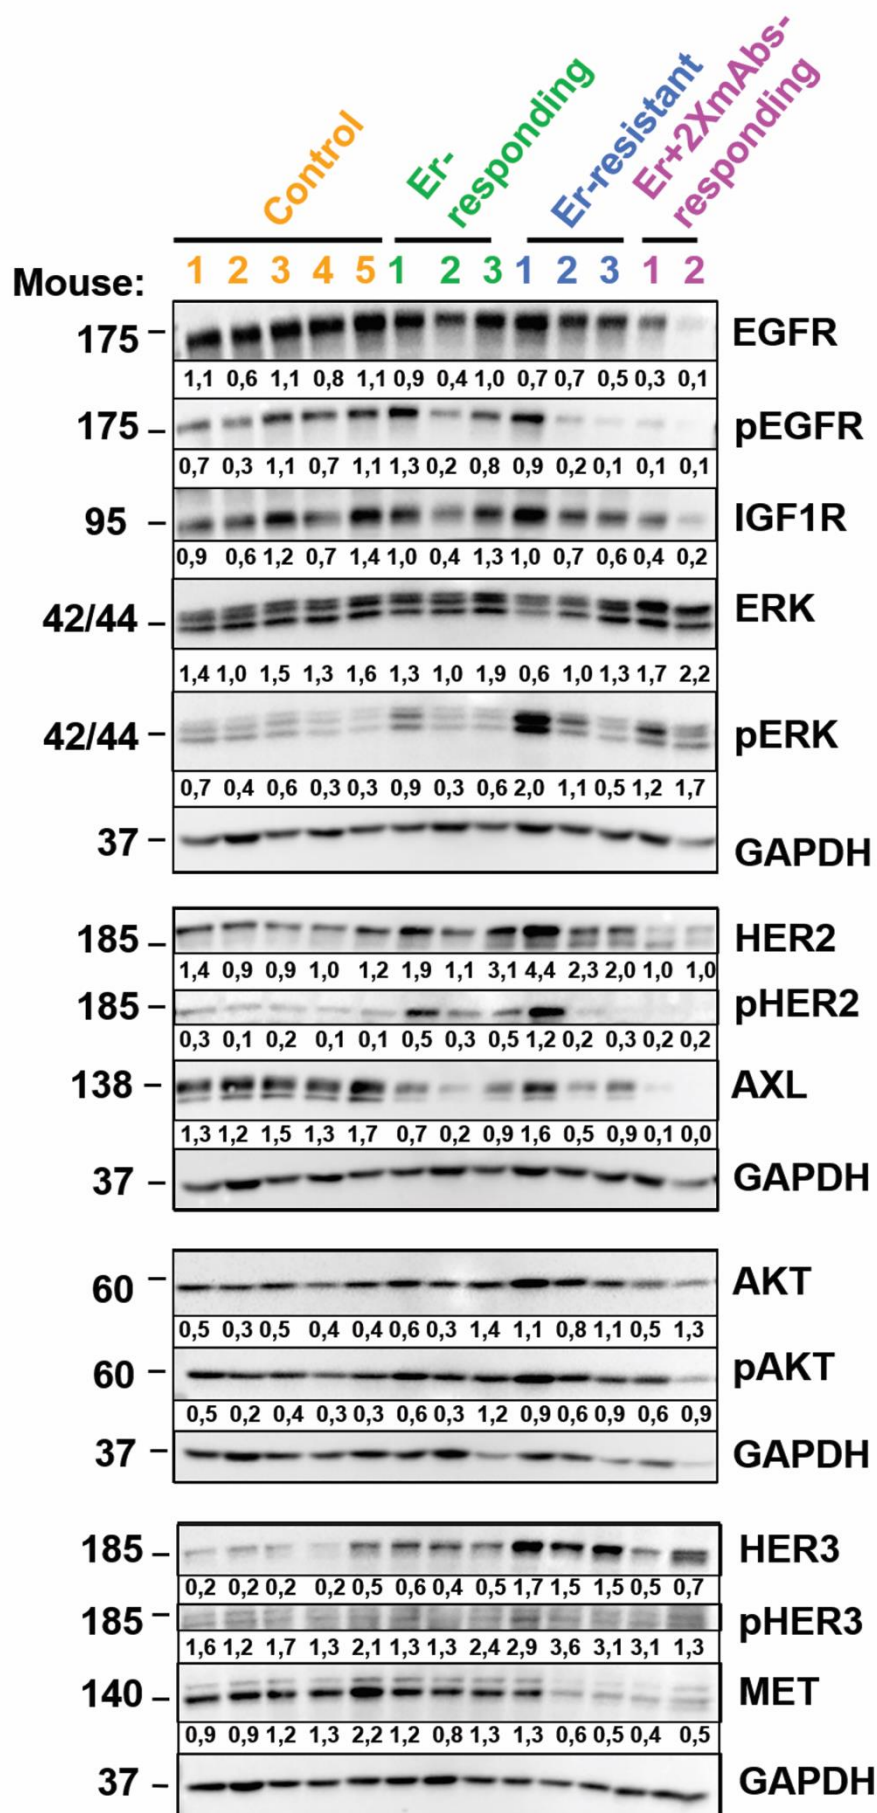

**Appendix Figure S6. By downregulating EGFR, HER2 and additional RTKs, a combination of two antibodies and erlotinib overcomes drug resistance in an animal model.** Protein extracts were prepared from the tumors presented in Figure 7. The extracts were analyzed using immunoblotting. Signals were quantified and normalized to the signals corresponding to GAPDH. Numerical signals are shown below each lane.

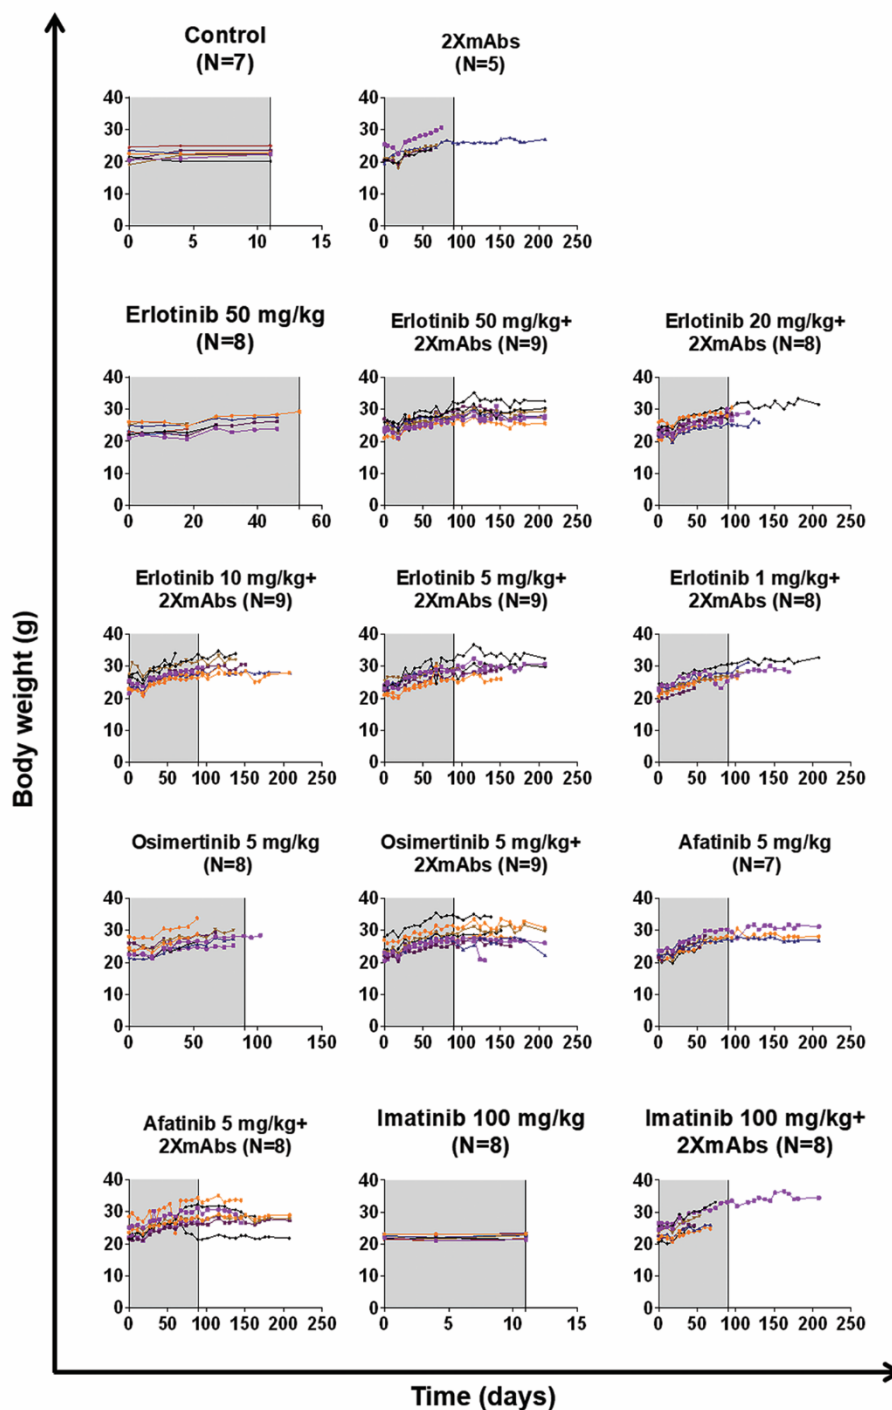

**Appendix Figure S7. Combining monoclonal antibodies (cetuximab and trastuzumab) with EGFR-TKIs induces no evident effects on body weight of treated animals.** PC9 cells (exon 19 deletion) were subcutaneously implanted in the flank of CD1-nu/nu mice ( $3 \times 10^6$ /mouse). When tumors became palpable, mice were randomized into groups of 5-9 animals and treated for 90 days (grey areas) as described in figures 2 and 3. Body weight was measured once a week.

**Appendix Table S1:** List of primers used for RT-PCR.

| Gene name | Forward primer         | Reverse primer          |
|-----------|------------------------|-------------------------|
| FOXM1     | CGTCGGCCACTGATTCTCAAA  | GGCAGGGGATCTCTTAGGTTC   |
| AURKA     | GGAATATGCACCACTTGGAACA | TAAGACAGGGCATTGCGCAAT   |
| TPX2      | ATGGAACCTGGAGGGCTTTTTC | TGTTGTCAACTGGTTTCAAAGGT |
| CENPA     | AGCACACACCTCTTGATAAGGA | CACACCACGAGTGAATTTAACAC |
| CCNB1     | AACTTTCGCCTGAGCCTATTTT | TTGGTCTGACTGCTTGCTCTT   |
| BIRC5     | AGGACCACCGCATCTCTACAT  | AAGTCTGGCTCGTTCTCAGTG   |
| PRC1      | TAGACCACACCCCAGACACAAG | CCCCTCACACACTGCTTCATT   |
| KIF4A     | TGCAGCCCATTTCAGTACCAA  | GCGCTCACTCAACTTGGCTT    |
| GAPDH     | GGGTCATTGATGGCAAC      | GAAGGTGAAGGTCGGA        |

**Appendix Table S2:** Statistical parameters corresponding to individual figures.

| Figure         | Groups                         | Symbol | p-Value | N1 | N2 |
|----------------|--------------------------------|--------|---------|----|----|
| <b>1B_EGFR</b> | Control vs. 2XmAbs             | **     | 0,0091  | 4  | 4  |
|                | Control vs. Erlotinib          | ns     | 0,7136  | 4  | 4  |
|                | Control vs. Er+2XmAbs          | **     | 0,0064  | 4  | 4  |
|                | Control vs. Osimertinib        | ns     | 0,6805  | 4  | 4  |
|                | Control vs. Os+2XmAbs          | **     | 0,002   | 4  | 4  |
|                | Control vs. Afatinib           | ns     | 0,592   | 4  | 4  |
|                | Control vs. Af+2XmAbs          | **     | 0,0031  | 4  | 4  |
| <b>1B_HER2</b> | Control vs. 2XmAbs             | ns     | 0,9979  | 4  | 4  |
|                | Control vs. Erlotinib          | **     | 0,0015  | 4  | 4  |
|                | Control vs. Er+2XmAbs          | ns     | >0,9999 | 4  | 4  |
|                | Control vs. Osimertinib        | ns     | 0,1342  | 4  | 4  |
|                | Control vs. Os+2XmAbs          | ns     | 0,9999  | 4  | 4  |
|                | Control vs. Afatinib           | *      | 0,0355  | 4  | 4  |
|                | Control vs. Af+2XmAbs          | ns     | 0,9998  | 4  | 4  |
| <b>1B_HER3</b> | Control vs. 2XmAbs             | ****   | <0,0001 | 4  | 4  |
|                | Control vs. Erlotinib          | ****   | <0,0001 | 4  | 4  |
|                | Control vs. Er+2XmAbs          | ****   | <0,0001 | 4  | 4  |
|                | Control vs. Osimertinib        | ****   | <0,0001 | 4  | 4  |
|                | Control vs. Os+2XmAbs          | ****   | <0,0001 | 4  | 4  |
|                | Control vs. Afatinib           | ****   | <0,0001 | 4  | 4  |
|                | Control vs. Af+2XmAbs          | ****   | <0,0001 | 4  | 4  |
|                | Control vs. 2XmAbs             | ns     | 0,9541  | 7  | 5  |
|                | Control vs. Erlotinib 50 mg/kg | ns     | >0,9999 | 7  | 8  |
|                | Control vs. Er 50 mg/kg+2XmAbs | ****   | <0,0001 | 7  | 9  |
|                | Control vs. Er 20mg/kg+2XmAbs  | ns     | 0,9966  | 7  | 8  |
|                | Control vs. Er 10 mg/kg+2XmAbs | ns     | 0,8969  | 7  | 9  |

|    |                                           |      |         |   |   |
|----|-------------------------------------------|------|---------|---|---|
| 2C | Control vs. Er 5 mg/kg+2XmAbs             | ns   | 0,2468  | 7 | 9 |
|    | Control vs. Er 1 mg/kg+2XmAbs             | ns   | 0,9893  | 7 | 8 |
|    | 2XmAbs vs. Erlotinib 50 mg/kg             | ns   | 0,9842  | 5 | 8 |
|    | 2XmAbs vs. Er 50 mg/kg+2XmAbs             | **   | 0,002   | 5 | 9 |
|    | 2XmAbs vs. Er 20mg/kg+2XmAbs              | ns   | 0,9997  | 5 | 8 |
|    | 2XmAbs vs. Er 10 mg/kg+2XmAbs             | ns   | >0,9999 | 5 | 9 |
|    | 2XmAbs vs. Er 5 mg/kg+2XmAbs              | ns   | 0,9655  | 5 | 9 |
|    | 2XmAbs vs. Er 1 mg/kg+2XmAbs              | ns   | >0,9999 | 5 | 8 |
|    | Erlotinib 50 mg/kg vs. Er 50 mg/kg+2XmAbs | **** | <0,0001 | 8 | 9 |
|    | Erlotinib 50 mg/kg vs. Er 20mg/kg+2XmAbs  | ns   | 0,9997  | 8 | 8 |
|    | Erlotinib 50 mg/kg vs. Er 10 mg/kg+2XmAbs | ns   | 0,9582  | 8 | 9 |
|    | Erlotinib 50 mg/kg vs. Er 5 mg/kg+2XmAbs  | ns   | 0,3336  | 8 | 9 |
|    | Erlotinib 50 mg/kg vs. Er 1 mg/kg+2XmAbs  | ns   | 0,9984  | 8 | 8 |
|    | Er 50 mg/kg+2XmAbs vs. Er 20mg/kg+2XmAbs  | **** | <0,0001 | 9 | 8 |
|    | Er 50 mg/kg+2XmAbs vs. Er 10 mg/kg+2XmAbs | **** | 0,0002  | 9 | 9 |
|    | Er 50 mg/kg+2XmAbs vs. Er 5 mg/kg+2XmAbs  | **   | 0,0082  | 9 | 9 |
|    | Er 50 mg/kg+2XmAbs vs. Er 1 mg/kg+2XmAbs  | **** | <0,0001 | 9 | 8 |
|    | Er 20mg/kg+2XmAbs vs. Er 10 mg/kg+2XmAbs  | ns   | 0,9988  | 8 | 9 |
|    | Er 20mg/kg+2XmAbs vs. Er 5 mg/kg+2XmAbs   | ns   | 0,6399  | 8 | 9 |
|    | Er 20mg/kg+2XmAbs vs. Er 1 mg/kg+2XmAbs   | ns   | >0,9999 | 8 | 8 |
|    | Er 10 mg/kg+2XmAbs vs. Er 5 mg/kg+2XmAbs  | ns   | 0,9237  | 9 | 9 |
|    | Er 10 mg/kg+2XmAbs vs. Er 1 mg/kg+2XmAbs  | ns   | 0,9998  | 9 | 8 |
|    | Er 5 mg/kg+2XmAbs vs. Er 1 mg/kg+2XmAbs   | ns   | 0,7368  | 9 | 8 |
| 3C | Control vs. 2XmAbs                        | ns   | 0,9593  | 7 | 5 |
|    | Control vs. Osimertinib                   | ns   | 0,9989  | 7 | 8 |
|    | Control vs. Os+2XmAbs                     | ***  | 0,0001  | 7 | 9 |
|    | Control vs. Afatinib                      | ns   | 0,2511  | 7 | 7 |
|    | Control vs. Af+2XmAbs                     | **   | 0,0014  | 7 | 8 |
|    | Control vs. Imatinib                      | ns   | >0,9999 | 7 | 8 |
|    | Control vs. Imat+2XmAbs                   | ns   | 0,99    | 7 | 8 |
|    | 2XmAbs vs. Osimertinib                    | ns   | 0,9991  | 5 | 8 |
|    | 2XmAbs vs. Os+2XmAbs                      | *    | 0,0241  | 5 | 9 |
|    | 2XmAbs vs. Afatinib                       | ns   | 0,9447  | 5 | 7 |
|    | 2XmAbs vs. Af+2XmAbs                      | ns   | 0,0972  | 5 | 8 |
|    | 2XmAbs vs. Imatinib                       | ns   | 0,9289  | 5 | 8 |
|    | 2XmAbs vs. Imat+2XmAbs                    | ns   | >0,9999 | 5 | 8 |
|    | Osimertinib vs. Os+2XmAbs                 | ***  | 0,0007  | 8 | 9 |
|    | Osimertinib vs. Afatinib                  | ns   | 0,5475  | 8 | 7 |
|    | Osimertinib vs. Af+2XmAbs                 | **   | 0,0057  | 8 | 8 |
|    | Osimertinib vs. Imatinib                  | ns   | 0,996   | 8 | 8 |

|                     |                             |      |         |    |    |
|---------------------|-----------------------------|------|---------|----|----|
|                     | Osimertinib vs. Imat+2XmAbs | ns   | >0,9999 | 8  | 8  |
|                     | Os+2XmAbs vs. Afatinib      | ns   | 0,2287  | 9  | 7  |
|                     | Os+2XmAbs vs. Af+2XmAbs     | ns   | 0,9992  | 9  | 8  |
|                     | Os+2XmAbs vs. Imatinib      | **** | <0,0001 | 9  | 8  |
|                     | Os+2XmAbs vs. Imat+2XmAbs   | **   | 0,0016  | 9  | 8  |
|                     | Afatinib vs. Af+2XmAbs      | ns   | 0,5664  | 7  | 8  |
|                     | Afatinib vs. Imatinib       | ns   | 0,1761  | 7  | 8  |
|                     | Afatinib vs. Imat+2XmAbs    | ns   | 0,7075  | 7  | 8  |
|                     | Af+2XmAbs vs. Imatinib      | **** | 0,0006  | 8  | 8  |
|                     | Af+2XmAbs vs. Imat+2XmAbs   | *    | 0,0121  | 8  | 8  |
|                     | Imatinib vs. Imat+2XmAbs    | ns   | 0,9761  | 8  | 8  |
| <b>EV3-C</b>        | Control vs. 2XmAbs          | ns   | 0,4834  | 4  | 7  |
|                     | Control vs. Erlotinib       | ns   | 0,9978  | 4  | 8  |
|                     | Control vs. Er+2XmAbs       | **   | 0,0034  | 4  | 10 |
|                     | Control vs. Osimertinib     | ns   | 0,3583  | 4  | 10 |
|                     | Control vs. Os+2XmAbs       | **   | 0,0084  | 4  | 10 |
|                     | 2XmAbs vs. Erlotinib        | ns   | 0,5742  | 7  | 8  |
|                     | 2XmAbs vs. Er+2XmAbs        | ns   | 0,1478  | 7  | 10 |
|                     | 2XmAbs vs. Osimertinib      | ns   | >0,9999 | 7  | 10 |
|                     | 2XmAbs vs. Os+2XmAbs        | ns   | 0,2976  | 7  | 10 |
|                     | Erlotinib vs. Er+2XmAbs     | **** | 0,001   | 8  | 10 |
|                     | Erlotinib vs. Osimertinib   | ns   | 0,3999  | 8  | 10 |
|                     | Erlotinib vs. Os+2XmAbs     | **   | 0,0032  | 8  | 10 |
|                     | Er+2XmAbs vs. Osimertinib   | ns   | 0,1166  | 10 | 10 |
|                     | Er+2XmAbs vs. Os+2XmAbs     | ns   | 0,9983  | 10 | 10 |
|                     | Osimertinib vs. Os+2XmAbs   | ns   | 0,2619  | 10 | 10 |
| <b>Appendix S1B</b> | Control vs. 2XmAbs          | ns   | 0,9926  | 3  | 3  |
|                     | Control vs. Erlotinib       | ns   | 0,403   | 3  | 3  |
|                     | Control vs. Er+2XmAbs       | *    | 0,0292  | 3  | 3  |
|                     | Control vs. Osimertinib     | ns   | 0,5251  | 3  | 3  |
|                     | Control vs. Os+2XmAbs       | ns   | 0,3031  | 3  | 3  |
|                     | Control vs. Afatinib        | *    | 0,0359  | 3  | 3  |
|                     | Control vs. Af+2XmAbs       | **   | 0,0014  | 3  | 3  |
|                     | 2XmAbs vs. Erlotinib        | ns   | 0,8328  | 3  | 3  |
|                     | 2XmAbs vs. Er+2XmAbs        | ns   | 0,1203  | 3  | 3  |
|                     | 2XmAbs vs. Osimertinib      | ns   | 0,9185  | 3  | 3  |
|                     | 2XmAbs vs. Os+2XmAbs        | ns   | 0,7255  | 3  | 3  |
|                     | 2XmAbs vs. Afatinib         | ns   | 0,1451  | 3  | 3  |
|                     | 2XmAbs vs. Af+2XmAbs        | **   | 0,0062  | 3  | 3  |
|                     | Erlotinib vs. Er+2XmAbs     | ns   | 0,7702  | 3  | 3  |

|              |                           |    |         |   |   |
|--------------|---------------------------|----|---------|---|---|
|              | Erlotinib vs. Osimertinib | ns | >0,9999 | 3 | 3 |
|              | Erlotinib vs. Os+2XmAbs   | ns | >0,9999 | 3 | 3 |
|              | Erlotinib vs. Afatinib    | ns | 0,8252  | 3 | 3 |
|              | Erlotinib vs. Af+2XmAbs   | ns | 0,0938  | 3 | 3 |
|              | Er+2XmAbs vs. Osimertinib | ns | 0,6458  | 3 | 3 |
|              | Er+2XmAbs vs. Os+2XmAbs   | ns | 0,8686  | 3 | 3 |
|              | Er+2XmAbs vs. Afatinib    | ns | >0,9999 | 3 | 3 |
|              | Er+2XmAbs vs. Af+2XmAbs   | ns | 0,762   | 3 | 3 |
|              | Osimertinib vs. Os+2XmAbs | ns | 0,9998  | 3 | 3 |
|              | Osimertinib vs. Afatinib  | ns | 0,7095  | 3 | 3 |
|              | Osimertinib vs. Af+2XmAbs | ns | 0,063   | 3 | 3 |
|              | Os+2XmAbs vs. Afatinib    | ns | 0,9093  | 3 | 3 |
|              | Os+2XmAbs vs. Af+2XmAbs   | ns | 0,1349  | 3 | 3 |
|              | Afatinib vs. Af+2XmAbs    | ns | 0,7011  | 3 | 3 |
| Appendix S1D | Control vs. 2XmAbs        | ns | 0,9679  | 3 | 3 |
|              | Control vs. Erlotinib     | ns | >0,9999 | 3 | 3 |
|              | Control vs. Er+2XmAbs     | ns | 0,5811  | 3 | 3 |
|              | Control vs. Osimertinib   | ns | 0,1355  | 3 | 3 |
|              | Control vs. Os+2XmAbs     | ** | 0,0028  | 3 | 3 |
|              | Control vs. Afatinib      | ns | 0,5206  | 3 | 3 |
|              | Control vs. Af+2XmAbs     | *  | 0,0267  | 3 | 3 |
|              | 2XmAbs vs. Erlotinib      | ns | 0,9847  | 3 | 3 |
|              | 2XmAbs vs. Er+2XmAbs      | ns | 0,9838  | 3 | 3 |
|              | 2XmAbs vs. Osimertinib    | ns | 0,5637  | 3 | 3 |
|              | 2XmAbs vs. Os+2XmAbs      | *  | 0,0194  | 3 | 3 |
|              | 2XmAbs vs. Afatinib       | ns | 0,9705  | 3 | 3 |
|              | 2XmAbs vs. Af+2XmAbs      | ns | 0,1646  | 3 | 3 |
|              | Erlotinib vs. Er+2XmAbs   | ns | 0,6566  | 3 | 3 |
|              | Erlotinib vs. Osimertinib | ns | 0,1679  | 3 | 3 |
|              | Erlotinib vs. Os+2XmAbs   | ** | 0,0036  | 3 | 3 |
|              | Erlotinib vs. Afatinib    | ns | 0,5957  | 3 | 3 |
|              | Erlotinib vs. Af+2XmAbs   | *  | 0,0341  | 3 | 3 |
|              | Er+2XmAbs vs. Osimertinib | ns | 0,9627  | 3 | 3 |
|              | Er+2XmAbs vs. Os+2XmAbs   | ns | 0,101   | 3 | 3 |
|              | Er+2XmAbs vs. Afatinib    | ns | >0,9999 | 3 | 3 |
|              | Er+2XmAbs vs. Af+2XmAbs   | ns | 0,562   | 3 | 3 |
|              | Osimertinib vs. Os+2XmAbs | ns | 0,4828  | 3 | 3 |
|              | Osimertinib vs. Afatinib  | ns | 0,9787  | 3 | 3 |
|              | Osimertinib vs. Af+2XmAbs | ns | 0,9835  | 3 | 3 |
|              | Os+2XmAbs vs. Afatinib    | ns | 0,121   | 3 | 3 |

|                     |                           |      |         |   |   |
|---------------------|---------------------------|------|---------|---|---|
|                     | Os+2XmAbs vs. Af+2XmAbs   | ns   | 0,9309  | 3 | 3 |
|                     | Afatinib vs. Af+2XmAbs    | ns   | 0,623   | 3 | 3 |
| <b>Appendix S2C</b> | Control vs. 2XmAbs        | ns   | >0,9999 | 3 | 3 |
|                     | Control vs. Erl           | ns   | 0,9515  | 3 | 3 |
|                     | Control vs. Erl+2XmAbs    | ns   | 0,4922  | 3 | 3 |
|                     | Control vs. Osim          | ns   | 0,2998  | 3 | 3 |
|                     | Control vs. Osim+2XmAbs   | ns   | 0,329   | 3 | 3 |
|                     | Control vs. Afat          | ns   | 0,3266  | 3 | 3 |
|                     | Control vs. Afat+2XmAbs   | ns   | 0,3261  | 3 | 3 |
| <b>Appendix S2D</b> | Control vs. 2XmAbs        | **   | 0,0055  | 3 | 3 |
|                     | Control vs. Erl           | **** | <0,0001 | 3 | 3 |
|                     | Control vs. Erl+2XmAbs    | **** | <0,0001 | 3 | 3 |
|                     | Control vs. Osim          | **** | <0,0001 | 3 | 3 |
|                     | Control vs. Osim+2XmAbs   | **** | <0,0001 | 3 | 3 |
|                     | Control vs. Afat          | **** | <0,0001 | 3 | 3 |
|                     | Control vs. Afat+2XmAbs   | **** | <0,0001 | 3 | 3 |
| <b>Appendix S2E</b> | Control vs. 2XmAbs        | ns   | 0,9999  | 3 | 3 |
|                     | Control vs. Erl           | ns   | 0,71    | 3 | 3 |
|                     | Control vs. Erl+2XmAbs    | ns   | 0,2913  | 3 | 3 |
|                     | Control vs. Osim          | ns   | 0,083   | 3 | 3 |
|                     | Control vs. Osim+2XmAbs   | ns   | 0,1711  | 3 | 3 |
|                     | Control vs. Afat          | ns   | 0,1102  | 3 | 3 |
|                     | Control vs. Afat+2XmAbs   | ns   | 0,1165  | 3 | 3 |
| <b>Appendix S3C</b> | Control vs. 2XmAbs        | ns   | 0,9953  | 5 | 7 |
|                     | Control vs. Erlotinib     | ns   | >0,9999 | 5 | 7 |
|                     | Control vs. Er+2XmAbs     | **   | 0,0081  | 5 | 9 |
|                     | Control vs. Osimertinib   | ns   | >0,9999 | 5 | 7 |
|                     | Control vs. Os+2XmAbs     | ns   | 0,9985  | 5 | 9 |
|                     | Control vs. Afatinib      | ns   | >0,9999 | 5 | 8 |
|                     | Control vs. Af+2XmAbs     | ns   | 0,9035  | 5 | 9 |
|                     | 2XmAbs vs. Erlotinib      | ns   | 0,9978  | 7 | 7 |
|                     | 2XmAbs vs. Er+2XmAbs      | *    | 0,0293  | 7 | 9 |
|                     | 2XmAbs vs. Osimertinib    | ns   | 0,9988  | 7 | 7 |
|                     | 2XmAbs vs. Os+2XmAbs      | ns   | >0,9999 | 7 | 9 |
|                     | 2XmAbs vs. Afatinib       | ns   | 0,9734  | 7 | 8 |
|                     | 2XmAbs vs. Af+2XmAbs      | ns   | 0,9992  | 7 | 9 |
|                     | Erlotinib vs. Er+2XmAbs   | **   | 0,0039  | 7 | 9 |
|                     | Erlotinib vs. Osimertinib | ns   | >0,9999 | 7 | 7 |
|                     | Erlotinib vs. Os+2XmAbs   | ns   | 0,9995  | 7 | 9 |
|                     | Erlotinib vs. Afatinib    | ns   | >0,9999 | 7 | 8 |

|                           |     |         |   |   |
|---------------------------|-----|---------|---|---|
| Erlotinib vs. Af+2XmAbs   | ns  | 0,9126  | 7 | 9 |
| Er+2XmAbs vs. Osimertinib | **  | 0,0047  | 9 | 7 |
| Er+2XmAbs vs. Os+2XmAbs   | **  | 0,009   | 9 | 9 |
| Er+2XmAbs vs. Afatinib    | *** | 0,0008  | 9 | 8 |
| Er+2XmAbs vs. Af+2XmAbs   | ns  | 0,0739  | 9 | 9 |
| Osimertinib vs. Os+2XmAbs | ns  | 0,9998  | 7 | 9 |
| Osimertinib vs. Afatinib  | ns  | >0,9999 | 7 | 8 |
| Osimertinib vs. Af+2XmAbs | ns  | 0,9328  | 7 | 9 |
| Os+2XmAbs vs. Afatinib    | ns  | 0,9869  | 9 | 8 |
| Os+2XmAbs vs. Af+2XmAbs   | ns  | 0,9935  | 9 | 9 |
| Afatinib vs. Af+2XmAbs    | ns  | 0,7282  | 8 | 9 |

# Supplementary material for: Upfront admixing antibodies and EGFR inhibitors preempts sequential treatments in lung cancer models
**Source:** EMBO Mol Med. 2021 Mar 4;13(4):e13144. doi: 10.15252/emmm.202013144
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

# Expanded View Figures

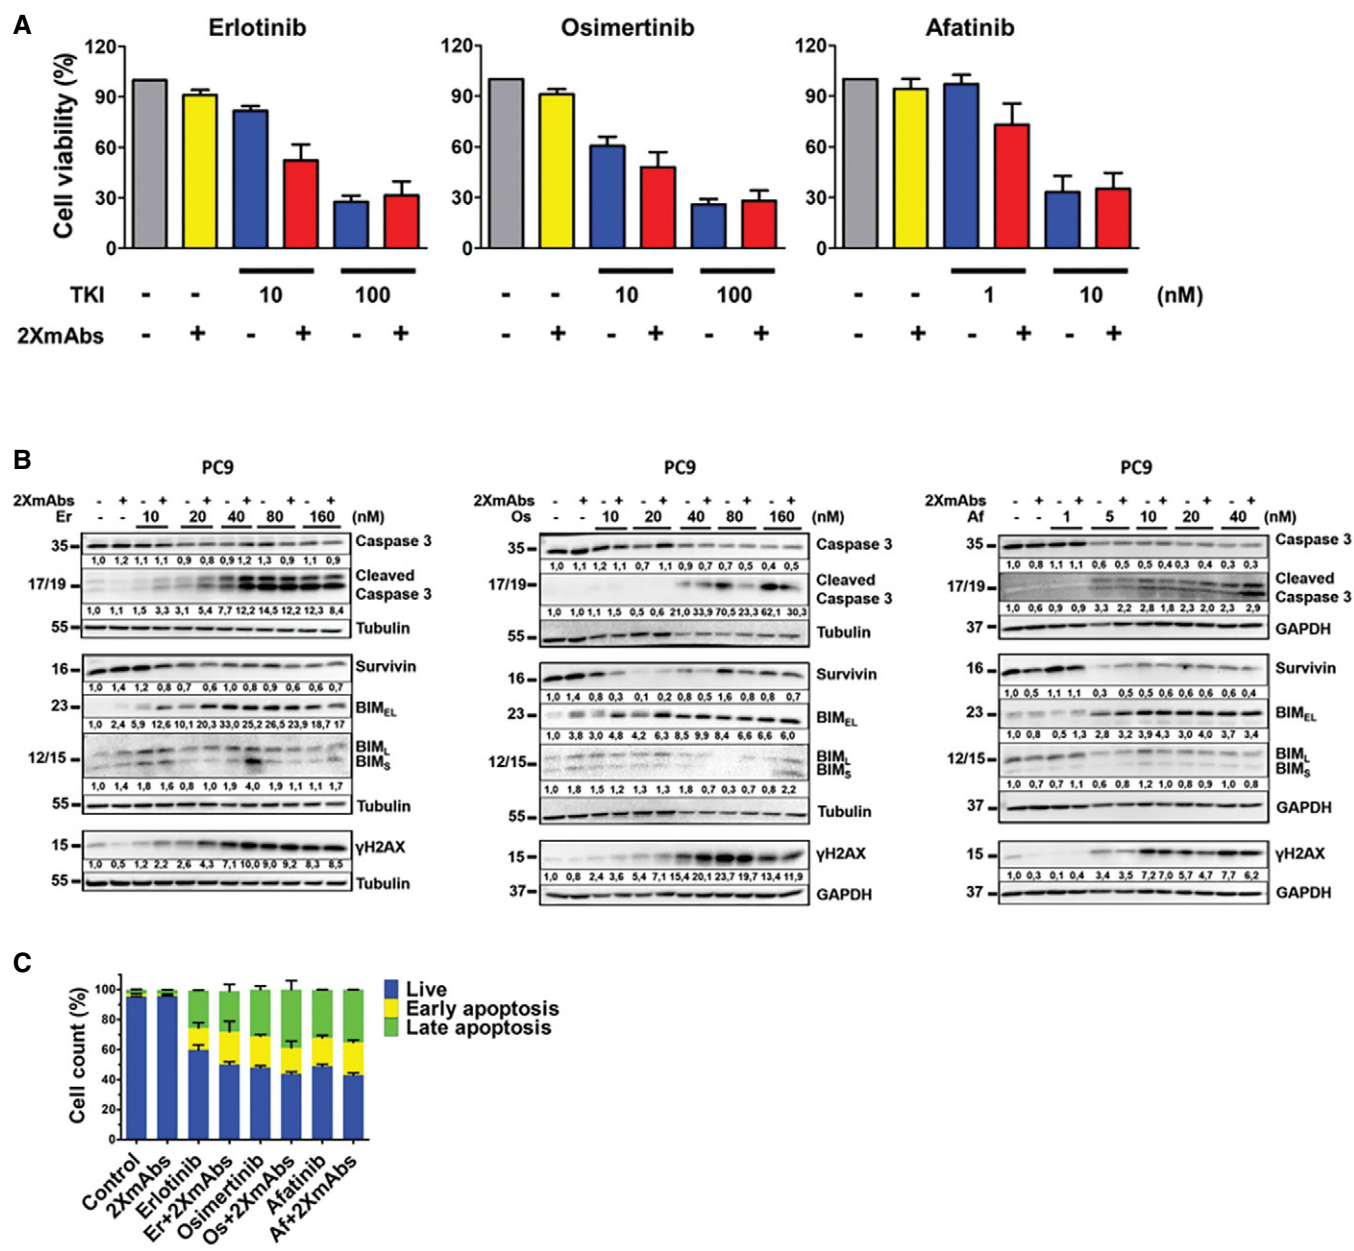

**Figure EV1. The addition of antibodies reduces viability and enhances TKI-induced apoptosis.**

A PC9 cells ( $5 \times 10^3$ ) were seeded in 96-well plates and later treated for 72 h with two different concentrations of EGFR-specific TKIs (erlotinib or osimertinib, at 10 or 100 nM; afatinib, at 1 or 10 nM), either alone or combined with 2XmAbs (cetuximab and trastuzumab, each at 5  $\mu$ g/ml). Cell viability was assessed using the MTT (3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide) assay. Results are presented as mean + SEM of two independent experiments.

B PC9 cells were treated for 48 h with increasing concentrations of EGFR-specific TKIs (erlotinib or osimertinib at 10, 20, 40, 80, and 160 nM; afatinib at 1, 5, 10, 20 and 40 nM), either alone or in combination with 2XmAbs (cetuximab plus trastuzumab, each at 5  $\mu$ g/ml). Protein extracts were resolved, blotted, and probed with antibodies specific to the indicated apoptosis markers. Tubulin (or GAPDH) was used as loading control. Signals (relative to control) were quantified and normalized to the signals of GAPDH or tubulin (numbers shown below each lane).

C PC9 cells were treated for 48 h with erlotinib (40 nM), osimertinib (40 nM), afatinib (10 nM), 2XmAbs (cetuximab and trastuzumab, each at 5  $\mu$ g/ml), or combinations of mAbs and TKIs. Apoptosis was assayed using cytometry and the Annexin V/7-AAD kit (from BioLegend, Inc). The histogram shows the means + SEM of two experiments.

Source data are available online for this figure.

**Figure EV2. Combinations of 2XmAbs and EGFR-specific TKIs reduce viability and enhance apoptosis of cells expressing L858R-EGFR.**

- A H3255 cells ( $3 \times 10^4$ ) were seeded in 96-well plates and treated for 72 h with increasing concentrations of TKIs (erlotinib or osimertinib at 1, 5, 10, 50, and 100 nM; afatinib at 0.1, 0.5, 1, 2, and 10 nM), either alone or in combination with 2XmAbs (cetuximab and trastuzumab, each at 5  $\mu\text{g/ml}$ ). Cell viability was assessed using the MTT assay. Results are shown as mean of four experiments + standard error.
- B H3255 and PC9 cells were treated for 60 min with 2XmAbs (cetuximab and trastuzumab, each at 5  $\mu\text{g/ml}$ ), either alone or in combination with the following TKIs: erlotinib or osimertinib (each at 50 nM) or afatinib (10 nM). Protein extracts were immunoblotted using the indicated antibodies. Signals (relative to control) were quantified and normalized to the signals of GAPDH (numbers shown below each lane).
- C H3255 cells were treated for 48 h with increasing concentrations of EGFR-specific TKIs (erlotinib or osimertinib at 5, 10, 20, 40, and 80 nM, or afatinib at 0.1, 0.5, 1, 2, and 10 nM), either alone or in combination with 2XmAbs (cetuximab and trastuzumab, each at 5  $\mu\text{g/ml}$ ). Protein extracts were resolved using electrophoresis, transferred to nitrocellulose membranes, and blotted with the indicated antibodies. GAPDH was used as a loading control. Signals (relative to control) were quantified and normalized to the signals of GAPDH (numbers shown below each lane).

Source data are available online for this figure.

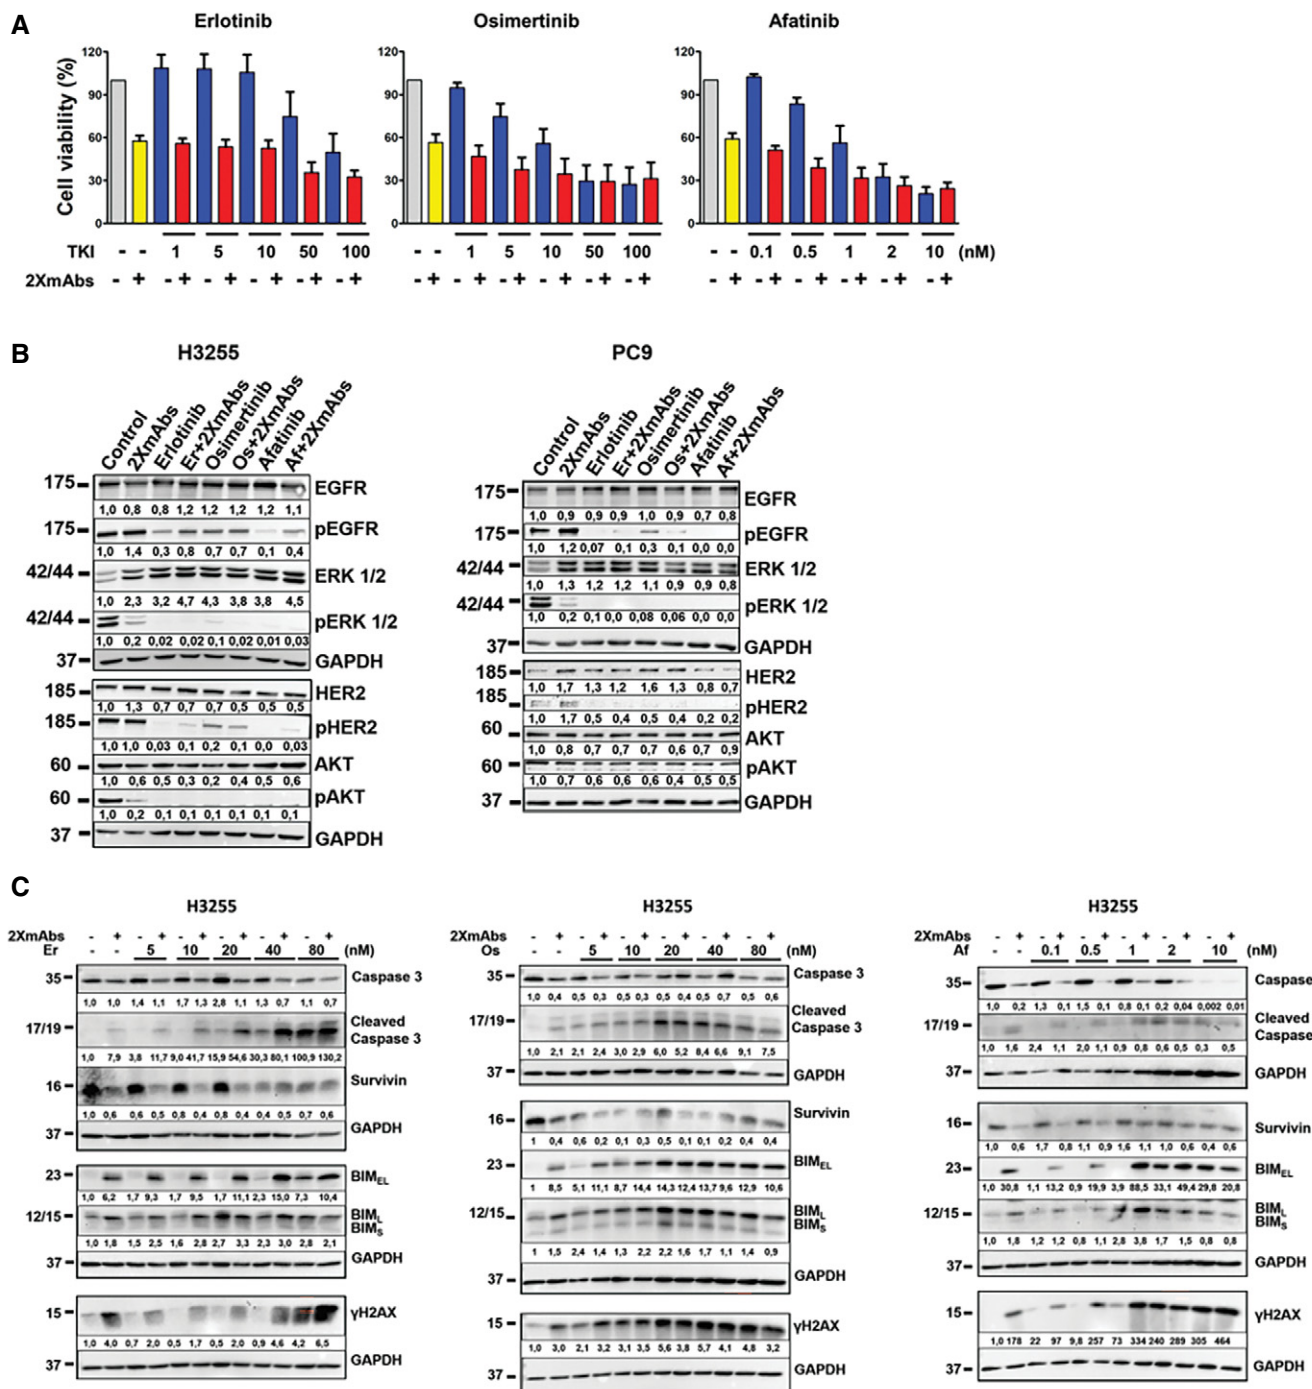

Figure EV2.

**Figure EV3. Short-term treatments of xenografts with combinations of monoclonal antibodies and either erlotinib or osimertinib achieve similar anti-tumor efficacies.**

- A, B PC9 cells (exon 19 deletion) were subcutaneously implanted in the flanks of CD1-nu/nu mice ( $3 \times 10^6$ /mouse). When tumors became palpable, mice were randomized into groups of 4–10 animals, which were treated for 30 days with 2XmAbs (cetuximab and trastuzumab, each at 0.1 mg/mouse/injection) once every three days, or daily with the indicated TKIs, osimertinib (10 mg/kg) or erlotinib (50 mg/kg). A third group was treated with the respective combinations of a TKI and the two mAbs. Tumor growth (A) and animal survival (B) are shown. Mice were euthanized when tumor size reached 1,500 mm<sup>3</sup>. Data are means  $\pm$  SEM from 4–10 mice per group. Note that the gray areas mark time windows of animal treatment.
- C Statistical analysis of tumor volumes corresponding to the last measurement for each mouse was performed using one-way ANOVA followed by Tukey's multiple comparison test. Results are shown as mean  $\pm$  SEM. See *P*-values and number of mice per group (*N*) in Appendix Table S2. Note that only the significant comparisons are shown.
- D Shown are tumor volumes corresponding to individual mice. The days of treatment are indicated by the gray area.

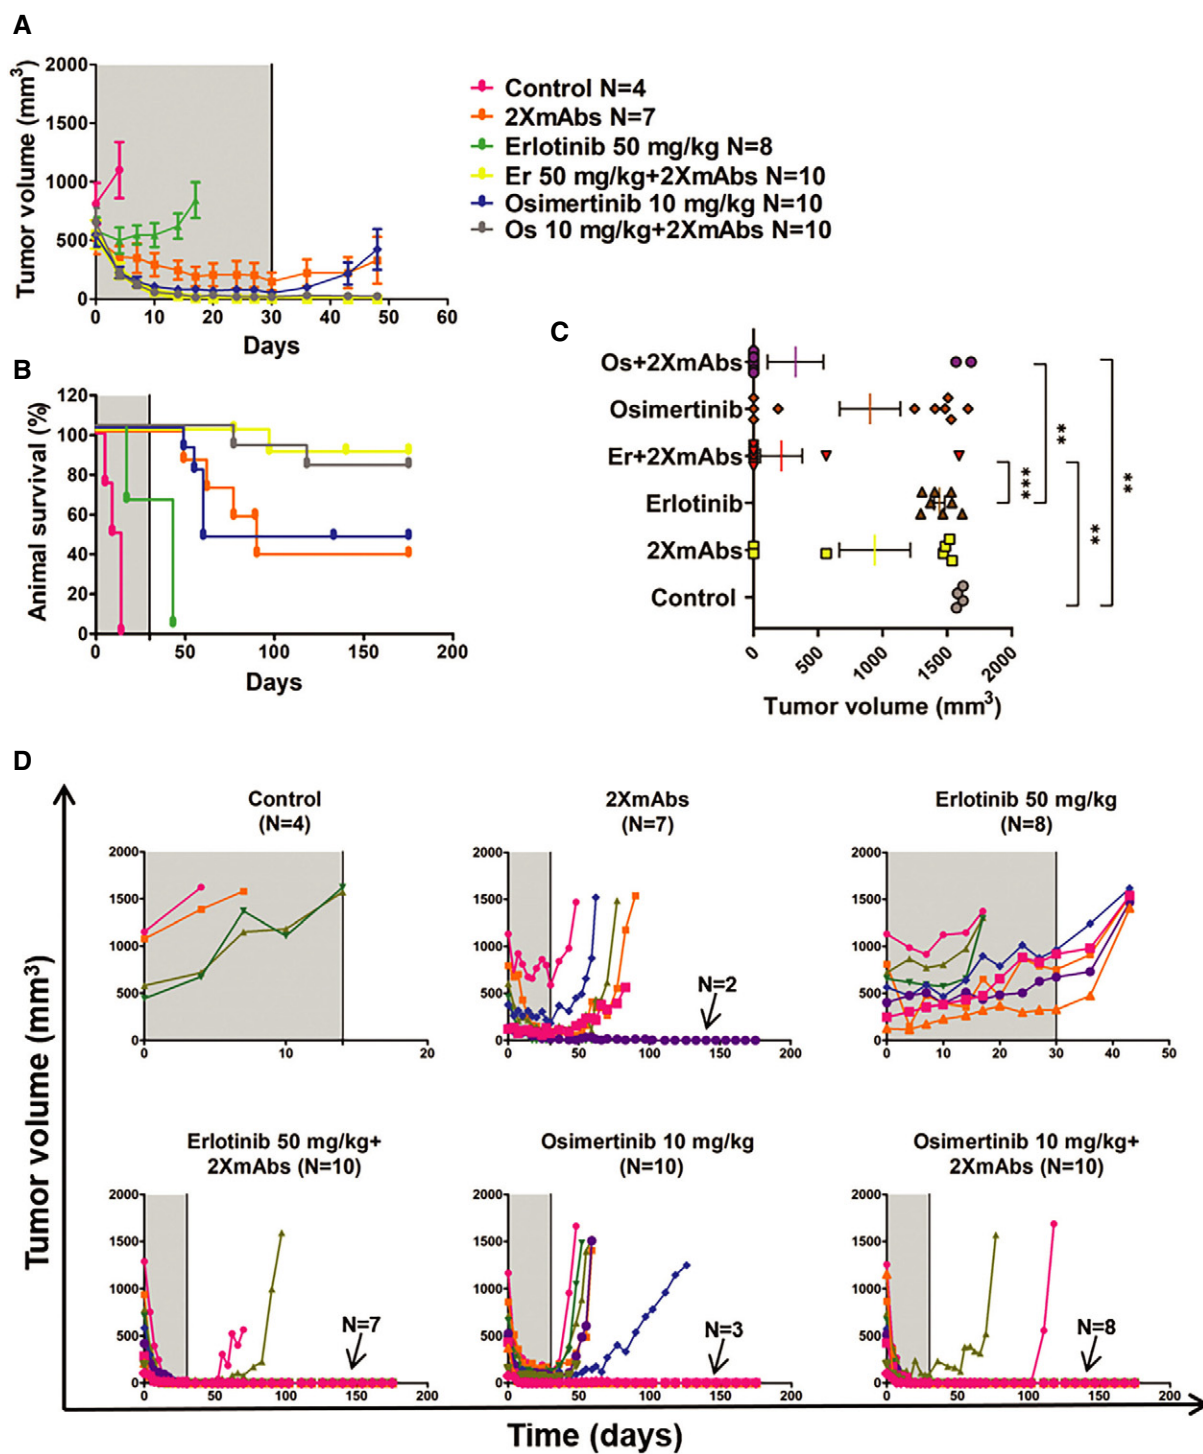

Figure EV3.

**Figure EV4. When tested in vivo, the BCR-ABL-specific inhibitor, imatinib, only weakly affects the abundance of survivin and RTKs, or levels of activation of downstream pathways.**

- A Nude mice bearing PC9 xenografts (3 per group) were treated for one week with 2XmAbs (each at 0.1 mg/injection/mouse), imatinib (100 mg/kg/day), or the respective drug combination. The fold change in tumor volume after 7 days of treatment is shown. The horizontal line indicates no change in tumor volume (fold change) between day 0 and day 7 of treatment.
- B Immunoblots of extracts prepared from the animals and tumors presented in A are shown. GAPDH and tubulin were used as measures of total protein loaded. Note that mice in the control and 2XmAbs groups are presented in Fig 4. Signals were quantified and normalized to the signals of GAPDH or tubulin (numbers shown below each lane).
- C PC9 cells were treated for 4 h with increasing concentrations of different TKIs (erlotinib or osimertinib, at 12.5, 25, and 50 nM; afatinib, at 2.5, 5, and 10 nM; imatinib, at 12.5, 25, and 50  $\mu$ M). Protein extracts were resolved and immunoblotted for the indicated proteins. Signals (relative to Control) were quantified and normalized to the signals of GAPDH (numbers shown below each lane).

Source data are available online for this figure.

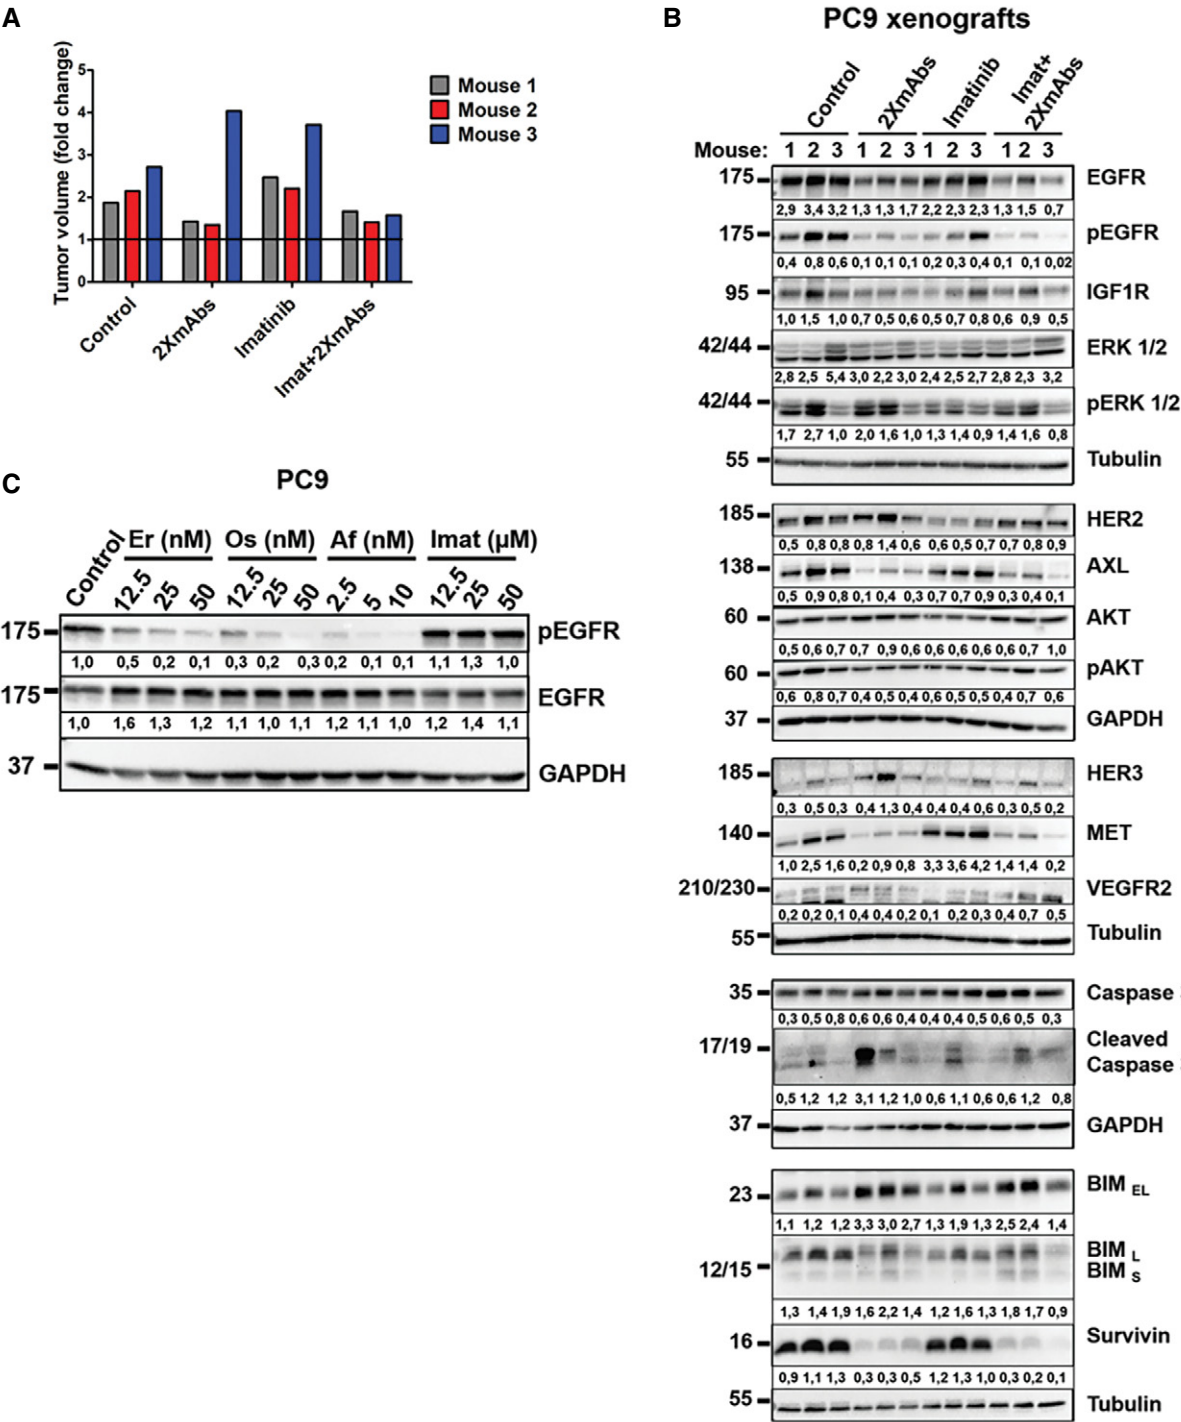

Figure EV4.

**Figure EV5. Combining two antibodies and erlotinib overcomes resistance to the TKI by modulating the FOXM1 transcription factor network.**

PC9 xenografts were established and treated as described in Fig 7B.

- A Tumor volumes are presented as fold change relative to the size of each original tumor (untreated; day 0). The horizontal line indicates no change in tumor volume (fold change) between day 0 and the day the mice were sacrificed.
- B RNA was extracted from the tumors shown in (A) and subjected to RNA-seq analysis. Differentially expressed (DE) genes in the erlotinib (Er) + 2XmAbs compared with the control group are presented in the BioPlanet pathway enrichment analysis (over-representation). The x-axis shows the negative logarithm (-Log *P*-value) of the enrichment adjusted *P*-value. Pathways relevant to the cell cycle are shown in bold.
- C RNA extracted from the tumors shown in (A) was analyzed using qPCR and primers specific to the indicated transcripts. Averages  $\pm$  SD of 2–5 mice are shown. GAPDH was used for normalization.
- D PC9 cells were seeded on coverslips and treated for 24 h with 2XmAbs (cetuximab + trastuzumab, 10  $\mu$ g/ml), erlotinib (20 nM), or a combination of all three drugs. Cells were fixed in paraformaldehyde (4%) and incubated with a FOXO3a primary antibody, followed by an Alexa Fluor 555-conjugated secondary antibody (red). DAPI (blue) was used to stain nuclei. FITC-conjugated phalloidin was used to stain actin filaments (green). Images were captured using a confocal microscope (40 $\times$  magnification). Scale bar, 20  $\mu$ m.
- E PC9 cells were treated for 24 or 48 h as described in (D). Protein extracts were immunoblotted with the indicated antibodies. GAPDH was used to control the amount of loaded protein. Signals (relative to Control) were quantified and normalized to the signals of GAPDH (numbers shown below each lane).

Source data are available online for this figure.

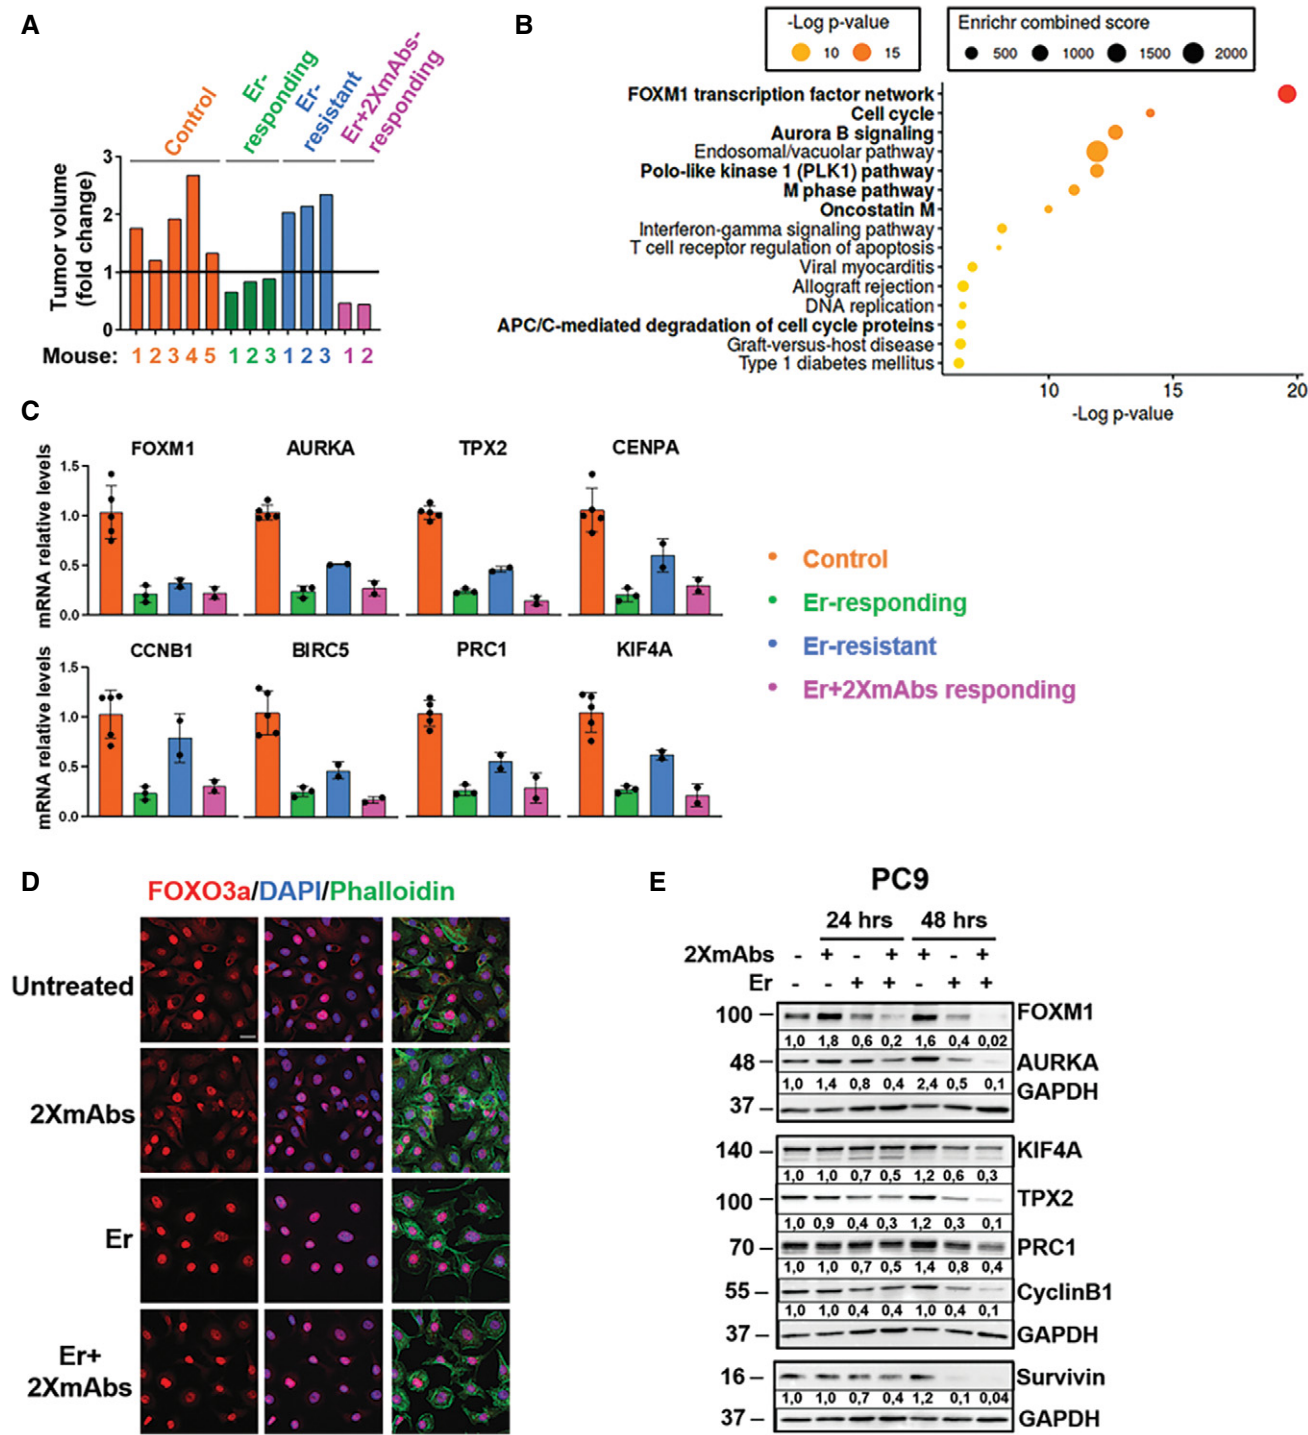

Figure EV5.

# Supplementary material for: Upfront admixing antibodies and EGFR inhibitors preempts sequential treatments in lung cancer models
**Source:** EMBO Mol Med. 2021 Mar 4;13(4):e13144. doi: 10.15252/emmm.202013144

Figure 1A

PC9

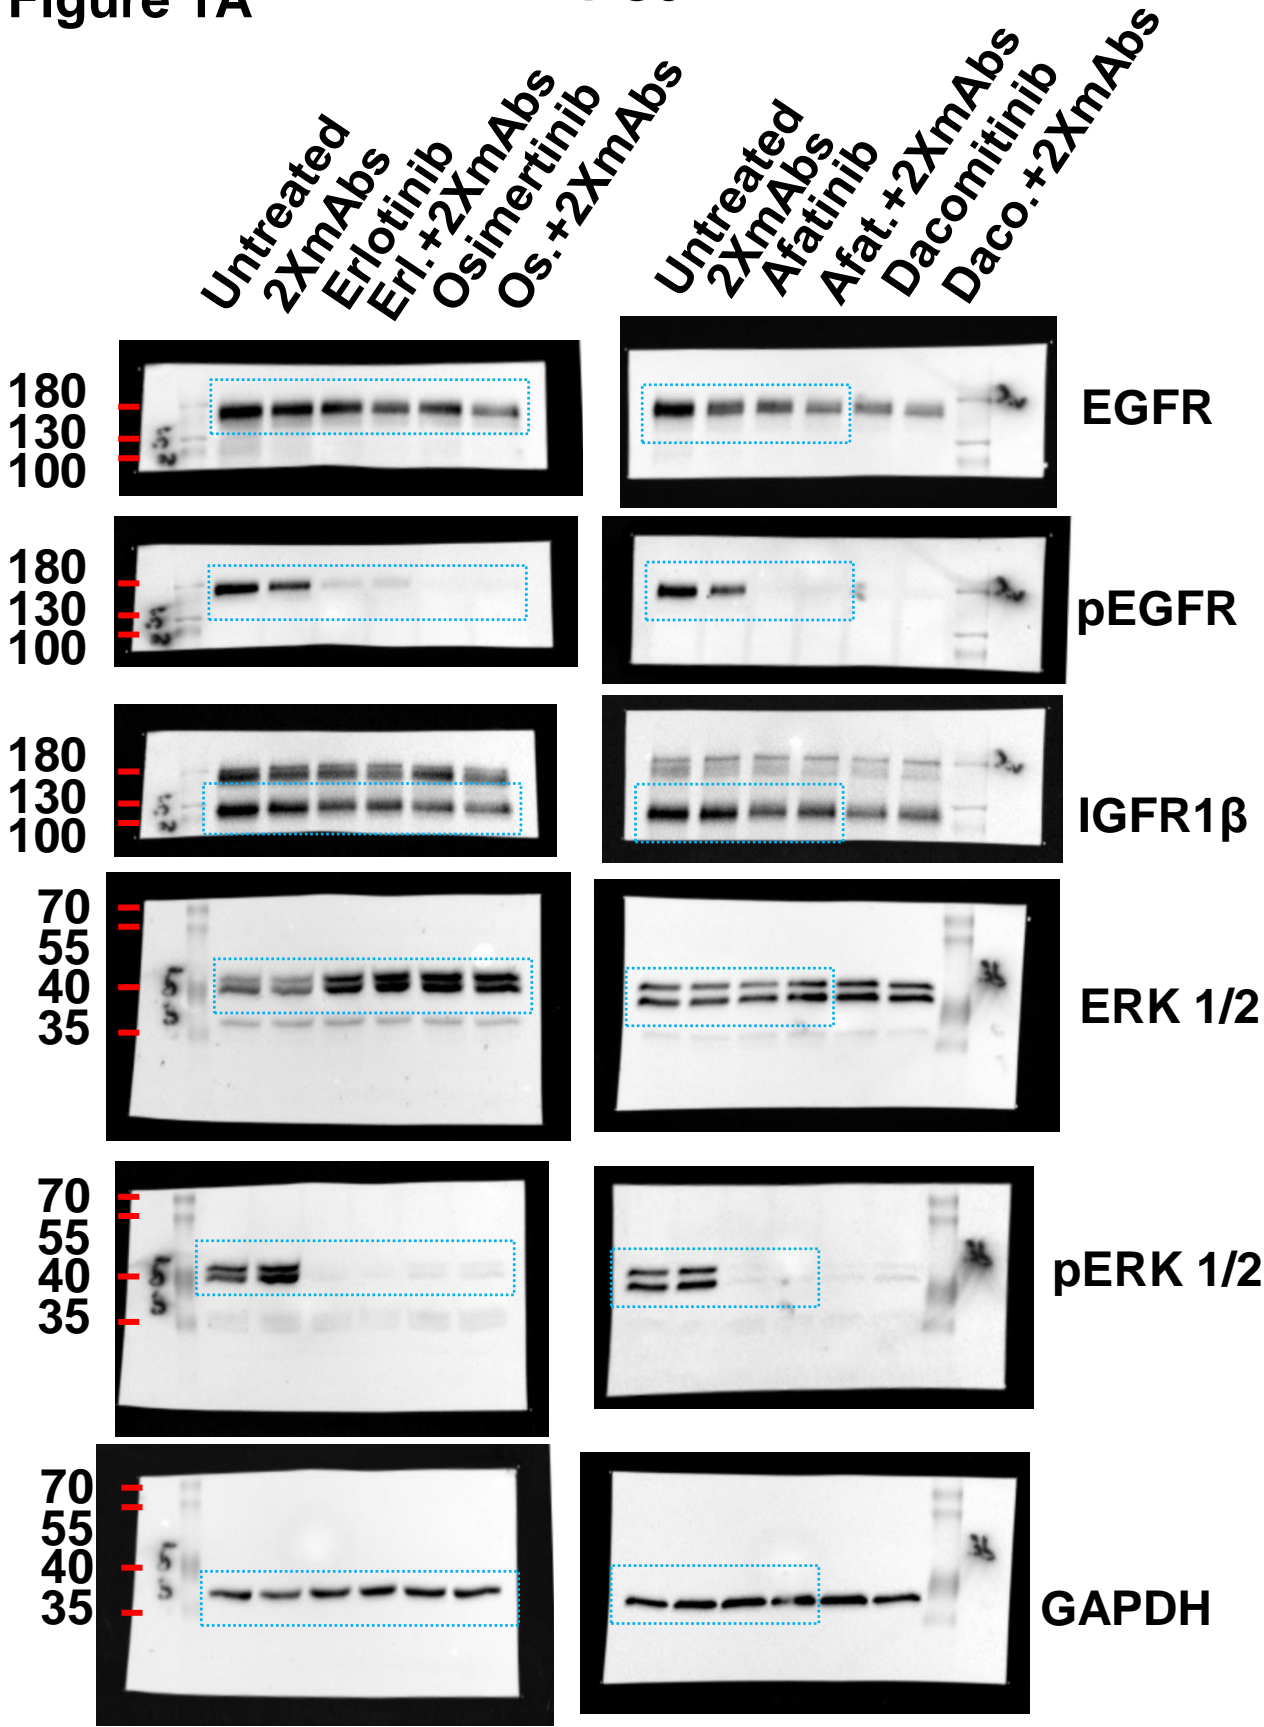

Figure 1A

PC9

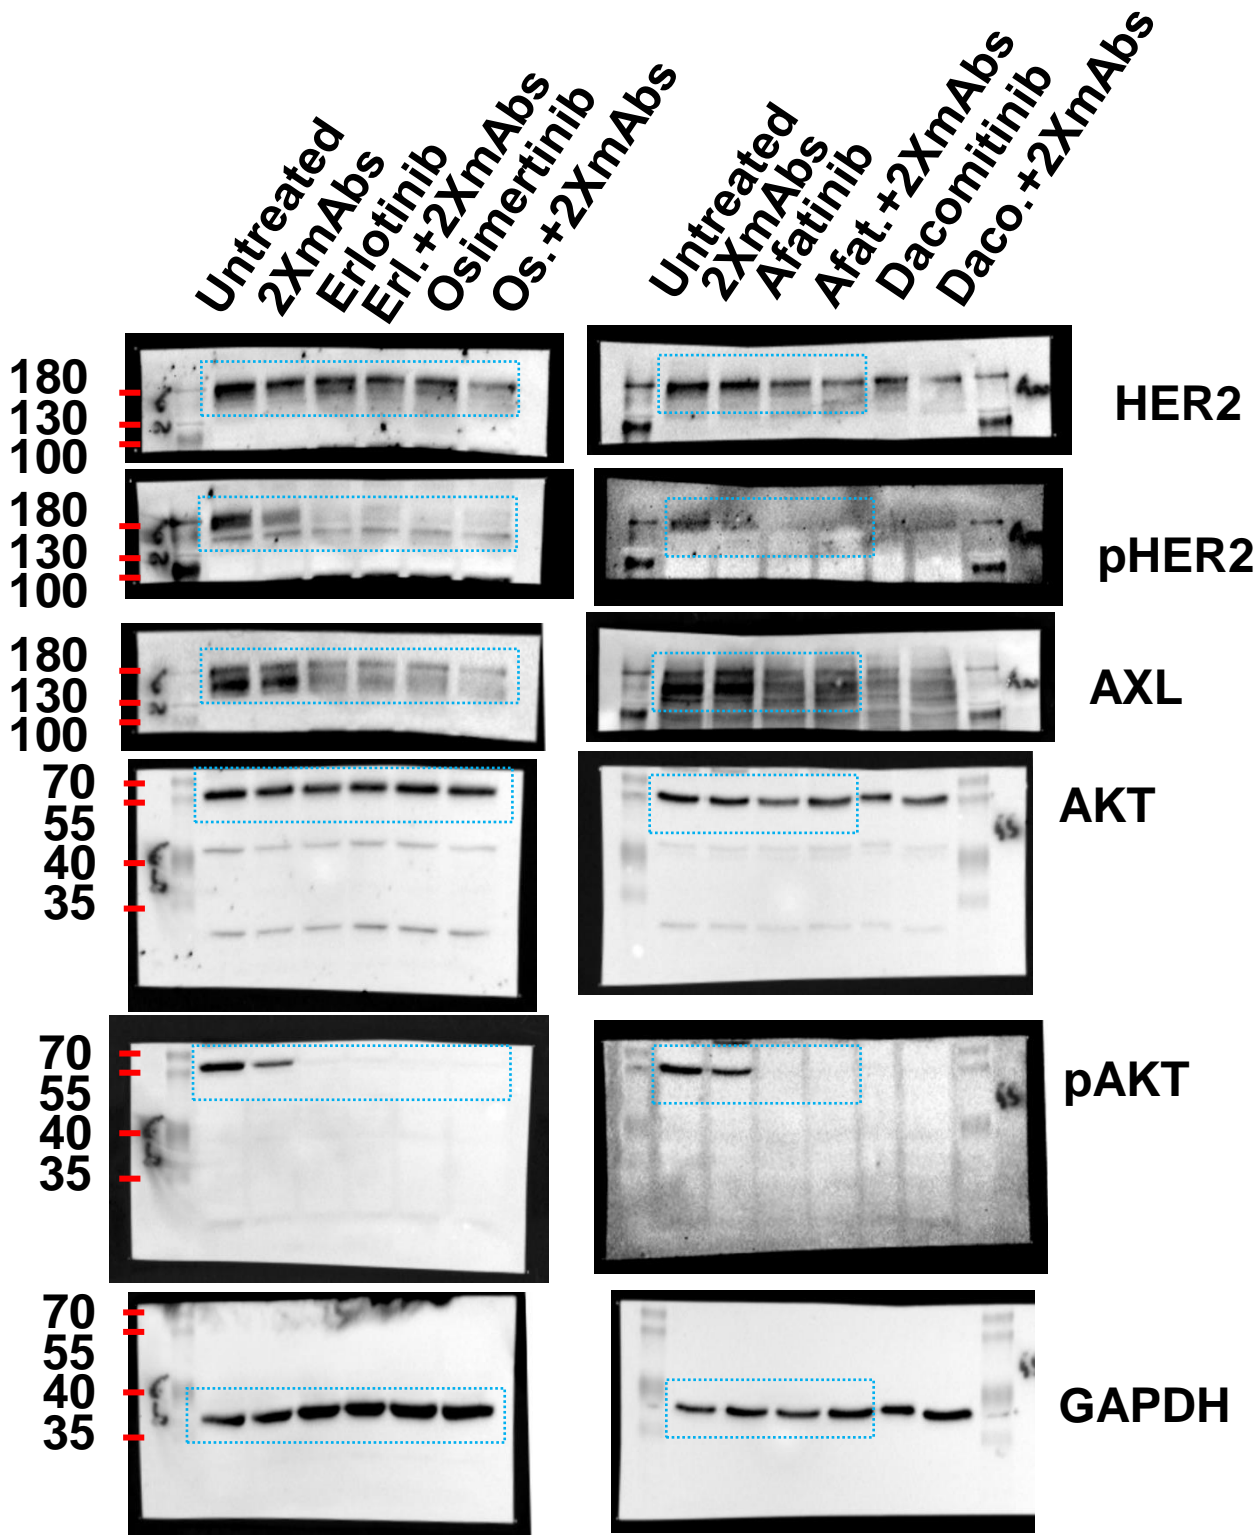

Figure 1A

PC9

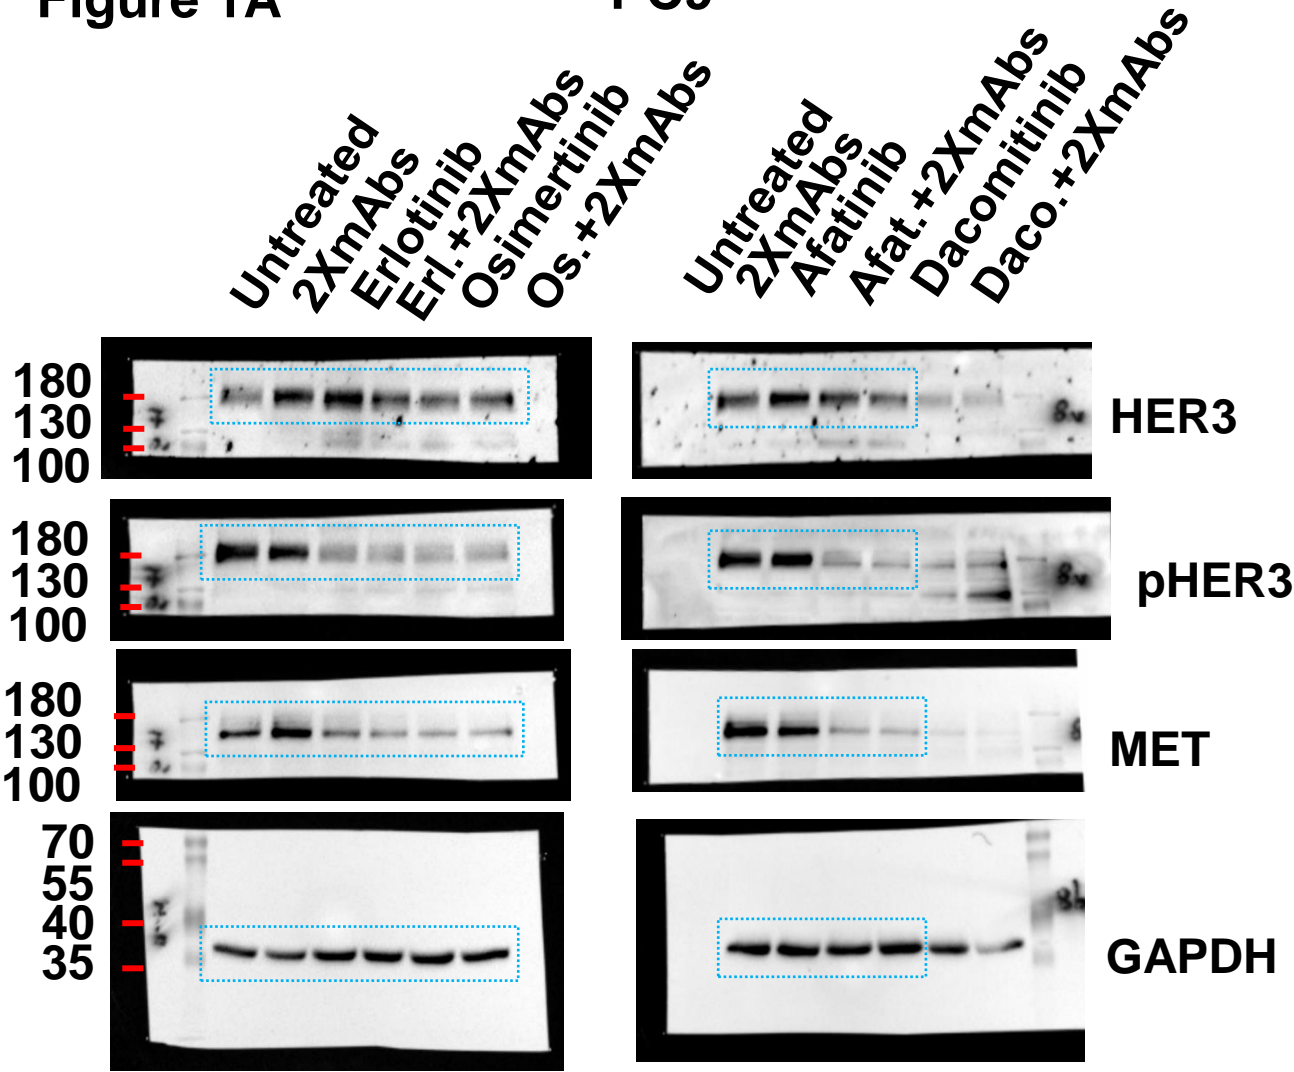

Figure 1A

H3255

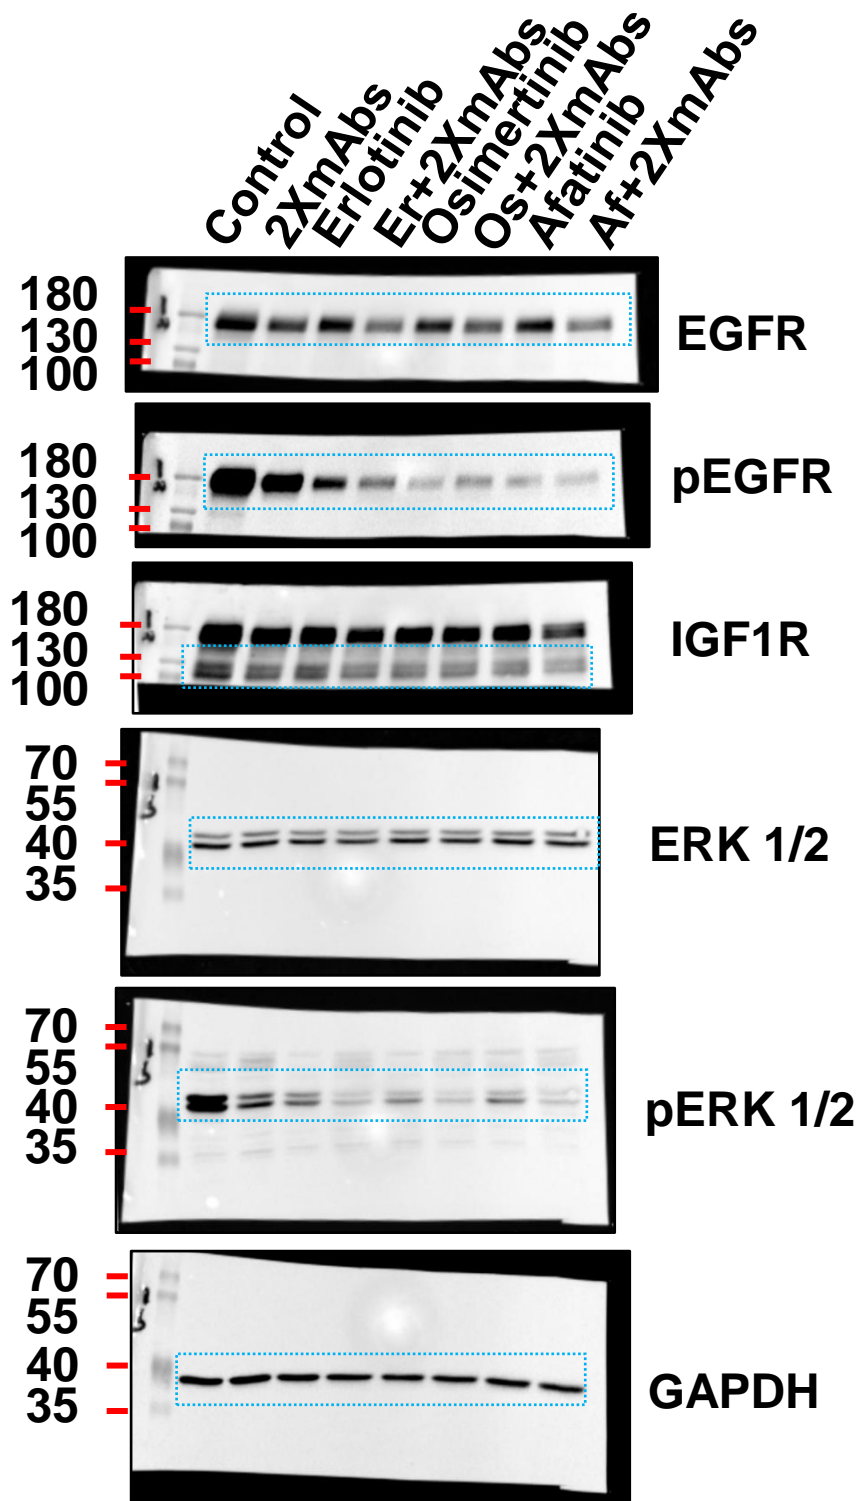

# H3255

Control  
2XmAbs  
Erlotinib  
Er+2XmAbs  
Osimertinib  
Os+2XmAbs  
Afatinib  
Af+2XmAbs

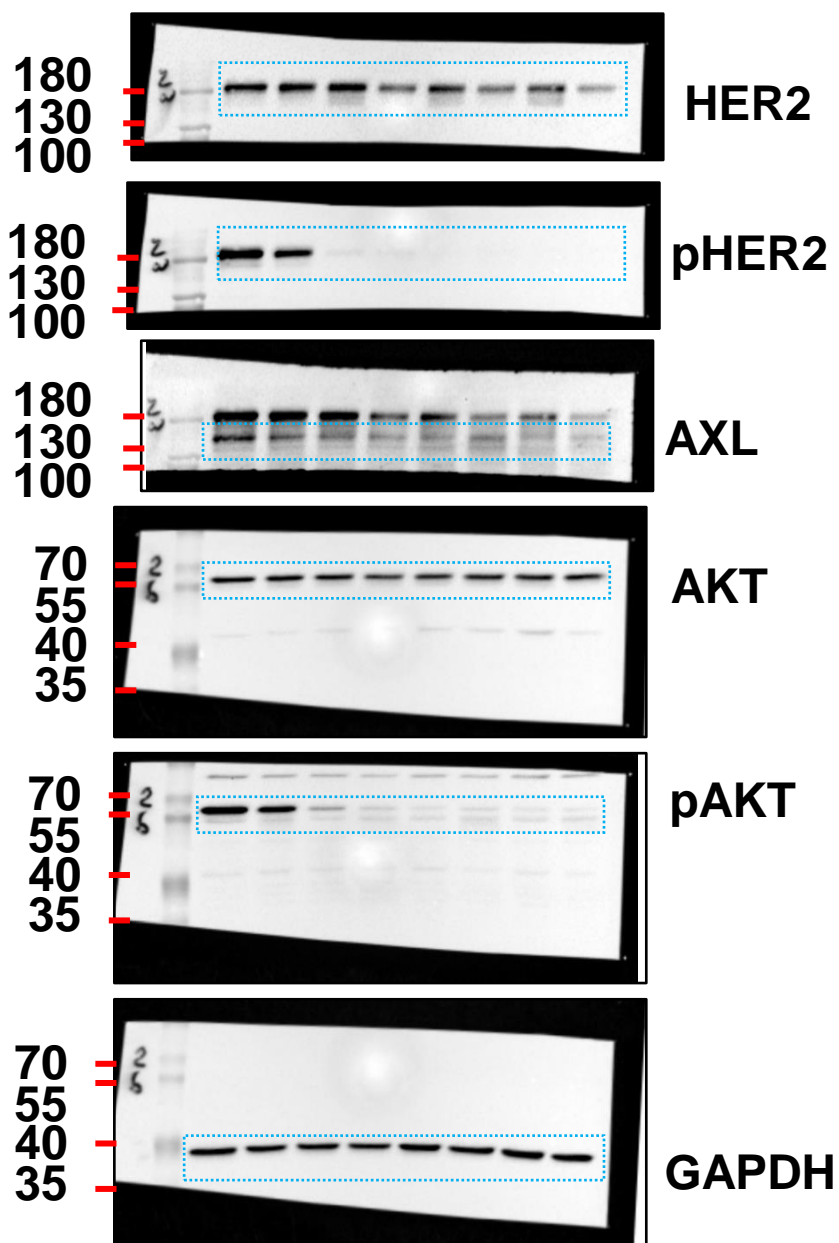

# H3255

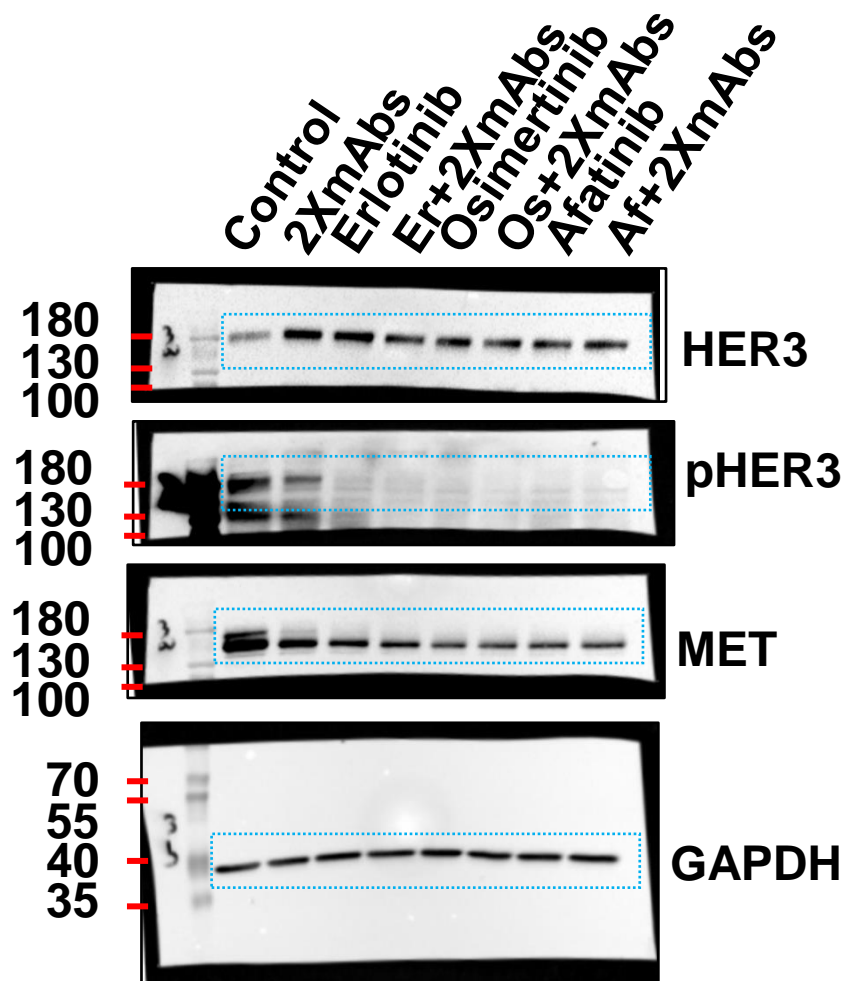

Figure 1C

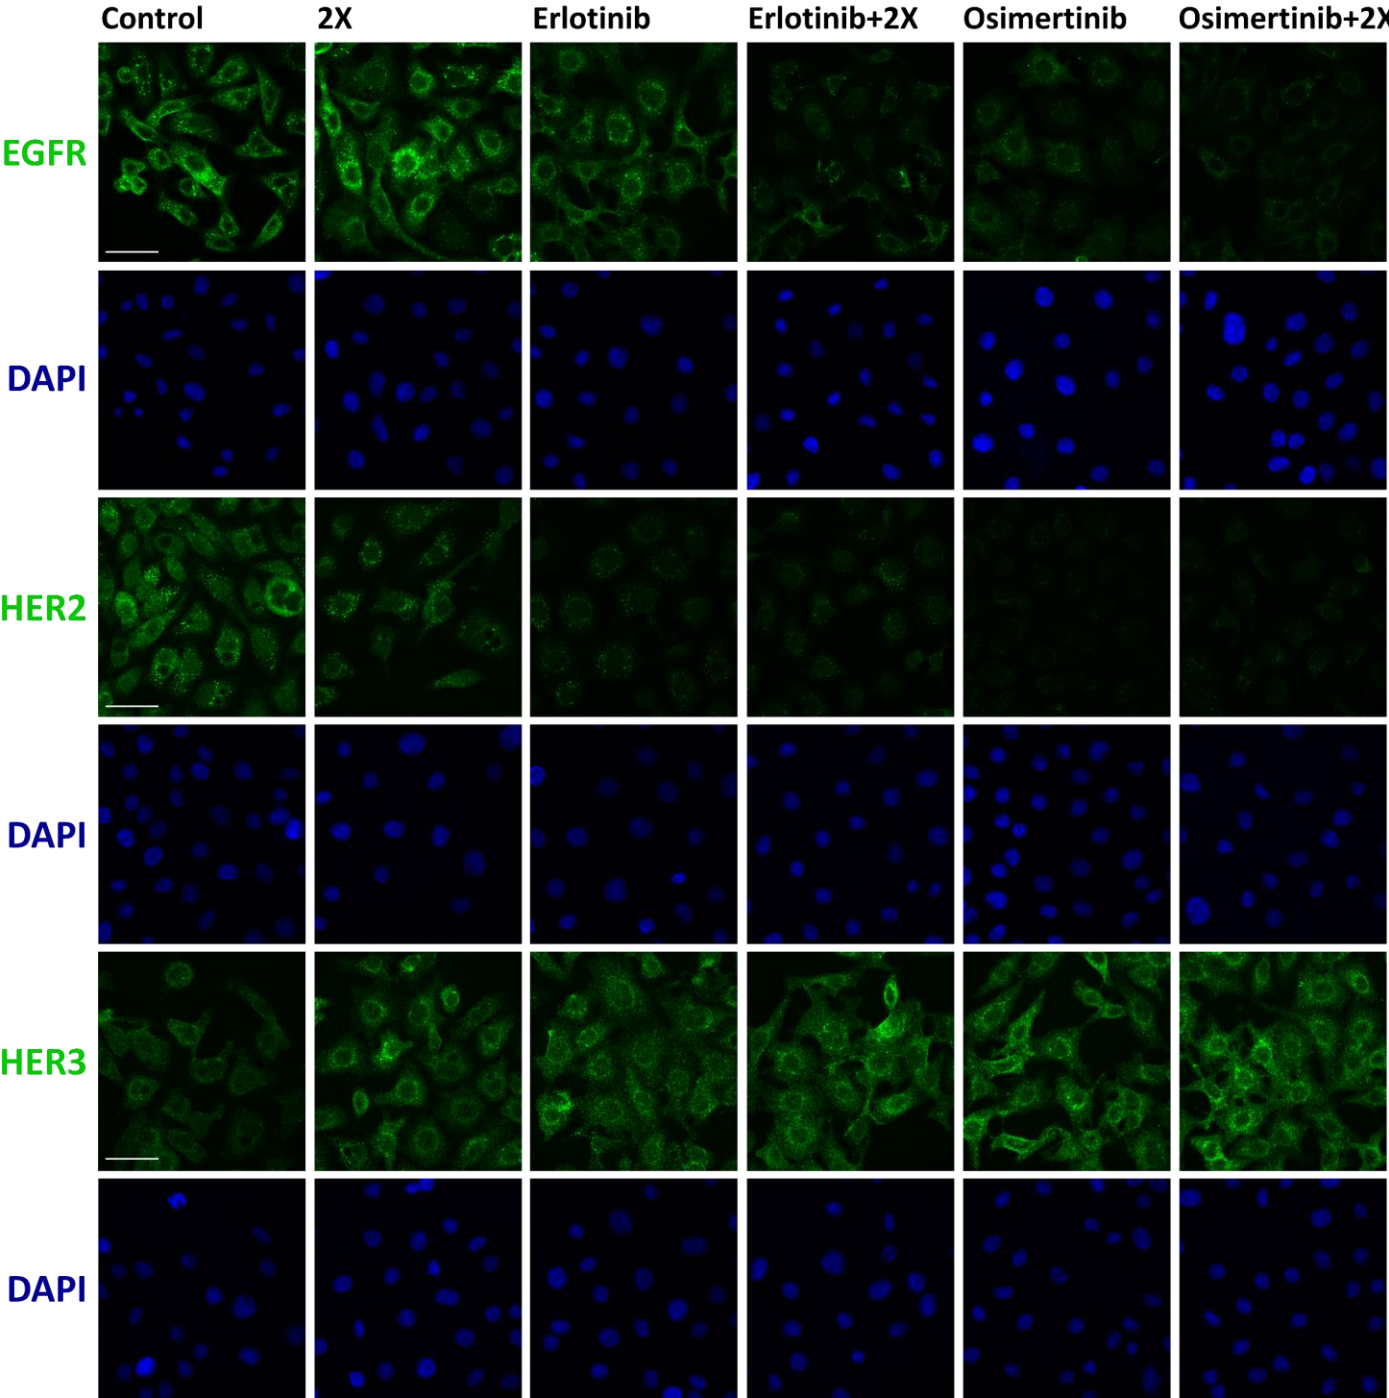

**Supplement:** Supplementary file 5 — Source Data for Figure 1

# Supplementary material for: Upfront admixing antibodies and EGFR inhibitors preempts sequential treatments in lung cancer models
**Source:** EMBO Mol Med. 2021 Mar 4;13(4):e13144. doi: 10.15252/emmm.202013144

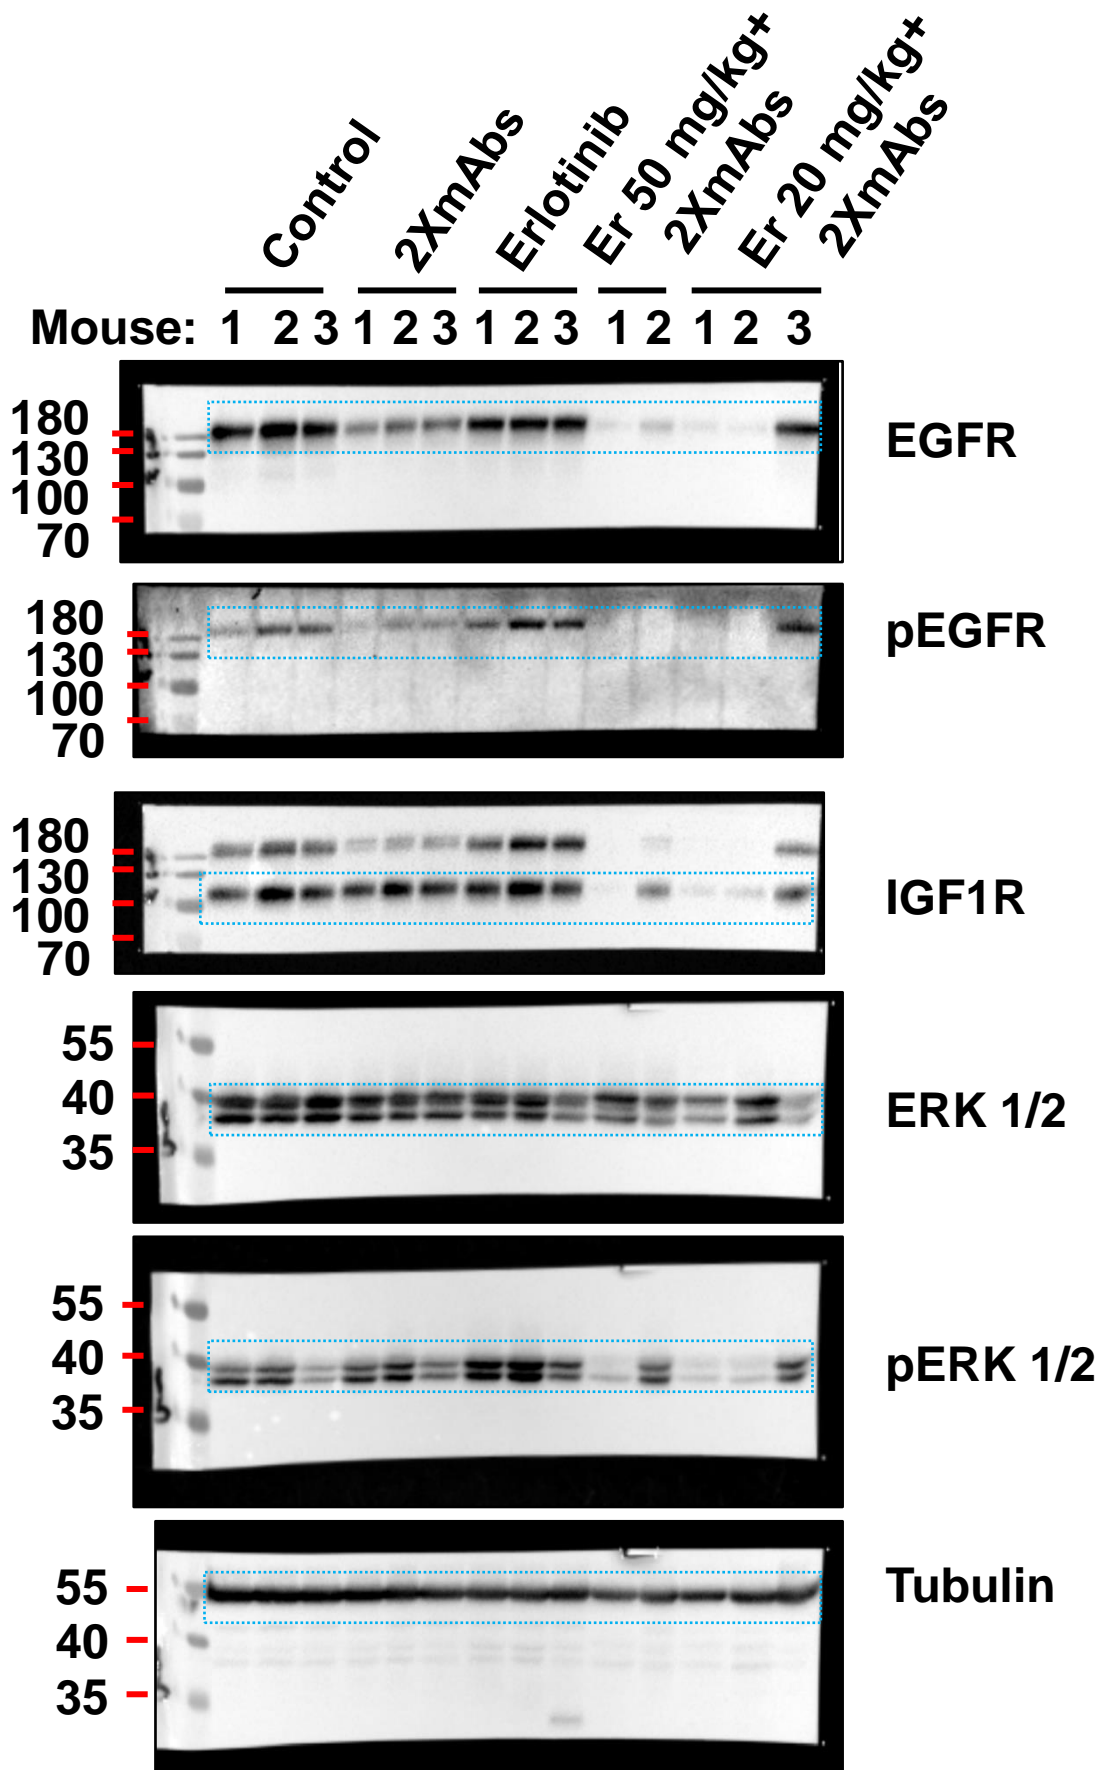

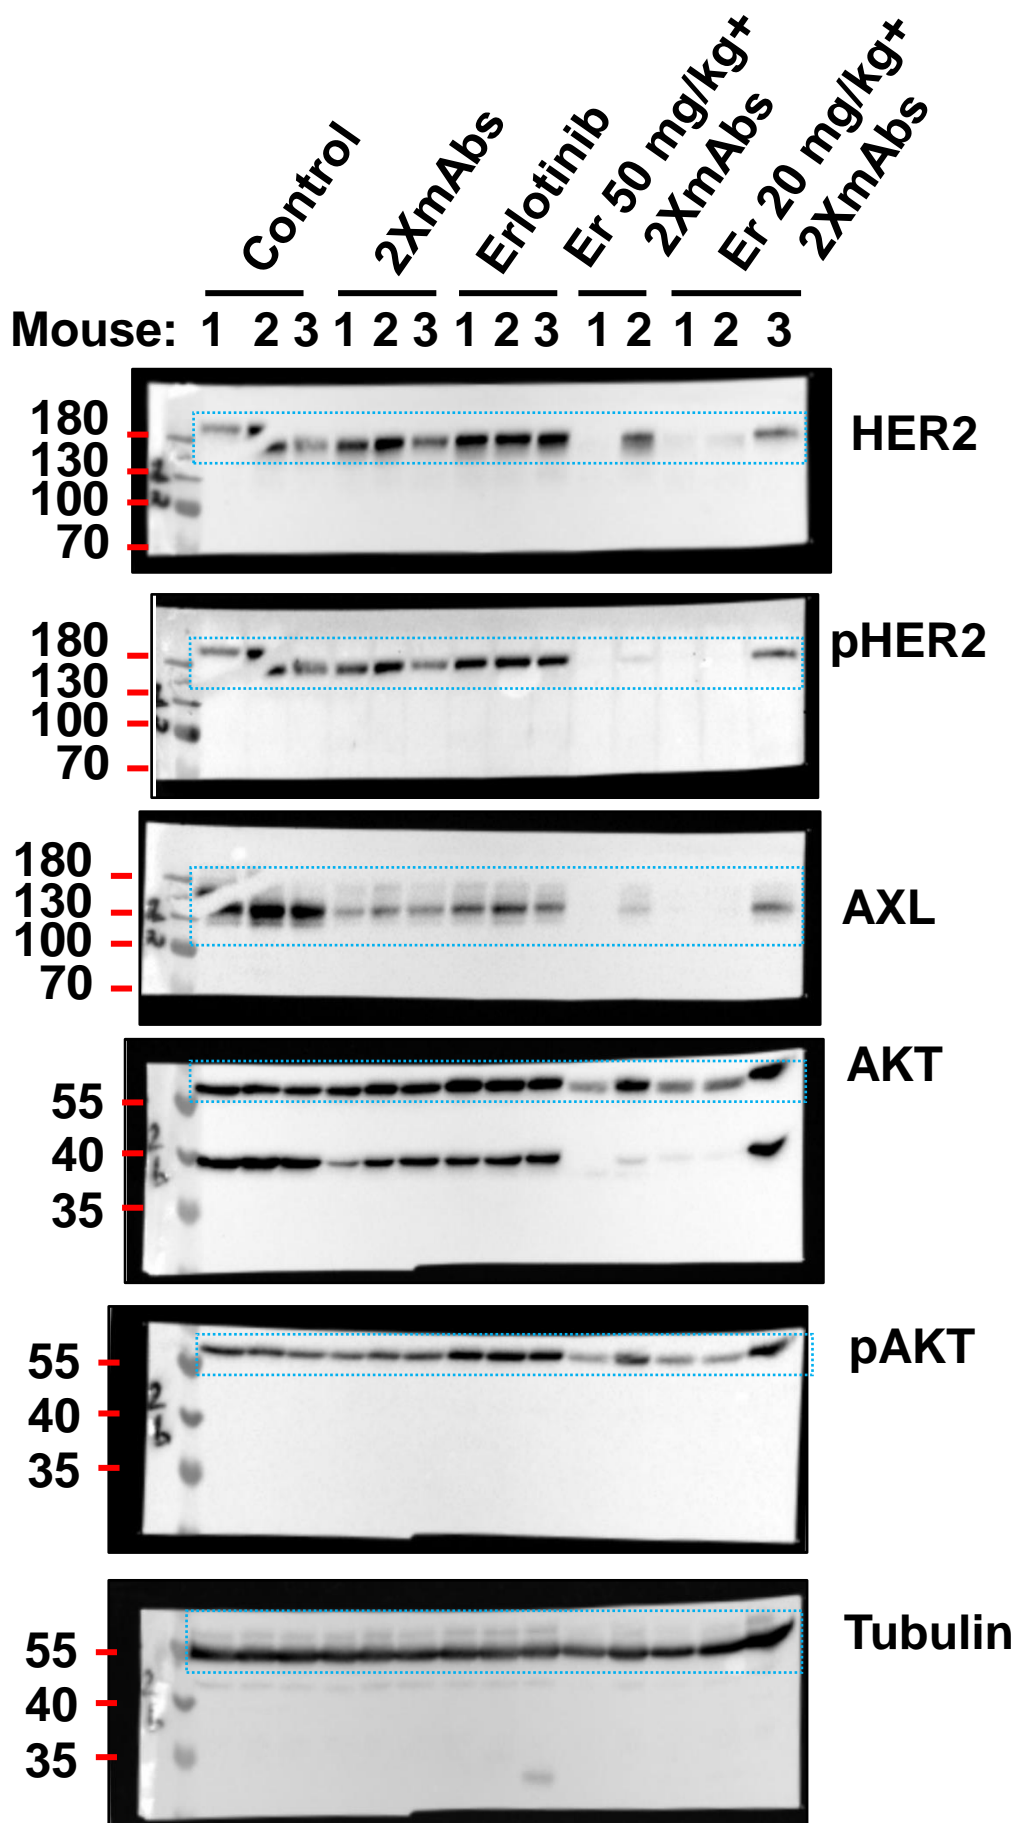

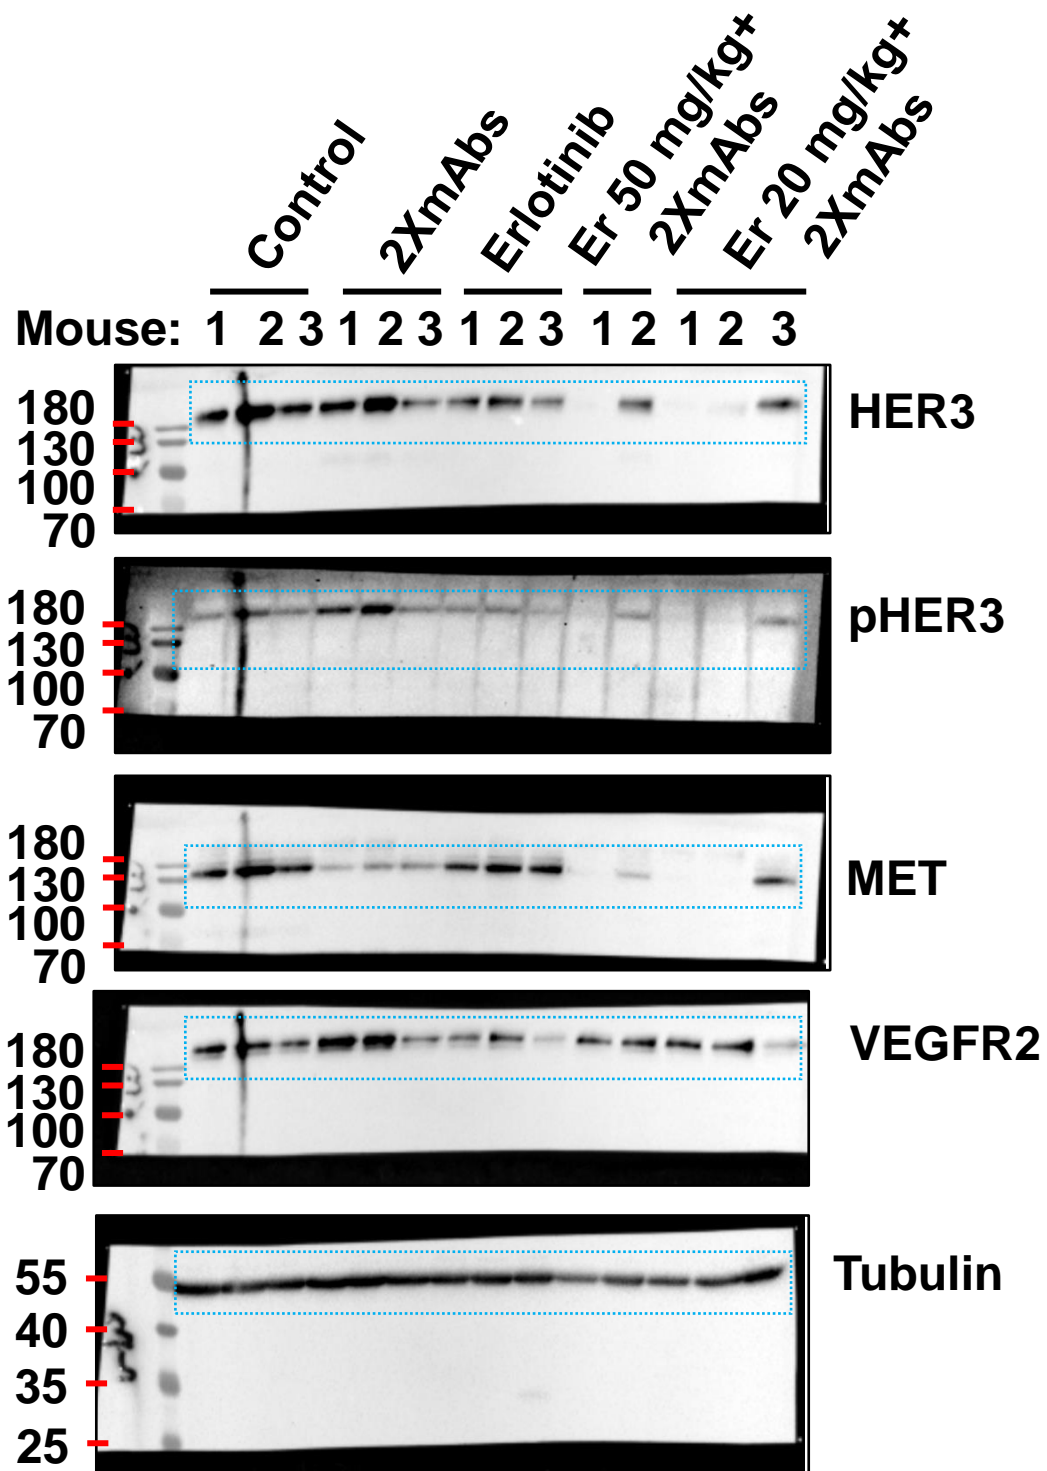

|        | Control |   |   | 2XmAbs |   |   | Erlotinib |   |   | Er 50 mg/kg+ |   |   | 2XmAbs |   |   | Er 20 mg/kg+ |   |   | 2XmAbs |  |  |
|--------|---------|---|---|--------|---|---|-----------|---|---|--------------|---|---|--------|---|---|--------------|---|---|--------|--|--|
| Mouse: | 1       | 2 | 3 | 1      | 2 | 3 | 1         | 2 | 3 | 1            | 2 | 3 | 1      | 2 | 3 | 1            | 2 | 3 |        |  |  |

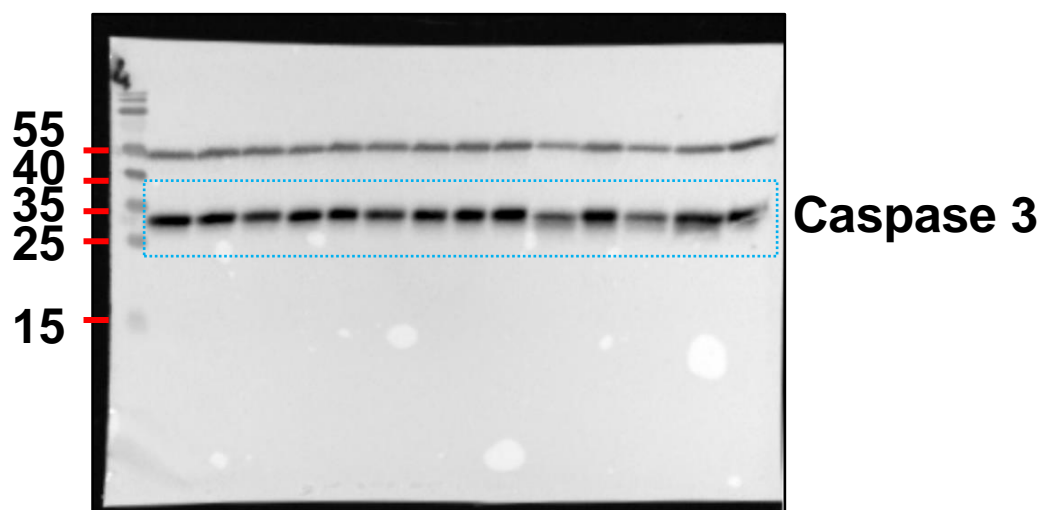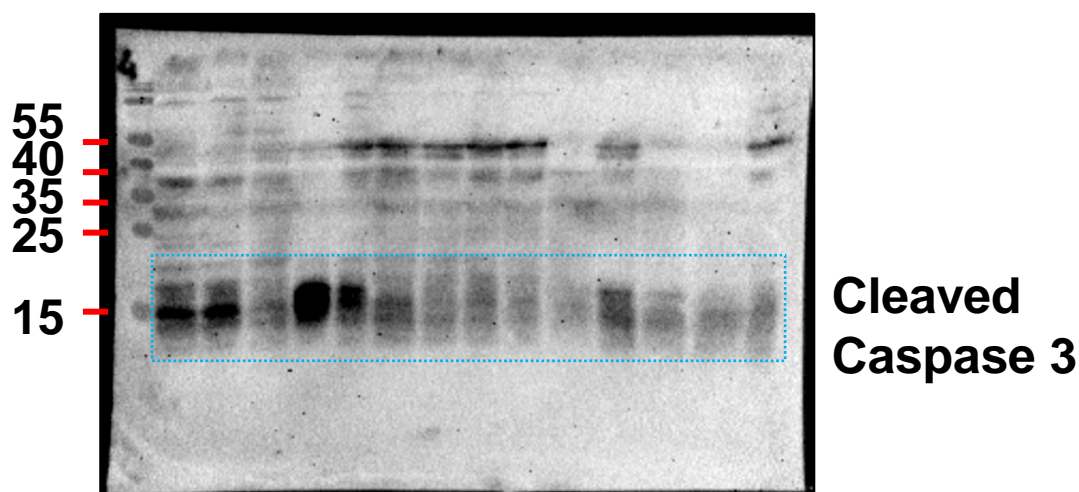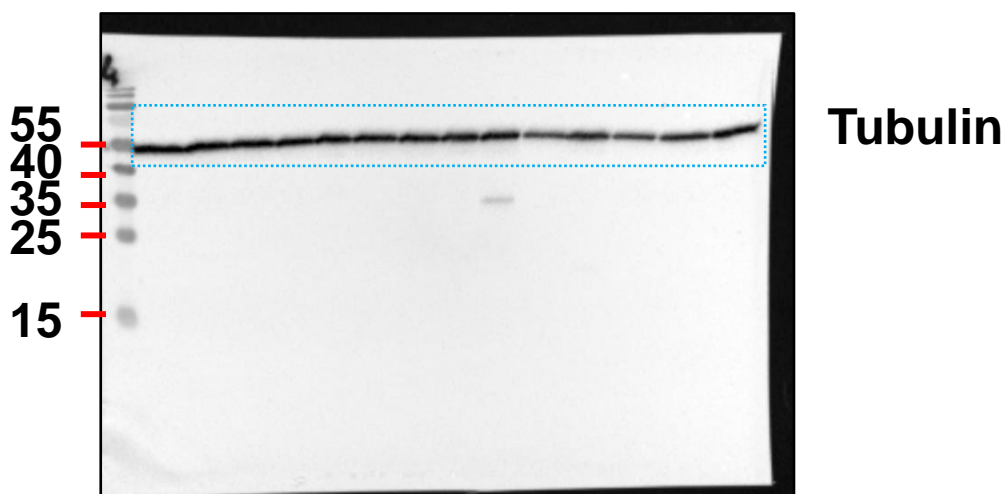

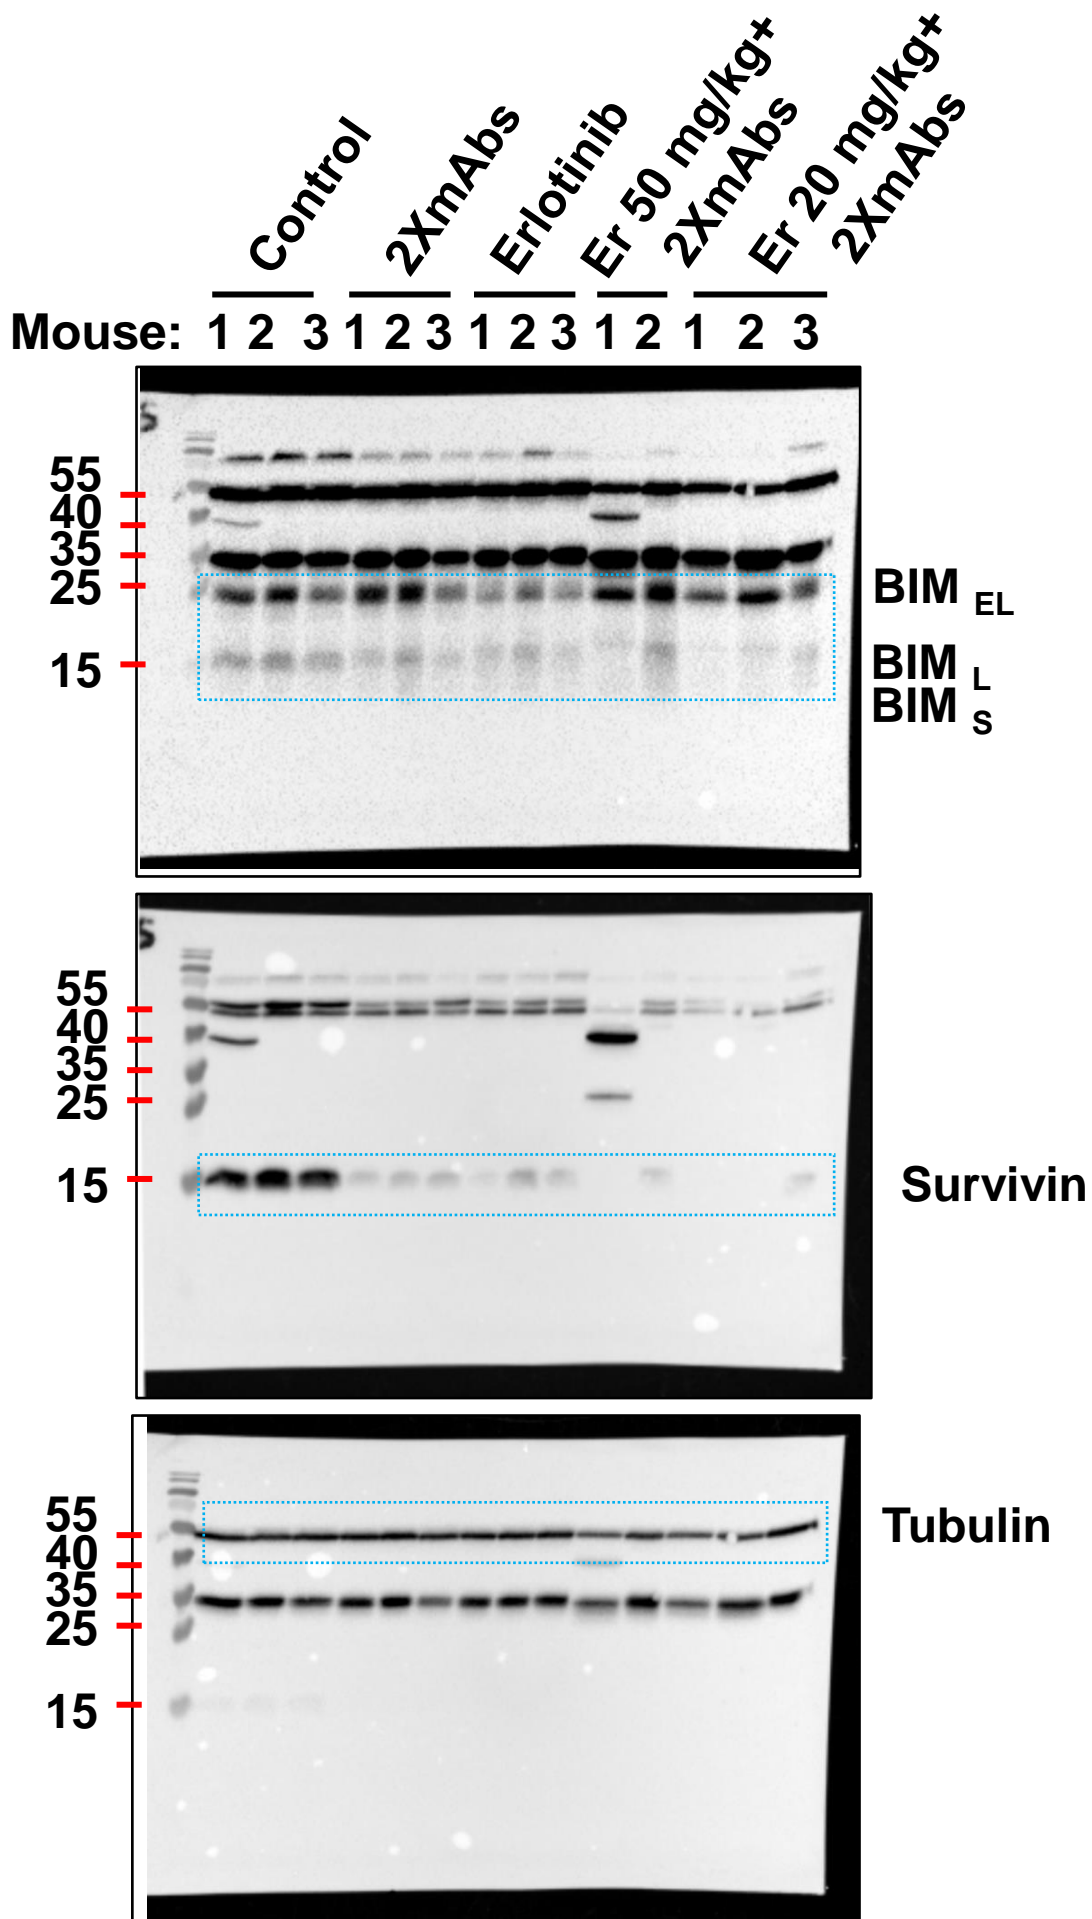

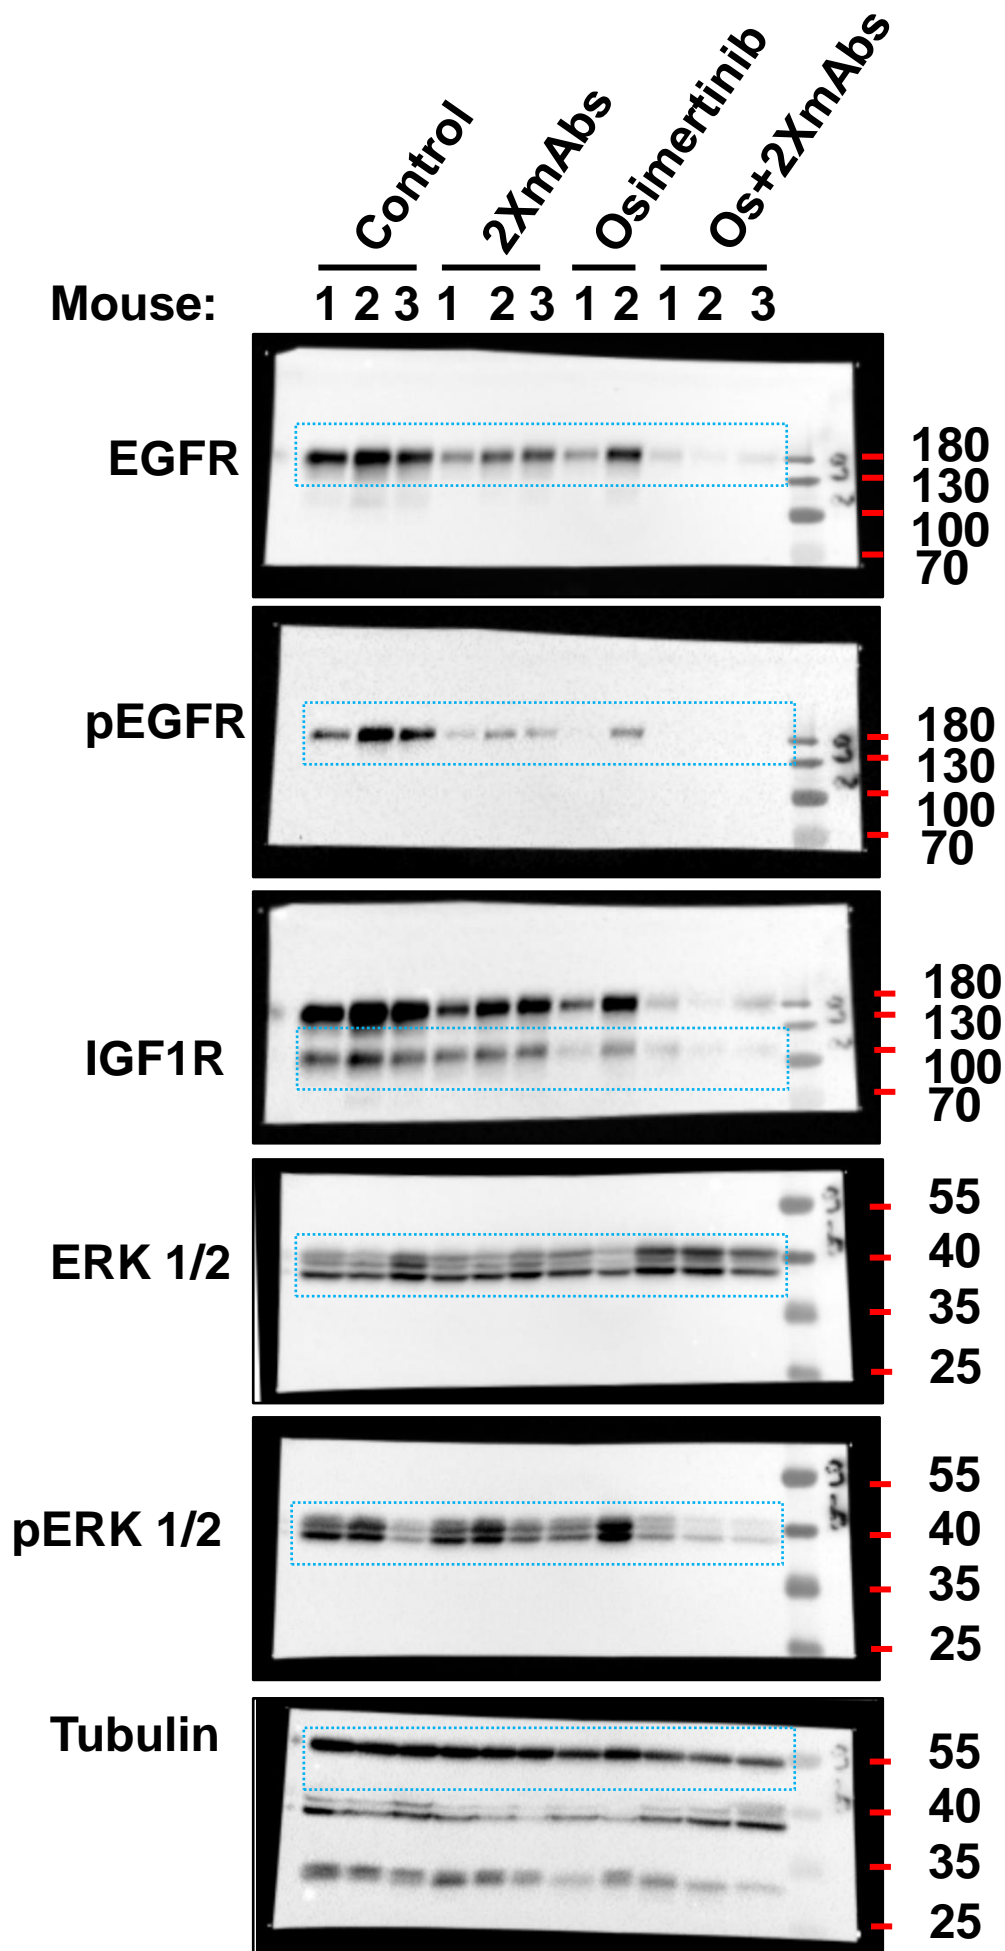

|        | Control |   |   | 2XmAbs |   |   | Osimertinib |   | Os+2XmAbs |   |                         |
|--------|---------|---|---|--------|---|---|-------------|---|-----------|---|-------------------------|
| Mouse: | 1       | 2 | 3 | 1      | 2 | 3 | 1           | 2 | 1         | 2 | 3                       |
| HER2   |         |   |   |        |   |   |             |   |           |   | 180<br>130<br>100<br>70 |
| AXL    |         |   |   |        |   |   |             |   |           |   | 180<br>130<br>100<br>70 |
| AKT    |         |   |   |        |   |   |             |   |           |   | 55<br>40<br>35<br>25    |
| pAKT   |         |   |   |        |   |   |             |   |           |   | 55<br>40<br>35<br>25    |
| GAPDH  |         |   |   |        |   |   |             |   |           |   | 55<br>40<br>35<br>25    |

|        | Control |   |   | 2XmAbs |   |   | Osimertinib |   | Os+2XmAbs |   |                         |  |
|--------|---------|---|---|--------|---|---|-------------|---|-----------|---|-------------------------|--|
| Mouse: | 1       | 2 | 3 | 1      | 2 | 3 | 1           | 2 | 1         | 2 | 3                       |  |
| HER3   |         |   |   |        |   |   |             |   |           |   | 180<br>130<br>100<br>70 |  |
| MET    |         |   |   |        |   |   |             |   |           |   | 180<br>130<br>100<br>70 |  |
| VEGFR2 |         |   |   |        |   |   |             |   |           |   | 180<br>130<br>100<br>70 |  |
| GAPDH  |         |   |   |        |   |   |             |   |           |   | 55<br>40<br>35          |  |

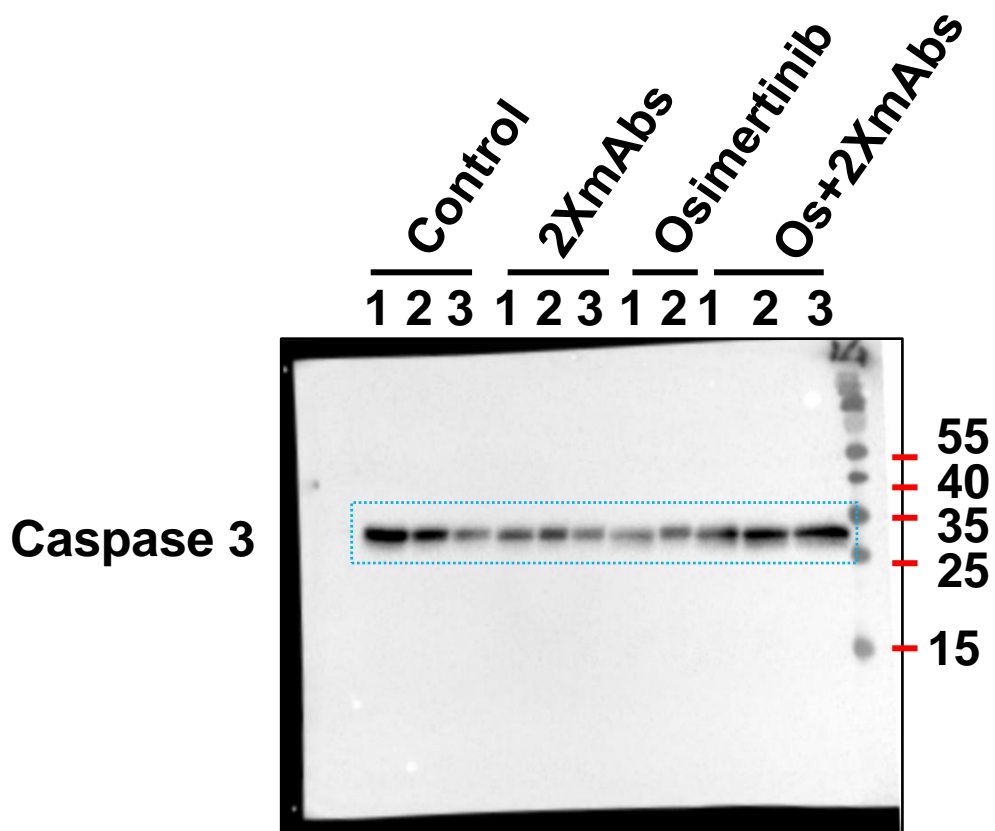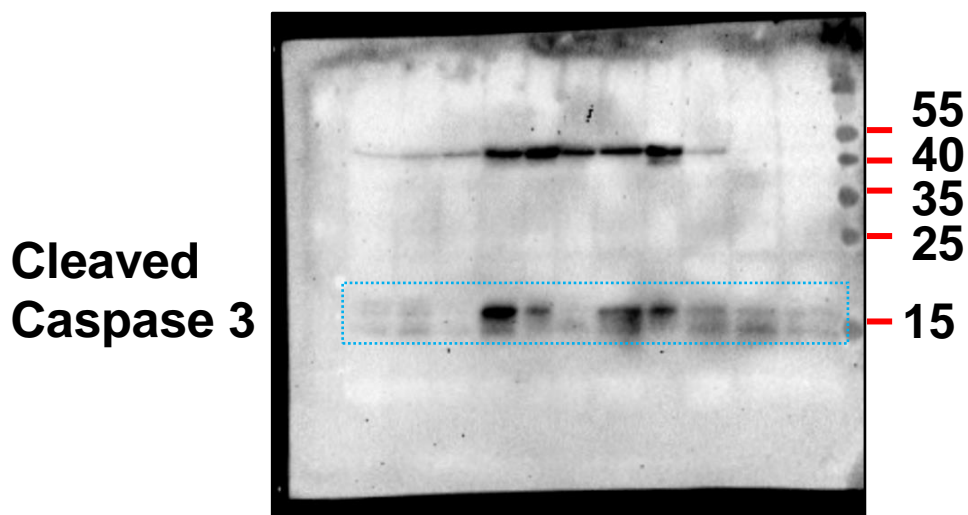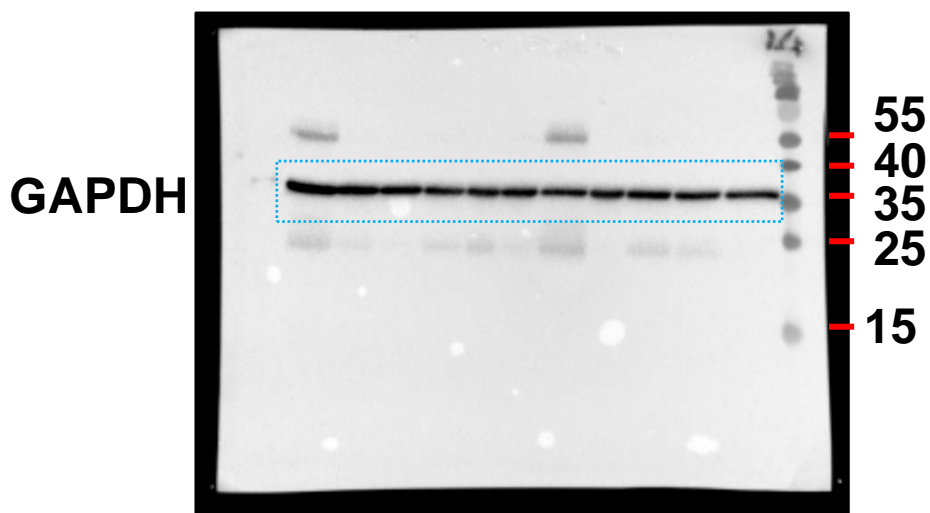

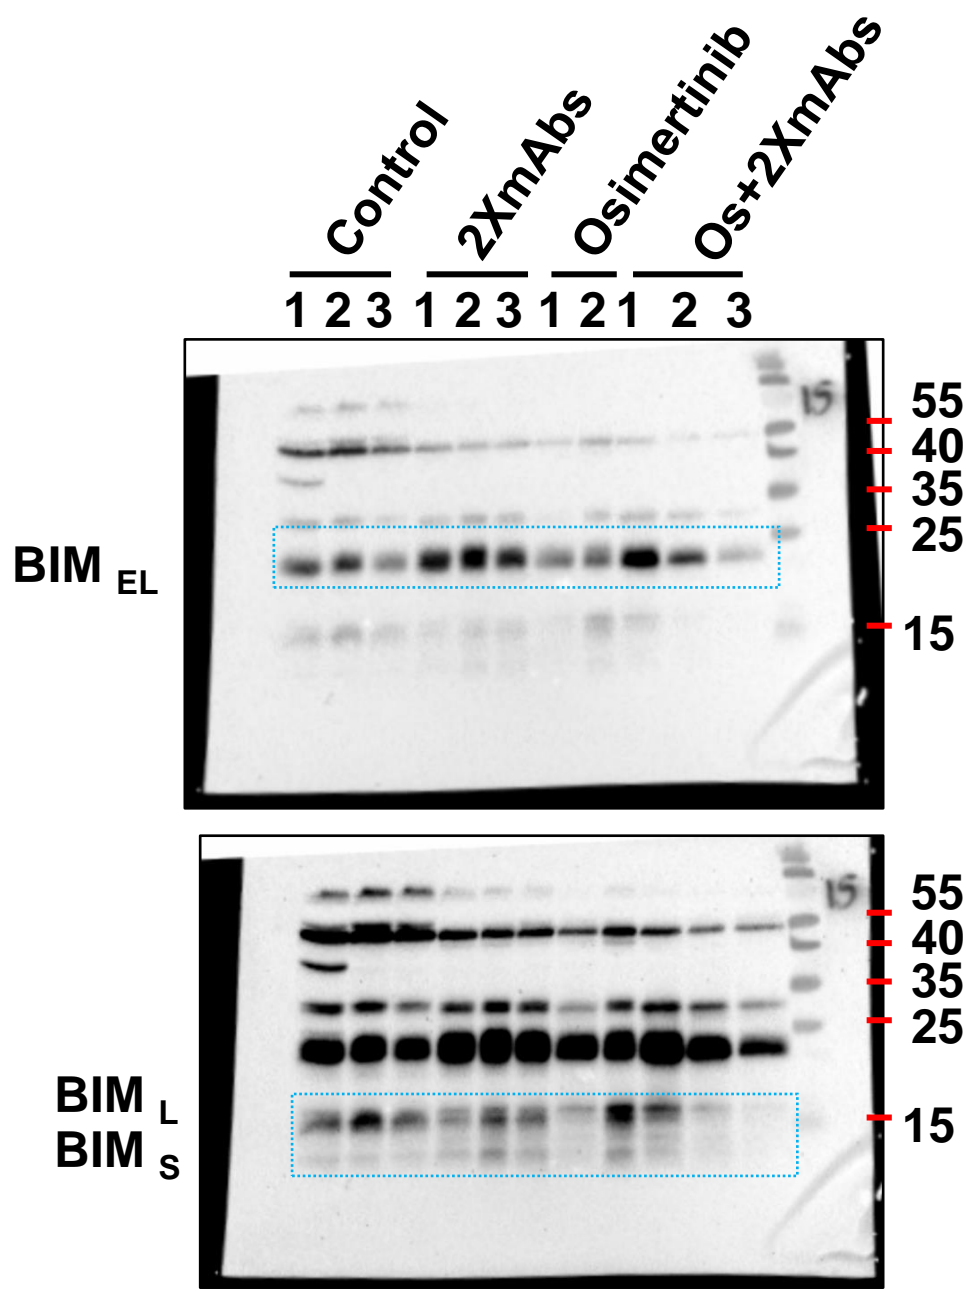

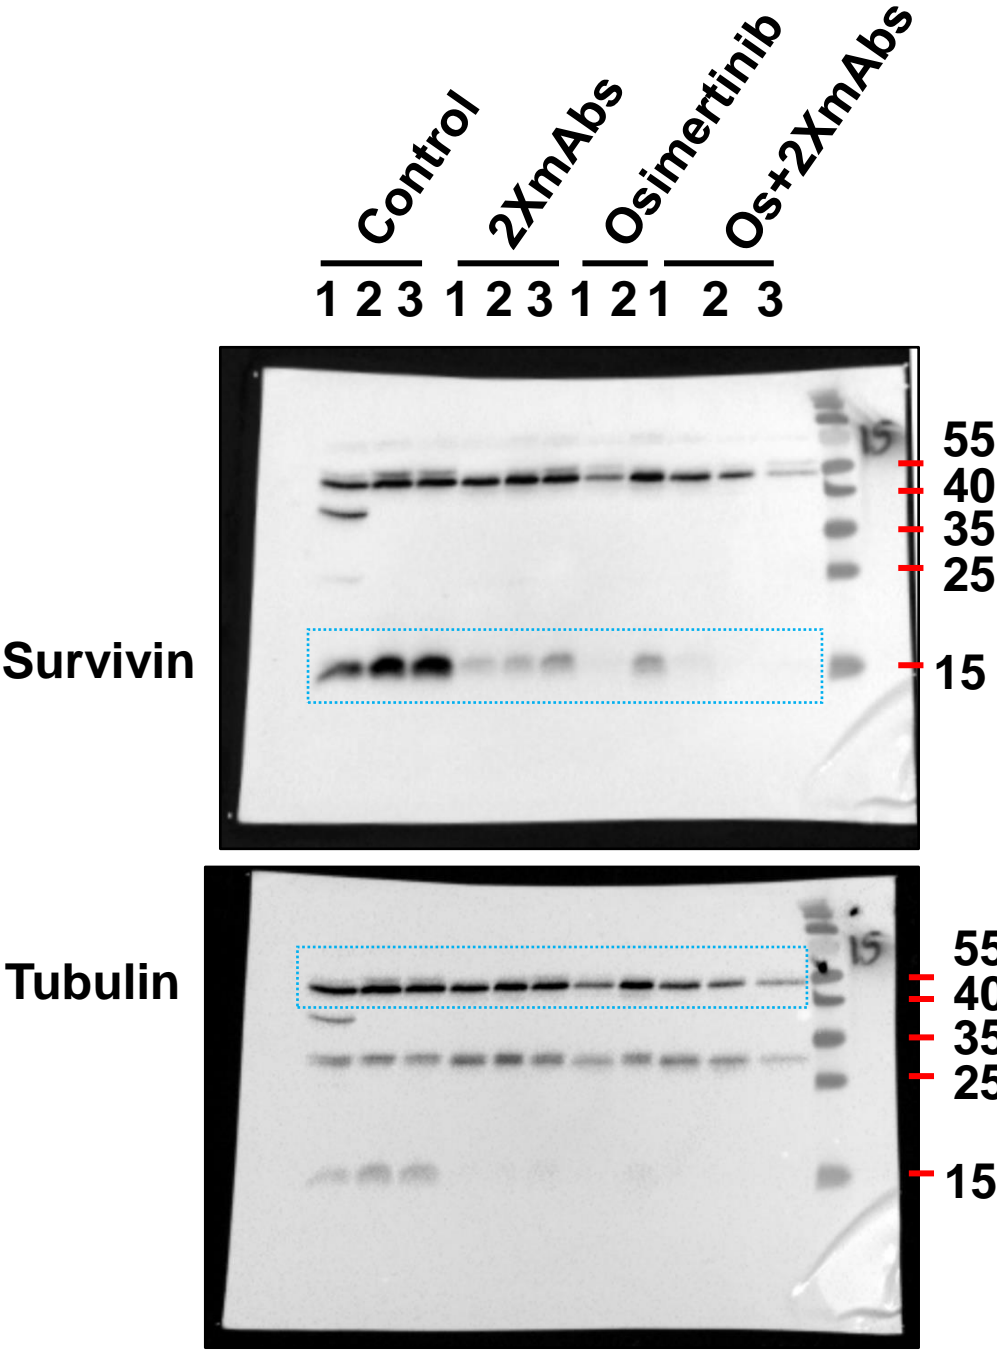

|                         | Control |   |   | 2XmAbs |   |   | Afatinib |   | Af+2XmAbs |   |          |
|-------------------------|---------|---|---|--------|---|---|----------|---|-----------|---|----------|
| Mouse:                  | 1       | 2 | 3 | 1      | 2 | 3 | 1        | 2 | 1         | 2 |          |
| 180<br>130<br>100<br>70 |         |   |   |        |   |   |          |   |           |   | EGFR     |
| 180<br>130<br>100<br>70 |         |   |   |        |   |   |          |   |           |   | pEGFR    |
| 180<br>130<br>100<br>70 |         |   |   |        |   |   |          |   |           |   | IGF1R    |
| 55<br>40<br>35<br>25    |         |   |   |        |   |   |          |   |           |   | ERK 1/2  |
| 55<br>40<br>35<br>25    |         |   |   |        |   |   |          |   |           |   | pERK 1/2 |
| 55<br>40<br>35<br>25    |         |   |   |        |   |   |          |   |           |   | Tubulin  |

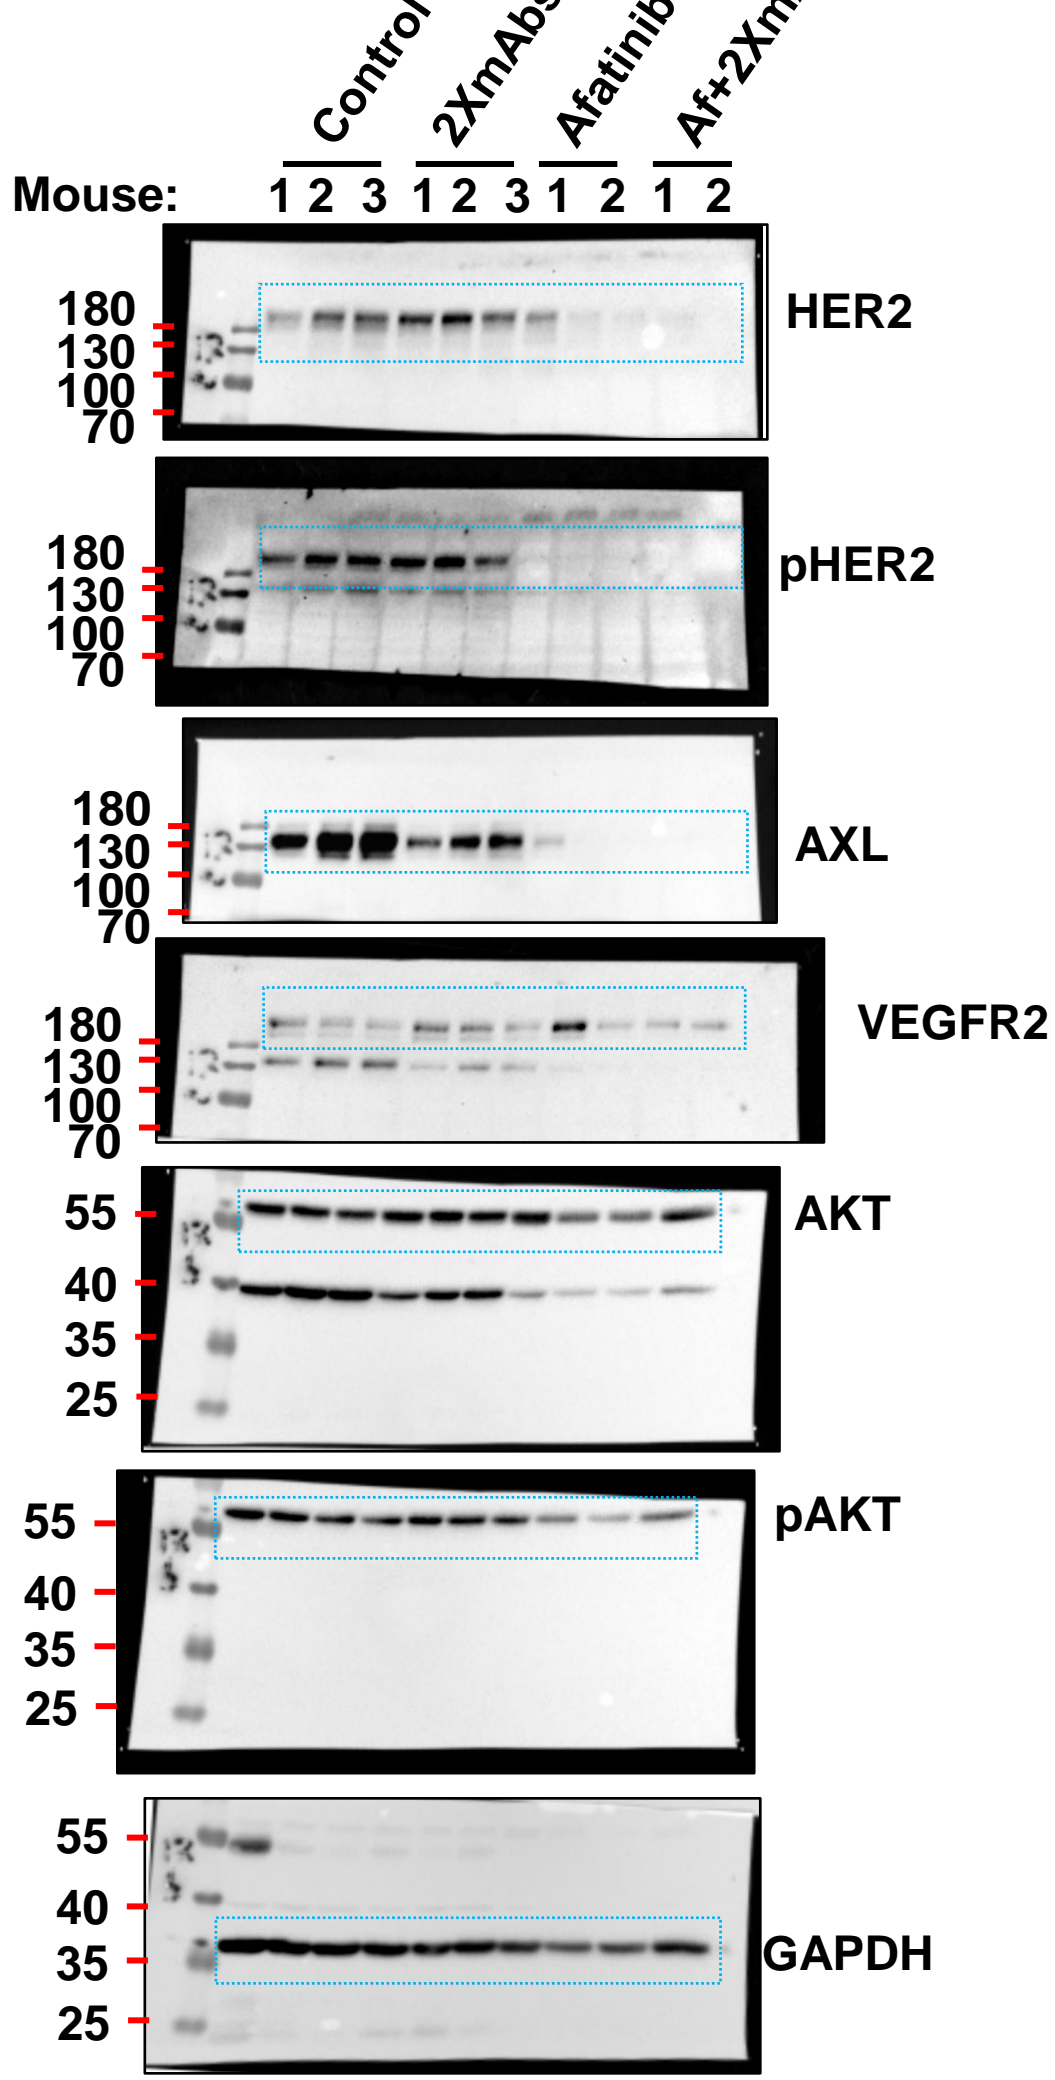

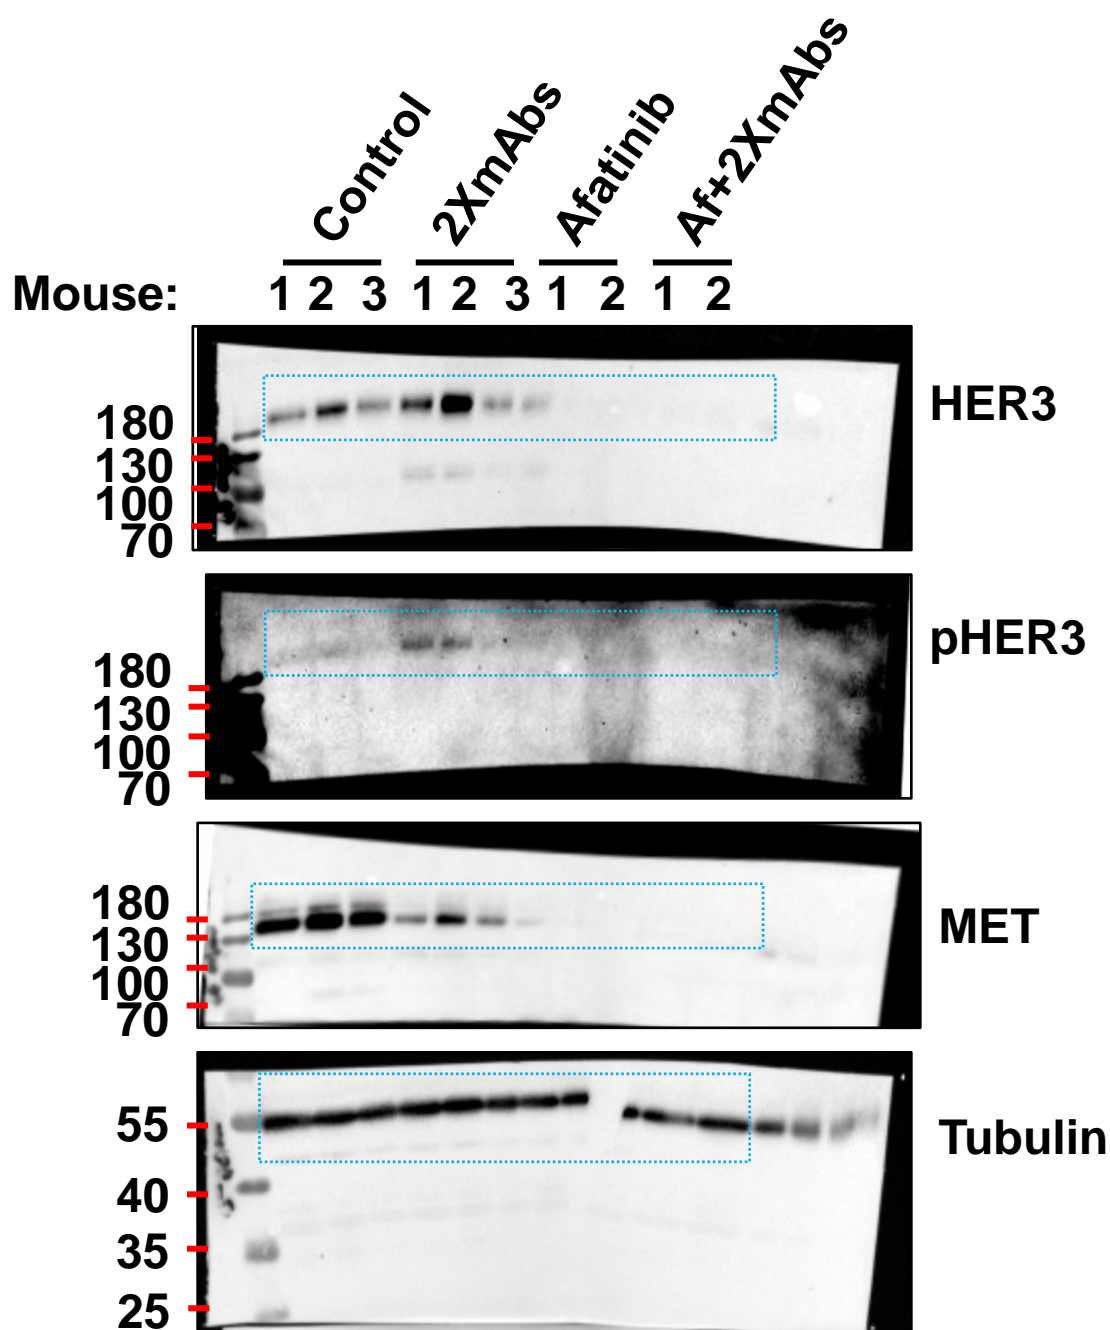

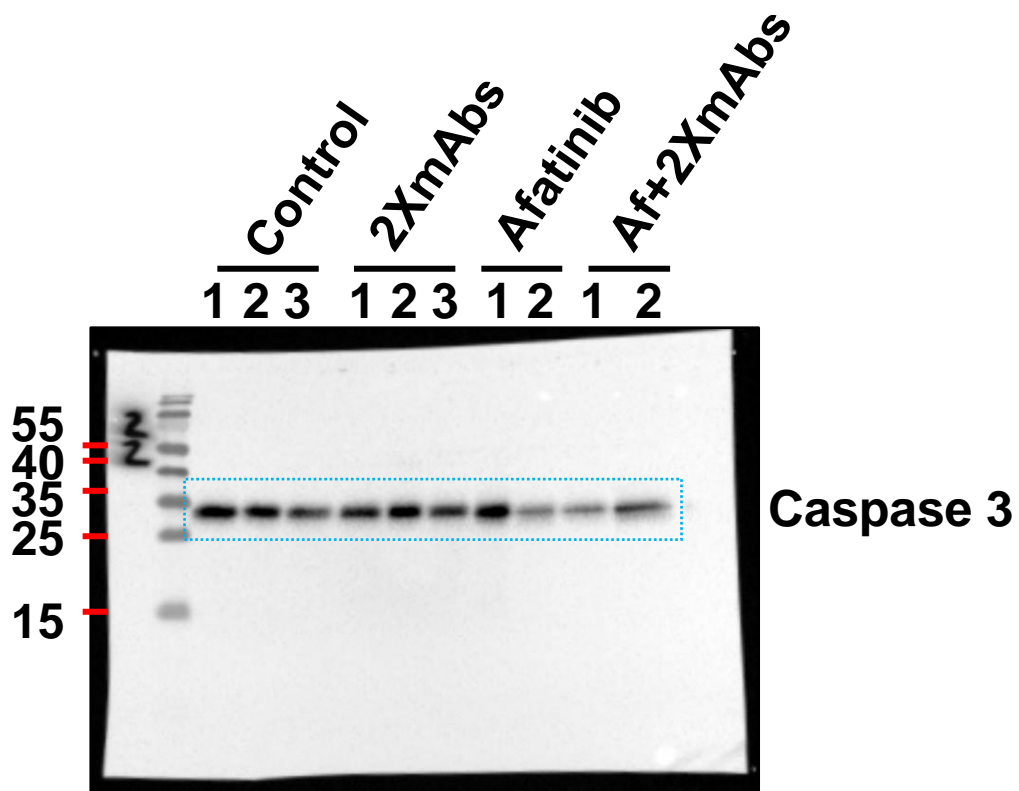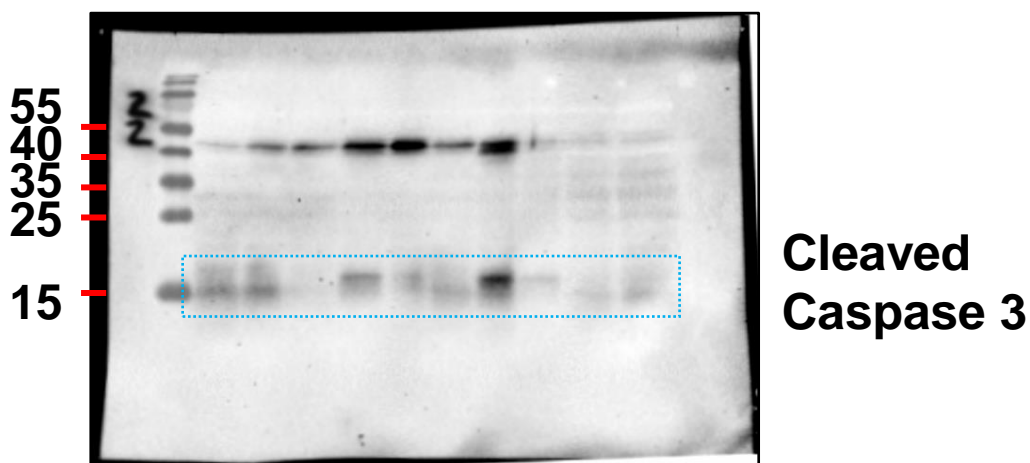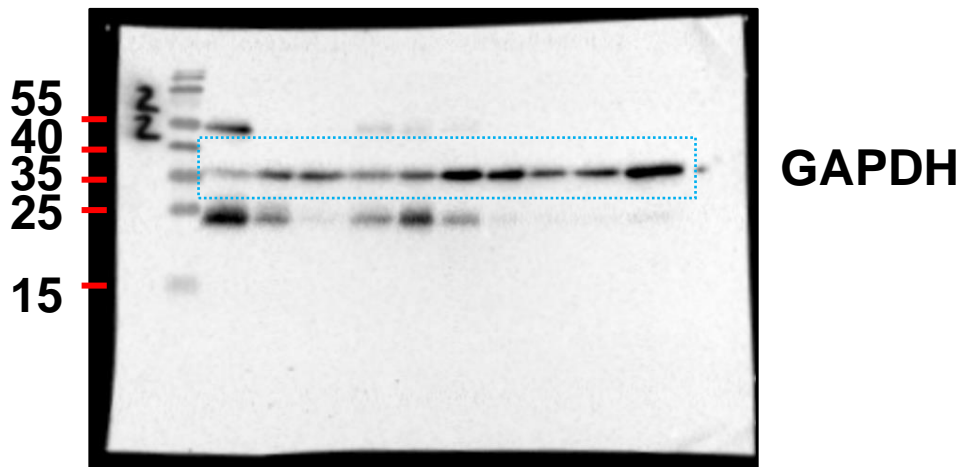

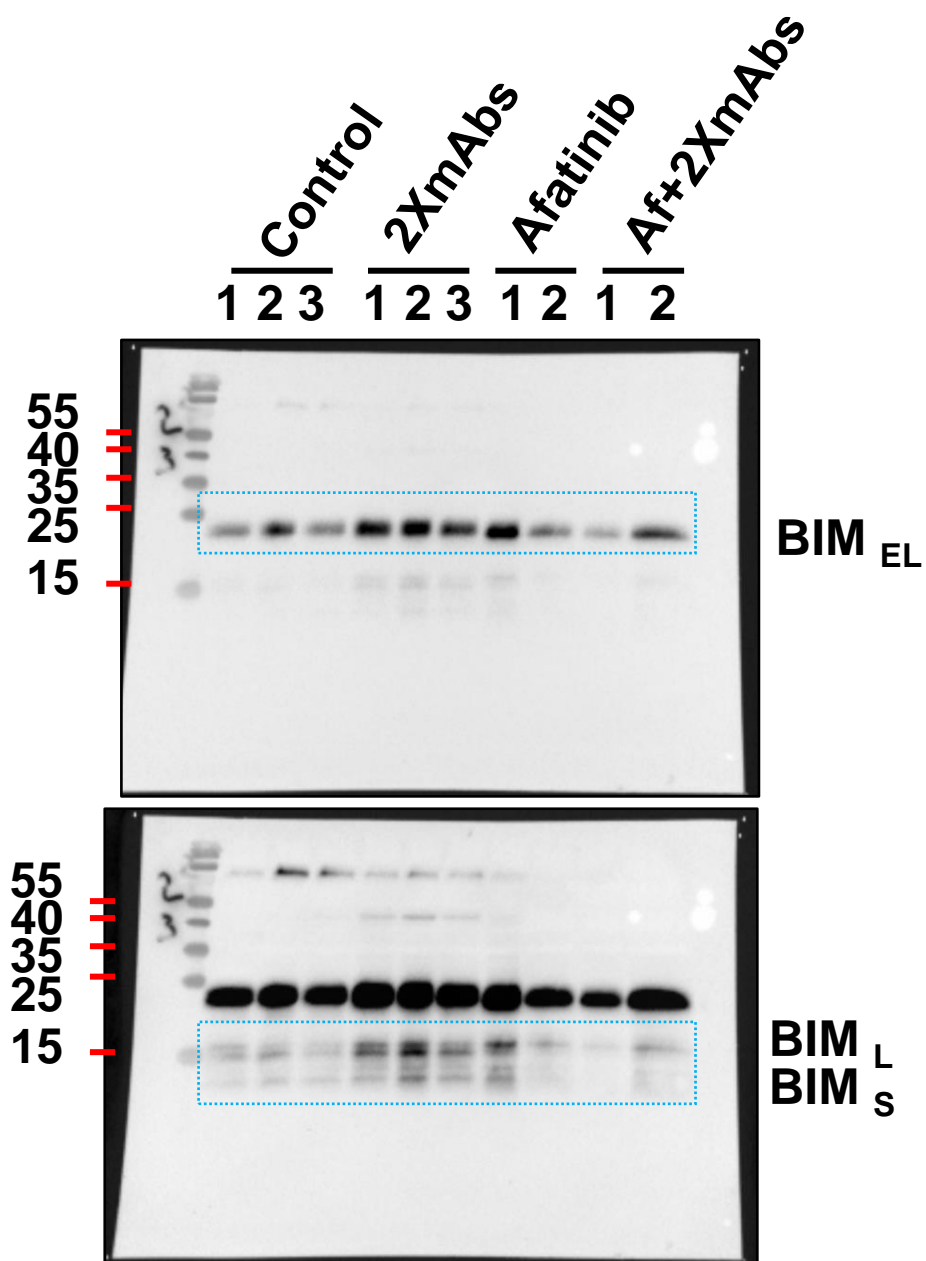

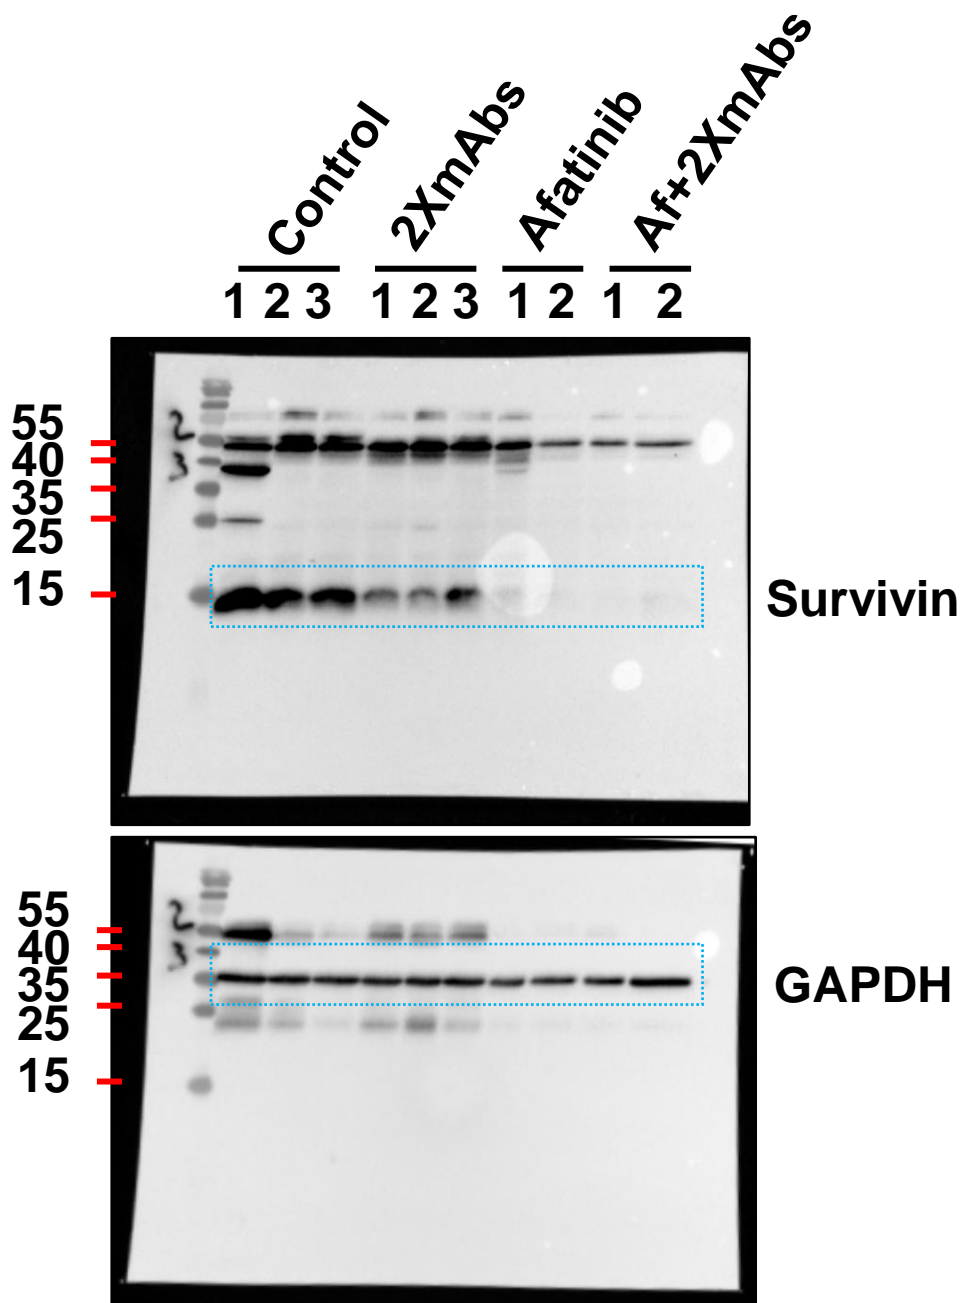

**Supplement:** Supplementary file 6 — Source Data for Figure 4

How the deposited data were processed for this re-analysis (not part of the article)

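RNA was measured in 13 tumors grown from PC9 cells in 13 mice, in 4 groups of 5, 3, 3 and 2 tumors. Each tumor is 1 replicate. Groups were taken from the deposited sample titles and treatment labels. The files of the 2 Er+2XmAbs-responding tumors are named as responding, without the antibodies, while their titles and labels give the combination. The authors prepared libraries by the bulk MARS-seq protocol, sequenced them on a NextSeq500, and used the UTAP pipeline for quality checks, alignment and counting and DESeq2 for differential expression. The values the authors deposited are regularized log2 values of DESeq2 for 13141 genes in each tumor. They include the authors' scaling for library size and the shrinkage of each gene's values toward its mean. The paper's text does not name the genome build, the annotation or a filter on weakly expressed genes. Counts were not used here, so the depth per tumor is unknown, no interval or limit that needs a count is given, and DESeq2's own test was not repeated.

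The values were analysed as deposited, without further scaling or filtering. Differences between groups were estimated with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend=TRUE), with 1 coefficient per group over all 13 tumors and no covariates. Of the 6 comparisons between groups, each was read from this fit. P-values were adjusted over all 13141 genes by the Benjamini-Hochberg method. The threshold of the paper's methods, a p-value of at most 5e-06 and a log2 difference of at least 1, was applied to the unadjusted p-value, since the methods say P-value. Counts that are compared between the 6 comparisons use an adjusted p-value under 0.05 and the same minimum difference.

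Genes were named by a rule. All genes plotted in Fig 7D, blotted in Fig 7C or measured by qPCR in Fig EV5C were named, and the receptors discussed with Fig 7C. For 4 of the comparisons, the rule added the 5 genes with the largest rise and the 5 with the largest fall among those with an adjusted p-value under 0.05 whose tumors in one group all lay above or all below those of the other. Of the other lists, only the members that moved most were named.

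Gene lists were tested as sets with camera at a preset correlation of 0.01 between genes, with fry, and with camera at an estimated correlation, adjusted over 14 lists. The lists were the genes of Fig 7D, Fig 7C and Fig EV5C, the genes drawn higher and lower in Fig 7B, the receptors, G2/M and S-phase genes as in the Seurat package, transcripts used as a readout of ERK output, MHC class I genes, interferon-stimulated genes, sterol synthesis genes, mitochondrial messenger RNAs and transcripts abundant in stromal cells. The lists of Fig 7 and Fig EV5C were chosen by the study on these tumors. Over-representation of cell cycle genes was tested with Fisher's exact test, one-sided, against all 13141 genes. The pathway sets of the paper's enrichment analysis were not used here. Means of lists per tumor were compared by exact permutation, two-sided, doubling the smaller one-sided p.

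Gene positions are those of GENCODE release 29 (GRCh38), in which 12904 of the 13141 symbols had 1 position. GC content was taken over the last 500 bases of a transcript of 12940 genes. A trend on GC content and transcript length was fitted as natural splines with 5 degrees of freedom. Lists matched on mean level were drawn 10000 times from genes within 100 ranks on each side. Figures were drawn with matplotlib 3.10.9 and numpy 2.4.6 in Python 3.11.15.

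The calls were tested on simulated data in which 200 of 13141 genes were shifted. The noise was normal, independent between genes and equal in all groups, with the spread limma estimated for each gene. Shifts were added in full, so the simulation does not show how calls fare with correlated genes, unequal spreads or shrunken differences. With a shift of 1.5, 100% of the shifted genes were called at either threshold in 3 comparisons, with at most 1 false call. With a shift of 1, 50% to 51% were called, since the estimates then fall on both sides of the minimum difference, and 99% to 100% were called without a minimum difference.

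The alternatives were chosen, like the groups, tests, lists and thresholds, before the data were examined. They were centring each tumor on its median, quantile normalization, eBayes without a trend or with robust estimation, a fit of only the groups compared, only genes above the first quartile or above the median of mean value, the replicate number as a block, no minimum difference or one of 1.5-fold, the adjusted p-value in the paper's threshold, the median of the module genes, the G2/M list in place of the module, fry, an estimated correlation, and each tumor left out in turn. The immunoblots, qPCR and tumor volumes of the paper were not analysed here.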

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

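The tests of explanations given here were chosen after the patterns had been seen.

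Among the 5 Control tumors, 61 results were checked for a tumor far from the others, and 2 had one. The mean of the receptor genes was 6.35 in Control replicate 1 against a mean of 6.51 in the others, a gap of 0.748 of the range. HIST1H2AI was 4.14 in Control replicate 3 against 3.38 in the others, a gap of 0.727 of the range. The critical value for 5 tumors is 0.71, which about 5% of results pass by chance, so 2 of 61 is no more than chance gives. Histone genes have near-identical copies, so the reads of HIST1H2AI may come in part from its paralogs, which was not tested. No biological explanation was tested. Between Er-resistant and Er-responding tumors, the rise of HIST1H2AI of 1.13 ranged from 0.68 to 1.57 over the alternatives, and its call was lost under 7 of them.

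The 22 genes of sterol synthesis, which the paper does not discuss as a group although Fig 7B draws ACAT2, IDI1 and MSMO1, were lower than in Control tumors by a median of −0.92 under erlotinib + 2XmAbs (21 of 22 genes lower, adjusted p = 1.1e-15 with camera, 1.4e-04 with fry and 0.027 with the estimated correlation). ACAT2 (−1.73) and MSMO1 (−1.49) moved most. In Er-resistant tumors the median was −0.58, with 21 of 22 lower (adjusted p = 2.4e-12 with camera, 0.0039 with fry), but the call was lost with the estimated correlation (0.057). In Er-responding tumors the median was 0.28, and its call was lost under fry (0.076) and with the estimated correlation (0.22). Between Er-resistant and Er-responding tumors 22 of 22 genes were lower, by a median of −0.86 (adjusted p = 7.0e-29 with camera, 0.0020 with fry). The tables argue against GC content or transcript length, since the list's median was −0.85 after that trend was removed. Scaling between tumors had no test of its own, and the list's median was −0.80 under quantile normalization. Of 10000 random lists matched on mean level, 0 moved as far. In this comparison of Er-resistant with Er-responding tumors the largest fall among the 9 stromal transcripts was −0.35. Their median was −0.08, with 4 of 9 higher, and SPARC rose by 0.79. These values argue only against a loss of cells that carry these transcripts. A gain of host cells was not tested, and 13 of the 22 stromal genes were not among the values. Host cells were not tested for the comparisons with Control tumors, in which COL6A3 fell by 0.76 under erlotinib + 2XmAbs and by 0.59 in Er-resistant tumors. In each of these comparisons 7 of the 9 stromal transcripts were higher, with medians of 0.31 and 0.05. The stromal transcripts moved both ways there, so they do not settle the part of host cells. Treatment, tumor volume and time differ together between these groups, and a response of sterol synthesis to any of them stays open as an untested hypothesis.

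The 13 mitochondrial messenger RNAs, of which Fig 7B draws MT-ND4 and MT-CYB, were lower under erlotinib + 2XmAbs than in Control tumors by a median of −0.36, with 11 of 13 lower (adjusted p = 0.0040 with camera, 1.9e-04 with fry and 0.020 with the estimated correlation). MT-ND4 (−1.14) and MT-CYB (−0.92) fell most, while MT-CO1 rose by 0.29. The mean level of the genes is argued against by matched lists, of which 30 of 10000 moved as far. The list's median was −0.37 with each tumor centred on its median and −0.34 under quantile normalization, and its call held under both. GC content was not tested for this list, and neither was a difference in the state of the tissue at collection.

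The 10 transcripts used as a readout of ERK output were lower in Er-resistant than in Control tumors by a median of −0.19, with 7 of 10 lower (adjusted p = 0.015 with camera and 0.011 with fry), but the call was lost with the estimated correlation (0.18). ETV4 (−0.73) and ETV5 (−0.56) fell most. Against Er-responding tumors 9 of 10 were lower, by a median of −0.23 (adjusted p = 5.3e-05 with camera, 0.0038 with fry and 0.047 with the estimated correlation). In that comparison the list's median after removal of the trend on GC content and length was −0.25, and 33 of 10000 matched lists moved as far. These values argue against GC content and mean level. Treatment history and tumor volume stay open, and which of them is involved was not tested. Between Er-responding and Control tumors the list did not fall after 1 week of erlotinib (median 0.10, 7 of 10 higher, adjusted p = 0.22 with camera). Whether these transcripts follow ERK activity in these tumors was not tested.

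The heat map of Fig 7B lists genes for the comparison of erlotinib + 2XmAbs with Control, and the other comparisons also gave genes with an adjusted p-value under 0.05 and a difference of at least 1. There were 64 between Er-responding and Control tumors (42 lower, 22 higher), 66 between Er-resistant and Control tumors (23 lower, 43 higher), 31 between Er-resistant and Er-responding tumors (26 lower, 5 higher), 28 between erlotinib + 2XmAbs and Er-resistant tumors (15 lower, 13 higher) and 172 between erlotinib + 2XmAbs and Er-responding tumors (91 lower, 81 higher). Of the 56 splits of the Er-responding and Control tumors, 1, the real one, gave as many genes, and the same held for 1 of the 56 splits of the Er-resistant and Control tumors. The largest count among the other splits was 1 in each. Of the 10 splits of the Er-resistant and Er-responding tumors 1, the real one, gave as many, and each of the other 9 gave 0. At an unadjusted p-value under 0.05 with the same minimum difference, the real split gave 35 genes and the others from 0 to 6. A share of 1 in 10 is the smallest that 3 against 3 tumors allow, so the share alone does not exclude grouping by chance there. Splits were not counted for the comparisons with 2 tumors. Without Er-responding replicate 1 the count between Er-resistant and Er-responding tumors was 50, and without Er-resistant replicate 1 it was 64. In the same comparison RPL21 (−1.799), SERPINB3 (−1.497), FERMT1 (−1.37), KRT6A (−1.34) and KRT6B (−1.34) fell most, and HIST3H2A (1.46), ZBED6CL (1.21), AQP3 (1.14), HIST1H2AI and GGT6 (1.12) rose most. The call of HIST3H2A was lost under 13 alternatives, over which its rise ranged from 0.76 to 1.99. Between Er-resistant and Control tumors MMP9 (−1.75), TERT (−1.67), RPL21 (−1.46), NDRG1 (−1.44) and GAL (−1.38) fell most, and ATP6V1B1 (2.53), ALPP (2.21), MSLN (2.04), ALPPL2 (2.02) and AQP3 (1.65) rose most. Between erlotinib + 2XmAbs and Er-resistant tumors KRT5 (−1.63), LGALS1 (−1.48), KRT6A (−1.37), KRT6B (−1.33) and S100A2 (−1.31) fell most, and the processed pseudogene AC005912.1 (1.98), HLA-B (1.59), CTSH (1.16), CFD (1.16) and GGT6 (1.15) rose most. The falls of KRT6A and KRT6B between erlotinib + 2XmAbs and Er-resistant tumors were −1.98 and −1.89 without Er+2XmAbs-responding replicate 1, and −0.75 and −0.78 without Er+2XmAbs-responding replicate 2. The calls of KRT6A, KRT6B, S100A2 and GGT6 in that comparison were lost under 2, 1, 3 and 1 of the alternatives, and the rise of GGT6 ranged from 0.73 to 1.56. With robust eBayes, RPL21 lost its call between Er-resistant tumors and both Er-responding and Control tumors, and SERPINB3 between Er-resistant and Er-responding tumors. The RPL21, KRT6, SERPINB3, alkaline phosphatase and histone genes have near-identical copies whose reads may be divided between them, which was not tested.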

How the results depend on the processing

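For the 20 main results (counts of genes and of lists, the enrichment and the module), 150 of 171 values under alternatives other than leaving out a tumor, and 236 of 240 with a tumor left out, stayed within the limits set for no change, which were 1.5 times for a count and the spread between tumors for the module. For the single genes and single lists, 1071 of 1128 values kept their direction and their side of the threshold under those alternatives, 46 became weaker, 10 stronger and 1 reversed. Across the fits that each left out 1 tumor, 1625 of 1729 did so, 43 became weaker, 9 stronger, 7 reversed and 45 moved by more than the spread between tumors. No p-value was computed where 1 tumor was left in a group.

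Without a minimum difference the number of genes with an adjusted p-value under 0.05 was 2594 between erlotinib + 2XmAbs and Control, 730 between Er-responding and Control, 1075 between Er-resistant and Control, 270 between Er-resistant and Er-responding, 124 between erlotinib + 2XmAbs and Er-resistant and 1452 between erlotinib + 2XmAbs and Er-responding tumors. With a minimum difference of 1.5-fold the numbers were 1249, 321, 454, 207, 112 and 895 in that order. These follow from the lower minimum itself. With the adjusted p-value held to 5e-06, 56 genes were lower and 53 higher under erlotinib + 2XmAbs, and among genes above the median of mean value 73 were higher, where fewer genes were tested.

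With the median over its genes, the module differed by −1.57 between erlotinib + 2XmAbs and Control tumors. The G2/M list in its place gave −0.91 for that comparison, 0.26 between Er-resistant and Er-responding, −0.42 between erlotinib + 2XmAbs and Er-resistant and −0.16 between erlotinib + 2XmAbs and Er-responding tumors, all with the direction of the module. With an estimated correlation, 4 of 14 lists passed between erlotinib + 2XmAbs and Er-responding tumors, against 11 with the preset one. The cause was not tested.

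Leaving out 1 tumor at a time gave from 25 to 64 genes between Er-resistant and Er-responding tumors, and a module difference from −1.01 to −0.83 between erlotinib + 2XmAbs and Er-resistant tumors. Directions changed for EGFR between erlotinib + 2XmAbs and Control (from −0.28 to 0.22), CENPA between erlotinib + 2XmAbs and Er-responding (from −0.11 to 0.018), the S-phase list between Er-resistant and Er-responding (from −0.11 to 0.0085), the ERK list between erlotinib + 2XmAbs and Er-resistant (from −0.012 to 0.080) and the stromal list between erlotinib + 2XmAbs and Control tumors (from −0.52 to 1.32). None of these passed its test. The causes were not tested, apart from the stromal list, which follows erlotinib + 2XmAbs replicate 2.

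With the replicate number as a block, EGFR differed by 0.13, and 106 genes were lower and 80 higher. The 15 pairs of tumors with the same number in different groups had correlations between −0.19 and 0.25 after removal of the group means, 3 of them over 0.1, so the tumors share only a number. No depth was known, so its effect on weakly expressed genes could not be examined.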

Differences from the paper's values

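The paper's values are those of Fig 7D, read by eye, whose axis is a log2 fold change. The values here are differences of rlog values, which are also in log2 units but are shrunk toward each gene's mean and so understate fold changes. How much of the gap this shrinkage accounts for was not tested. In Er-responding against Control tumors, the paper's value in Fig 7D was about −1.5 for AURKA against −0.92 here, about −1.5 for CCNB1 against −0.94, about −2.2 for CENPA against −1.03, about −1.9 for FOXM1 against −1.04, about −1.7 for KIF4A against −0.88 and about −1.8 for PRC1 against −1.07, all read by eye. In Er-resistant against Control tumors, the paper's value in Fig 7D was about −0.6 for CENPA against −0.34 here, about −0.8 for KIF4A against −0.48 and about −1.0 for PRC1 against −0.63, all read by eye. Under erlotinib + 2XmAbs, the paper's value in Fig 7D was about −2.4 for CENPA against −1.08 here, about −2.7 for FOXM1 against −1.34, about −2.8 for AURKA against −1.51, about −2.9 for PRC1 against −1.54, about −3.2 for BIRC5 against −1.63 and about −3.2 for KIF4A against −1.36, all read by eye. The paper's values were 1.58 to 2.35 times those here (median 1.84), so no change of log base, which would be 1 constant such as 1.44, brings them together. Of the alternatives set before the data were examined, CENPA in Er-resistant tumors without Control replicate 1 (−0.43) came within the error of the paper's value, and none closed any other of these gaps.

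Fig 7B, read by eye, draws about 49 lower genes and about 25 higher genes in the paper, against 128 and 113 at the threshold of the paper's methods here. The legend does not say whether the heat map shows all such genes or a selection, so these numbers may not be comparable. The counts here also rest on limma p-values and rlog differences, not on DESeq2 results. With the adjusted p-value held to 5e-06, an alternative set before the data were examined, 56 genes were lower, within 1.5 times of the number drawn, and 53 were higher, which is not. No other alternative came within 1.5 times of either.

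The paper states that RT–PCR showed up-regulation of some of the altered genes. All 8 genes of Fig EV5C were lower in treated than in Control tumors by RNA-seq here, and that figure also draws them lower. The paper links most of the downregulated genes to the cell cycle. With the G2/M and S-phase lists used here, which are not the paper's pathway sets, 27 of 128 lower genes (21.1%) were on a list. These lists hold only 91 of the genes tested and leave out FOXM1, CCNB1, PRC1 and KIF4A, which were also lower. The share is therefore no estimate of all cell cycle genes and does not contradict the paper.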

Other observations

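The tests of explanations given here were chosen after the patterns had been seen.

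The paper measured receptors as proteins. Between erlotinib + 2XmAbs and Control tumors their transcripts had log2 differences of −0.03 for EGFR (adjusted p = 0.94 from limma), 0.76 for ERBB2 (adjusted p = 0.0034), 0.30 for ERBB3 (adjusted p = 0.29), 0.30 for IGF1R (adjusted p = 0.12), −0.83 for AXL (adjusted p = 9.5e-05) and −0.41 for MET (adjusted p = 0.11). As a list they had a median of 0.14, with 3 of 6 higher (adjusted p = 0.99 with camera). EGFR had no stable direction over the alternatives, and KDR was not analysed here. ERBB3 and MET kept their directions, but ERBB3 ranged from 0.03 to 0.57 and MET from −0.59 to −0.24.

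Of the 17 MHC class I genes, 12 were higher under erlotinib + 2XmAbs than in Control tumors, with a median of 0.46 (adjusted p = 5.6e-06 with camera, 3.9e-05 with fry and 0.022 with the estimated correlation). The 5 HLA genes rose by a median of 1.40, and the other 12 had a median of 0.12 with 7 higher. Fig EV5B of the paper lists interferon-gamma signaling. The list's median after removal of the trend on GC content and length was 0.45, and 0 of 10000 matched lists moved as far, which argues against GC content and mean level. Reads passed from one HLA gene to another at an unchanged total would lower some of them, and the smallest difference among them was 1.09. A rise of 1 HLA gene with its reads shared among the others would raise all of them, so this value cannot exclude it. The interferon-stimulated genes had a median of 0.23, with 9 of 12 higher (adjusted p = 0.061 with camera, 0.029 with fry and 0.26 with the estimated correlation). Over the alternatives their median ranged from 0.02 to 0.37. An interferon response and another cause of the HLA rise cannot be told apart, since 18 of the 30 genes of that list were not among the values.

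From Er-responding to Er-resistant tumors the mean of the G2/M genes rose while that of the S-phase genes did not. The gap between the lists widened by 0.31 (exact permutation test, p = 0.1), from between 0.24 and 0.31 in the Er-responding tumors to between 0.54 and 0.66 in the Er-resistant tumors. That p-value is the smallest that 3 against 3 tumors allow, so it alone does not exclude grouping of the tumors by chance. After removal of the trend on GC content and length it was 0.307, and over the 29 G2/M and 15 S-phase genes above the median level it was 0.457, which argues against GC content, length and mean level. Against Control tumors the gap changed by −0.34 in Er-responding tumors (exact permutation test, p = 0.0357) and by −0.03 in Er-resistant tumors (exact permutation test, p = 0.536). A candidate explanation is that relapsed tumors held a larger share of cycling cells in G2/M relative to S phase, which was not tested.

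The 2 erlotinib + 2XmAbs tumors lay far apart in collagen genes. COL1A1 was 7.63 in tumor 1 and 11.42 in tumor 2 (9.22 ± 0.21, SD, n = 5, in Control tumors), COL1A2 was 6.10 and 10.24, COL3A1 was 5.37 and 8.95, and SPARC was 5.73 and 8.39. Of the 9 stromal transcripts among the values, 7 were higher in tumor 2, COL6A3 and FN1 being the exceptions. The stromal list had a median difference of 0.31 from Control tumors (7 of 9 higher, adjusted p = 0.42 with camera), and of −0.52 without replicate 2. Fibroblasts of the host or a change in the tumor cells may lie behind tumor 2, and they cannot be told apart, since 13 of the 22 stromal genes were not among the values and human and mouse reads were not separated here.

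The ERK list had a median of −0.35 between erlotinib + 2XmAbs and Control tumors, with 7 of 10 lower (adjusted p = 0.19 with camera). EPHA4 (0.85) and CCND1 (0.55) rose while ETV4 (−0.69) and ETV5 (−0.60) fell.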
